# Mesenchymal stromal cell-derived septoclasts resorb cartilage during developmental ossification and fracture healing

**DOI:** 10.1038/s41467-022-28142-w

**Published:** 2022-01-28

**Authors:** Kishor K. Sivaraj, Paul-Georg Majev, Hyun-Woo Jeong, Backialakshmi Dharmalingam, Dagmar Zeuschner, Silke Schröder, M. Gabriele Bixel, Melanie Timmen, Richard Stange, Ralf H. Adams

**Keywords:** Bone development, Bone, Bone remodelling, RNA sequencing, Cell signalling

## Abstract

Developmental osteogenesis, physiological bone remodelling and fracture healing require removal of matrix and cellular debris. Osteoclasts generated by the fusion of circulating monocytes degrade bone, whereas the identity of the cells responsible for cartilage resorption is a long-standing and controversial question. Here we show that matrix degradation and chondrocyte phagocytosis are mediated by fatty acid binding protein 5-expressing cells representing septoclasts, which have a mesenchymal origin and are not derived from haematopoietic cells. The Notch ligand Delta-like 4, provided by endothelial cells, is necessary for septoclast specification and developmental bone growth. Consistent with the termination of growth, septoclasts disappear in adult and ageing bone, but re-emerge in association with growing vessels during fracture healing. We propose that cartilage degradation is mediated by rare, specialized cells distinct from osteoclasts. Our findings have implications for fracture healing, which is frequently impaired in aging humans.

## Abstract (web summary)

Developmental and regenerative bone formation require the removal of chondrocytes and matrix. Here the authors show that these processes involve mesenchymal stromal cell-derived septoclasts, which disappear after the completion of development but re-emerge during fracture healing.

## Introduction

In endochondral ossification during development and regeneration, avascular cartilage serves as a template that is gradually replaced by newly formed bone^1,2^. The resorption of cartilaginous matrix and hypertrophic chondrocytes is essential for the invasion of growing blood vessels and initiation of ossification. In development, failure of these processes results in the pathological disorganization of growth plate chondrocytes and shortening of long bones, which are hallmarks of chondrodysplasias, a very large and heterogeneous group of human developmental disorders affecting bone growth^3,4^. The importance of chondrocyte resorption extends into adult life, where the process is indispensable for bone fracture healing and regenerative ossification^1,2,5,6^. Cartilage resorption has been attributed to multiple different cell types including osteoclasts, which are large and multinucleated cells responsible for the degradation of mineralized bone^4,7^. It also has been suggested that osteoclasts are closely related to another population of polyploid cells found near chondrocytes, namely chondroclasts^8,9^. Recently, the production of matrix metalloproteinases (MMPs) mediating cartilage resorption was attributed to angiogenic endothelial cells (ECs) in proximity of the growth plate^10^. A few studies have credited cartilage resorption to an elusive cell population termed septoclasts (SCs), which are mononucleated, located at the chondro-osseous border in developing bone, and rich in the cysteine proteinase cathepsin B and fatty acid-binding protein 5 (FABP5)^5,11–14^.

Here, we have used high-resolution imaging in combination with mouse genetics and single cell RNA sequencing (scRNA-seq) to systematically investigate the processes during developmental and regenerative osteogenesis at cellular resolution. We provide insight into the behaviour of stromal cells and show that cartilage resorption is mediated by a small population of mesenchymal cell-derived FABP5+ cells representing septoclasts.

## Results

### Morphological characterization of resorptive cells at the chondro-osseous border

To gain insight into the resorptive processes at the growth plate, we performed immunostaining of sections from 3-week-old murine femur with a range of markers and found that FABP5+ cells are mainly located at the chondro-osseous border zone (Fig. 1a, b and Supplementary Fig. 1a–c). FABP5+ cells are associated with the ECs of distal vessel buds, the leading edge of growing vasculature^15,16^, and might therefore represent SCs. Notably, these FABP5+ cells express well-established markers of perivascular mesenchymal cells such as platelet-derived growth factor receptor β (PDGFRβ) and PDGFRα (Fig. 1c and Supplementary Fig. 1d). Bone-resorbing, multinucleated osteoclasts, which are marked by co-expression of CD68 and V-type proton ATPase subunit B (vATPase), are widely distributed throughout the metaphysis and can be seen at the chondro-osseous border zone but lack FABP5 expression (Fig. 1d and Supplementary Fig. 1e–g). Furthermore, FABP5+ cells are significantly more abundant than osteoclasts at the chondro-osseous interface (Fig. 1d). Electron microscopy (EM) of the femoral metaphysis shows close association of an unusual cell population, presumably representing septoclasts, with small vessels. Morphologically, these cells are spindle-shaped, elongated and mononuclear, exhibit strong actin filaments, numerous vesicular structures and an enlarged rough endoplasmic reticulum, a feature that is also seen in plasma cells where it is associated with high levels of protein production^17^ (Fig. 1e and Supplementary Fig. 2a–c). The cells make physical contact with hypertrophic chondrocytes and bone cells, osteoclasts and ECs (Fig. 1e), but, unlike pericytes, they are not embedded in the subendothelial basement membrane. Immunostaining shows that PDGFRα+ and PDGFRβ+ presumptive septoclasts express the proteogylocan NG2, a marker of pericytes and other mesenchymal cell populations, but lack expression of CD146/MCAM, which is another marker of pericytes and vascular smooth muscle cells (Supplementary Fig. 2d, e). Taken together, the ultrastructural features presented above, FABP5 expression and their localization at the chondro-osseous border are consistent with septoclasts^5,11–13^, whereas the expression of PDGF receptors and NG2, markers of many mesenchymal cell populations, indicates the need for further characterization.

**Fig. 1:**
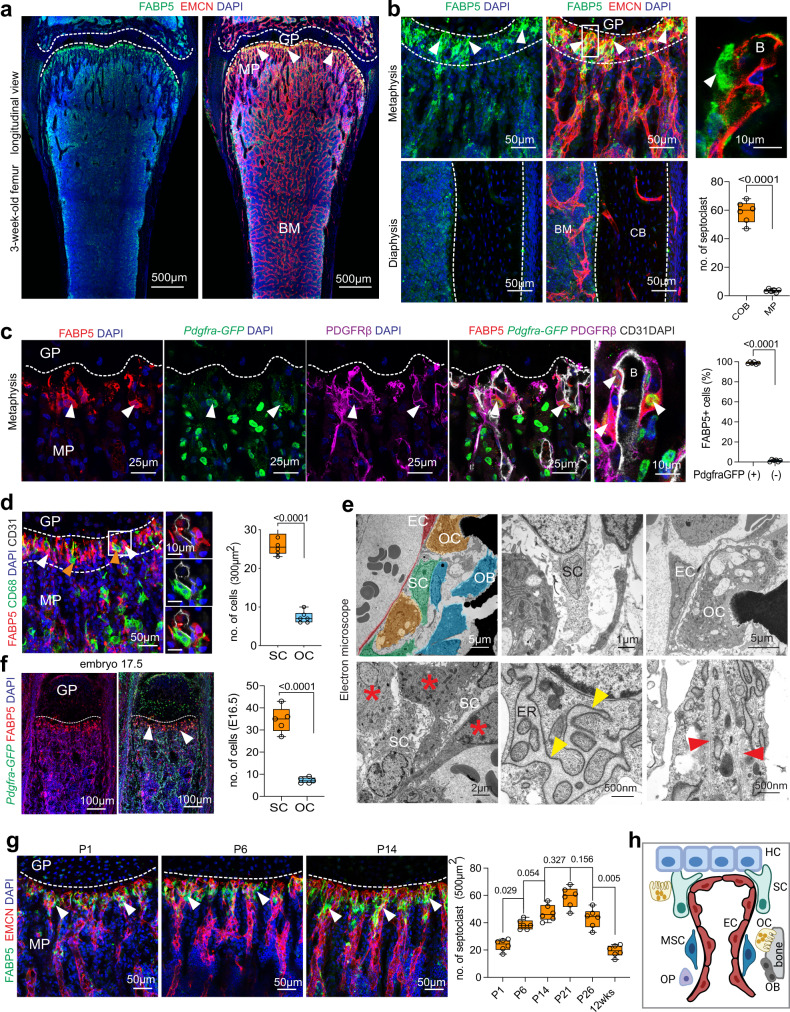
Characterization of SCs. **a**, **b** Tile scan confocal longitudinal view of 3-week-old wild-type femur with FABP5+ (green) SCs around distal vasculature (EMCN, red) near the growth plate (GP, dashed lines) (**a**). SCs associated with distal EC buds (B) (arrowheads) at chondro-osseous border (COB) (dashed lines). Image on the right show higher magnifications of boxed area (**b**). Enrichment of FABP5+ cells is not seen near or inside cortical bone (CB) in the diaphysis (bottom). BM, bone marrow. Quantification shows number of SCs in COB compared to metaphysis (MP). (*n* = 6). **c** FABP5+ SCs (red; arrowheads) associated with CD31+ vessels (grey) at the COB show expression of *Pdgfra-GFP* reporter (green) and PDGFRβ+ (magenta). The image at higher magnification on the right depicts FABP5+ cells with nuclear GFP expression (arrowheads) in association with distal EC bud (B). Graph shows percentage of *Pdgfra-GFP*+ cells among SCs (*n* = 6). **d** FABP5+ SCs (white arrowheads, red) are concentrated near the growth plate (GP, dashed line), whereas CD68+ (orange arrowheads, green) osteoclasts (OCs) are widely distributed throughout 3-week-old femoral metaphysis. Quantification of SCs relative to OCs around vascular buds (*n* = 6). **e** Electron micrographs of metaphysis showing SCs, ECs, osteoblastic cells (OB), and OCs, as indicated. Cells in top left image are false coloured. The endoplasmic reticulum (ER) of SCs is enlarged (yellow arrowheads) and covered by ribosomes, whereas other cells (asterisks) have narrow ER cisternae. SCs are rich in actin filaments (red arrowhead, bottom right panel). (*n* = 3). **f** Confocal image of E17.5 femur showing *Pdgfra-GFP* (green) reporter and FABP5+ SCs (arrowheads, red) near growth plate (gp, dashed line). Quantification of E16.5 in graph on the right (*n* = 5). **g** Increase of FABP5+ SCs (green, arrowheads) near growth plate (GP) at P1, P6, and P14. Quantification in graph on the right shows changes in septoclasts during postnatal development (*n* = 5; Statistical analysis performed using Tukey multiple comparison test (one-way Anova). ECs, EMCN (red); nuclei, DAPI (blue). **h** Schematic representation of SCs, ECs in vessel buds, OCs, osteoblastic cells (OBs), mesenchymal stromal cells (MSC), and hypertrophic chondrocytes (HC) at the chondro-osseous border. *n* = biological independent samples and data are presented as mean values ± SEM. **b**–**d**, **f** Statistical analysis performed using Mann–Whitney test (two-tailed). Source data are provided in a Source data file.

EdU labelling indicates that FABP5+ cells are highly proliferative during early postnatal long bone formation (Supplementary Fig. 2f). During fetal bone development at embryonic day (E) 16.5 to 17.5, FABP5+ cells are mainly located at the vascular front in the primary ossification centre (POC), whereas CD68+ elongated OCs are found throughout the POC without accumulation at the edge of the growth plate (Fig. 1f and Supplementary Fig. 2g–i). FABP5+ cells are predominantly detected at the vascular front at the distal and proximal end of the metaphysis in close proximity of growth plate chondrocytes and progressively increase in number up to day 21 of postnatal long bone development (Fig. 1g and Supplementary Fig. 3a–c). The calvaria is a flat bone formed by intramembranous ossification in the absence of chondrocytes. Notably, FABP5+ cells are rare in 3-week-old calvaria and are associated with vessels penetrating the cranial bone (Supplementary Fig. 3d, e). These data indicate that FABP5+ cells in bone are predominantly associated with endochondral osteogenesis and represent a dynamic cell population at the chondro-osseous interface with characteristic properties distinguishing them from osteoclasts (Fig. 1h).

### Molecular properties and differentiation of FABP5+ cells

The origin and molecular properties of FABP5+ cells, presumably septoclasts, which represent a very rare cell population in postnatal long bone, remains to be elucidated. We, therefore, performed single cell RNA-sequencing (scRNA-seq) using the 10× Genomics Chromium platform. Making use of PDGFRα expression by the FABP5+ population, we isolated cells expressing enhanced green fluorescent protein (GFP) by fluorescence-activated cell sorting (FACS) from the metaphysis-epiphysis region of 3-week-old *Pdgfra-GFP* reporter mice^18^ (Fig. 2a and Supplementary Fig. 4a). Droplet based scRNA-seq (see ‘Methods’) yielded 11,242 GFP+ cells belonging to several distinct populations (Fig. 2b and Supplementary Fig. 4b). 

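Cells carrying a nuclear H2B-GFP reporter under the control of *Pdgfra* were sorted from 3-week-old mice and gave 1 droplet library. The authors trimmed the reads with fastp, aligned them to the mouse genome mm10 with the Gencode M23 annotation and the H2B-GFP transgene by STARsolo, and deposited raw counts of unique molecular identifiers (UMIs) for all barcodes. A UMI tags a captured RNA molecule, so PCR copies of that molecule are not counted again. The library held 91747759 UMIs on 1014956 barcodes, and the shallowest barcodes, which come from near-empty droplets, held 7.24% of them. The filters of the study were applied to these counts: at least 1000 genes, at most 15% mitochondrial and at most 30% ribosomal UMIs per cell, and genes seen in more than 10 cells. EmptyDrops, which the study ran before these filters, was not used here. The filters kept 11319 cells with 76054094 UMIs, a mean of 2124 genes and a median of 5354 UMIs per cell, and the paper's reported mean is 2120 genes. A minimum of 500 genes per cell, the alternative that moved this number most, kept 13724 cells. Scrublet, which compares each cell with simulated doublets, called 182 cells (1.61%) as doublets, and these were kept because the methods name no removal. The expected rate was 9.06%, so removing the called cells may leave doublets behind.

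There was 1 library, so no difference between populations of these sorted cells has a replicate check and no test was run. Sums of UMIs are given with exact 95% Poisson intervals and shares of cells with exact 95% binomial (Clopper-Pearson) intervals, and both cover counting error only. The 39 genes discussed by the paper, the GFP transgene among them, were left out of the 5000 variable genes used for clustering, so that none of them defined a cluster. Clusters were named after a population, as in SC-like, from a fixed list of marker genes. By thresholds set after the clusters had been seen, and before any gene was tested, a cluster needed at least 3 markers raised 2-fold over the median cluster, after 10 CPM were added, and present in at least 10% of its cells. These names were rebuilt from the counts, so a population may hold other cells than the population of the same name in the study.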

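Clustering of the GFP-sorted cells with 30 principal components at a resolution of 0.6 gave 4222 dpMSC-like cells (37.3%, exact binomial interval 36.4 to 38.2%) with raised *Esm1*, *Kitl*, *Adipoq*, *Lepr* and *Cxcl12*. A further 1877 cells (16.6%) were mpMSC-like by markers that include *Postn* and *Wif1*, and 1763 cells (15.6%) were OB-like by *Col22a1* and osteocalcin genes. Chondrocyte-like cells with *Acan* numbered 1640 (14.5%, 13.8 to 15.2%), and fibroblast-like cells with *S100a4* numbered 704 (6.22%, 5.78 to 6.68%). Smaller clusters were haematopoietic-like and proliferating (394 cells, 3.48%), EC-like (341 cells, 3.01%), proliferating BMSC-like (158 cells, 1.40%), mural-like (77 cells, 0.680%), erythroid-like (72 cells, 0.636%) and proliferating chondrocyte-like (71 cells, 0.627%). OB-like cells had a median of 11447 UMIs and dpMSC-like cells 3597.5, so the populations differed in depth.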

GFP+ cells include bone mesenchymal stromal cells (BMSCs) and osteoblastic cells (OBs), which can be distinguished by the expression of *Pdgfrb* and *Col22a1*, but also *Acan*+ chondrocytes and *S100a4*+ fibroblast (Fig. 2b, c and Supplementary Fig. 4c). Re-clustering of the BMSC and OB populations (7857 cells) identifies 6 sub-clusters, namely diaphyseal mesenchymal stromal cells 1 (dpMSCs1; #2382 cells) and dpMSCs2 (#1659 cells) expressing *Pdgfrb* and *Esm1*, metaphyseal mesenchymal stromal cells (mpMSCs; #1642 cells) expressing *Pdgfrb* and *Postn*, *Col22a1*+ OBs (#1629 cells), *Top2a*+ and *Mki67*+ proliferating BMSCs (p-BMSCs; #302 cells), and a small population of cells (#243 cells) expressing *Fabp5*+ and the matrix metalloproteinase *Mmp9* (Fig. 2b, c and Supplementary Fig. 4d). 

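The BMSC-like and OB-like clusters were taken out and re-clustered with 15 principal components, and the step was repeated on the remaining 7914 cells. At a resolution of 0.3 no cluster carried the SC markers, so the resolution was raised by a step of 0.1, as planned for this case, and 0.4 was used. *Fabp5* and the 5 other SC markers *Sstr2*, *Cd55*, *Cotl1*, *Egfr* and *Fbln1* were raised in 1 cluster of 262 SC-like cells, 3.31% of the re-clustered cells (exact binomial interval 2.93 to 3.73%). dpMSC-like cells made up 49.4% (3907 cells, 48.3 to 50.5%) and fell into 3 clusters of 2318, 1531 and 58 cells. OB-like cells made up 19.9% (1578 cells, 19.1 to 20.8%), mpMSC-like cells 19.6% (1549 cells, 18.7 to 20.5%) and proliferating BMSC-like cells 1.83% (145 cells, 1.55 to 2.15%). Another 473 cells (5.98%) in clusters of 280 and 193 cells stayed unnamed because genes of another cell type led them. With 2000 instead of 5000 variable genes, the alternative that moved the SC-like share most, it was 1.03%.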

Trajectory analysis of BMSC and OB populations indicates three separate directional branches containing dpMSCs1 and dpMSCs2, OBs, and p-BMSCs cells, respectively, whereas mpMSCs form the focal centre (Fig. 2d, e). 

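Monocle was not run, so the trajectory was not rebuilt, and the position of the SC-like cells of this library was measured in the space of the 15 principal components instead. For each of the 262 SC-like cells, the 20 nearest cells outside the SC-like cluster were counted by population. Of these neighbours, 89.0% were mpMSC-like (exact binomial interval over the SC-like cells 84.5 to 92.5%), while mpMSC-like cells were 20.2% of the cells outside the cluster, which makes them 4.40 times as frequent among the neighbours. dpMSC-like cells were 8.53% of the neighbours and 51.1% of the cells, and OB-like cells 0.611% of the neighbours and 20.6% of the cells. Without regressing out mitochondrial UMIs and the cell cycle difference, the alternative that moved this share most, 73.4% of the neighbours were mpMSC-like. Across 16260 genes, the log CPM profile of SC-like cells had a Pearson correlation of 0.957 with that of mpMSC-like cells. It was 0.926 with proliferating BMSC-like cells, 0.924 with dpMSC-like cells and 0.890 with OB-like cells. Spearman's correlation gave 0.948, 0.915, 0.916 and 0.881. These correlations are across genes, which are not independent replicates. Nearness in this space gives no direction of differentiation.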

Strikingly, *Fabp5*+ putative SCs remain close to mpMSCs and, as pseudotime gene expression analysis suggests, might actually arise from this population (Fig. 2d–f and Supplementary Fig. 4e). To investigate this question, we used a combination of immunostaining and genetic fate tracking with tamoxifen-inducible *Pdgfrb-CreERT2* line, which, in combination with the *Rosa26-mT/mG* Cre reporter^19^, irreversibly labels PDGFRβ+ BMSCs by expression of GFP. Analysis of the targeted GFP+ cells at P21 shows labelling of FABP5+ cells (Fig. 2g and Supplementary Fig. 5a, b). In contrast, FABP5+ putative SCs are not labelled in *Vav1-Cre R26-mTmG* mice, which show widespread GFP expression in haematopoietic cells and therefore also in CD68+ osteoclasts (Fig. 2h and Supplementary Fig. 5c–f). These data indicate that FABP5+ cells at the chondro-osseous border, unlike osteoclasts, are not derived from the haematopoietic lineage and, instead, emerge from PDGFRβ+ metaphyseal mesenchymal stromal cells. Given that the FABP5+ population exhibits major hallmarks of septoclasts, our results indicate that the latter are derived from BMSCs and are thereby distinct from osteoclasts, which emerge from haematopoietic cells.

**Fig. 2:**
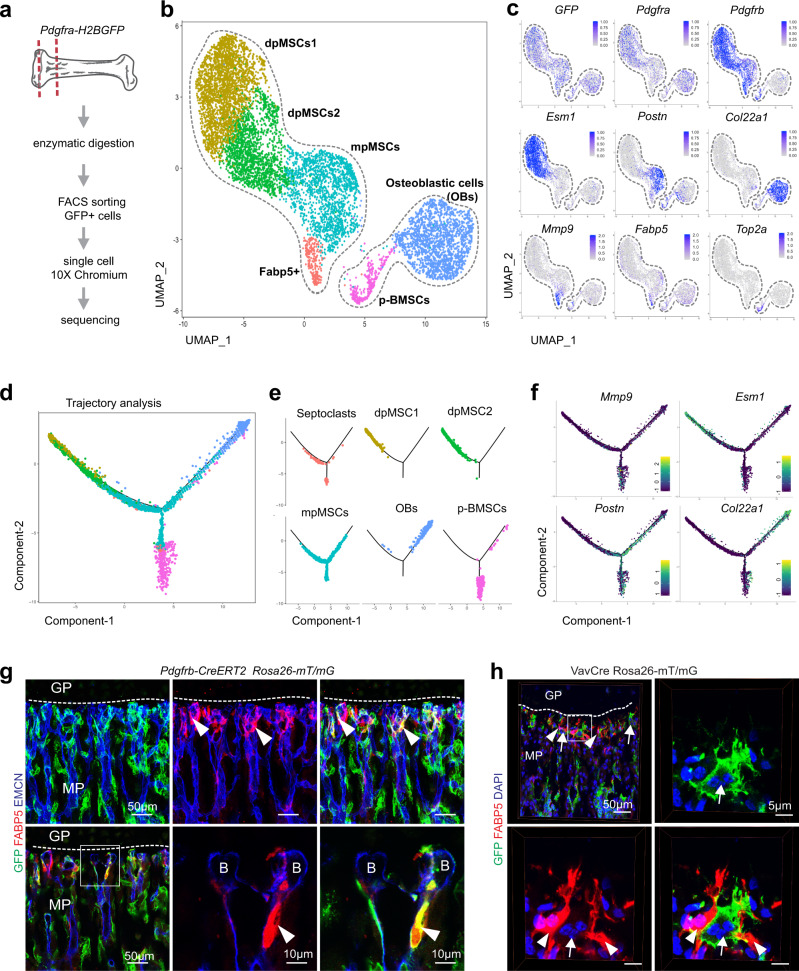
Molecular signature and differentiation of SCs. **a** Preparation of 3-week-old *Pdgfra-GFP* metaphysis-epiphysis region from femur and tibia for scRNA-seq analysis. **b**, **c** scRNA-seq of 3-week-old *Pdgfra-H2BGFP* reporter bone. UMAP plot of colour-coded cell clusters within *Pdgfra-GFP*+ positive cells (**b**) and visualization of cell type-specific marker genes (**c**). **d**–**f** Monocle trajectory analysis of BMSC lineage differentiation with coloured cell clusters (**d**) and representation of individual cluster in trajectory (**e**). Cell type-specific relative gene expression shown in pseudo-time (**f**). **g**, **h** Representative confocal images of 3-week-old *Pdgfrb-CreERT2 R26-mT/mG* reporter femur with GFP+ (green) and FABP5+ (red) SCs (arrowheads) near vessel buds (B). Bottom panels show a single optical plane (left) and higher magnifications of the boxed area (centre and right), respectively (**g**). *Vav1-Cre*-controlled *R26-mT/mG* reporter activation (GFP expression) labelling hematopoietic cells and osteoclasts (arrow) but not FABP5+ (red) SCs (arrowheads) (**h**). Independent animals, **g,** **h** (*n* = 4).

### Function of septoclasts in long bone formation

The scRNA-seq data provides insight into the biological function and molecular properties of FABP5+ putative SCs (Fig. 3a). Gene ontology (GO) analysis shows extracellular matrix organization, extracellular matrix disassembly, and proteolysis as top biological processes for these cells (Supplementary Fig. 6a). Cellular pathway analysis reveals that genes relating to MMPs, endochondral ossification, and focal adhesion signalling pathway are also enriched (Fig. 3b). Interestingly, enriched MGI mammalian phenotypes include terms such as increased width of hypertrophic chondrocyte zone, decreased angiogenesis, and abnormal vascular and bone morphology (Supplementary Fig. 6b). The analysis of scRNA-seq data also shows that the protease genes *Mmp9*, *Mmp13*, *Mmp14*, *Mmp11*, *Ece1*, and *Adam19*, and *Ctsb* (encoding cathepsin B) are highly expressed in the *Fabp5*+ population, arguing that it indeed represents resorptive cells and therefore septoclasts (Fig. 3c and Supplementary Fig. 6c). 

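For these sorted cells, the UMIs of the 262 SC-like cells were summed and set against those of the 7179 other named BMSC-like and OB-like cells. *Mmp9* (ENSMUSG00000017737) lies on chromosome 2 of GRCm38 from 164940780 to 164955850 on the plus strand, is protein-coding and has up to 13 exons per transcript. It reached 10569 CPM (Poisson interval 10428 to 10712, 21407 UMIs) in SC-like cells and 67.5 CPM (65.2 to 70.0, 3056 UMIs) in the other cells, a ratio of 157 (151 to 163). By population, the other cells held 640 CPM of *Mmp9* when proliferating BMSC-like, 127 CPM when mpMSC-like, 30.6 CPM when dpMSC-like and 17.9 CPM when OB-like. *Mmp13* (chromosome 9, 7272514 to 7283331) had 8956 CPM in SC-like and 1273 CPM in the other cells, a ratio of 7.04 (6.92 to 7.15). The ratio of *Mmp14* (chromosome 14, 54431612 to 54445364) was 6.94 (6.70 to 7.20), with 1937 CPM against 279 CPM. For *Mmp11* (chromosome 10, 75923222 to 75936496) the ratio was 4.64 (4.04 to 5.32), for *Adam19* (chromosome 11, 46055992 to 46147343) 6.07 (4.95 to 7.40), and for *Ece1* (chromosome 4, 137862237 to 137965229) 3.41 (2.92 to 3.96). *Ctsb* (chromosome 14, 63122462 to 63145923) was nearest to the other cells, at 880 CPM (839 to 922) against 512 CPM (505 to 518), a ratio of 1.72 (1.64 to 1.81). Thus 6 of the 7 genes were at least 2-fold higher in SC-like cells with intervals that did not overlap. This number was between 5 and 7 over the 8 alternatives, and 5 when shares of thinned cells were compared in place of CPM.

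A UMI of *Mmp9* was present in 92.7% of SC-like cells, 12.8% of the other cells and 11.1% of erythroid-like cells, which should lack it. Median depths were 7801 UMIs in SC-like, 4606 in the other and 8124.5 in erythroid-like cells. After each cell was thinned to 2000 UMIs, which left out 6, 362 and 1 cells, the shares were 86.3% (81.5 to 90.3%), 6.21% and 5.63%. Unthinned shares for *Mmp13* were 98.5%, 65.8% and 44.4%, and thinned shares 93.4%, 51.0% and 18.3%. *Ctsb* transcripts were in 93.9% of SC-like, 88.1% of the other and 97.2% of erythroid-like cells, and after thinning in 73.8%, 64.9% and 54.9%. The median log2 ratio of the 7 genes was 2.49, at percentile 100 of 10000 random lists of the same size matched on expression, whose median was 0.31. The study chose these genes on the same cells, so the percentile describes this library and is not independent evidence. On simulated counts with 200 genes changed 4-fold, all 200 were found and 0 of the unchanged genes passed, out of 5256 genes.

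From the high expression of these proteases in the *Fabp5*+ cluster, the paper reasons that the cluster holds resorptive cells and that these are septoclasts.

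**Figure D1:**
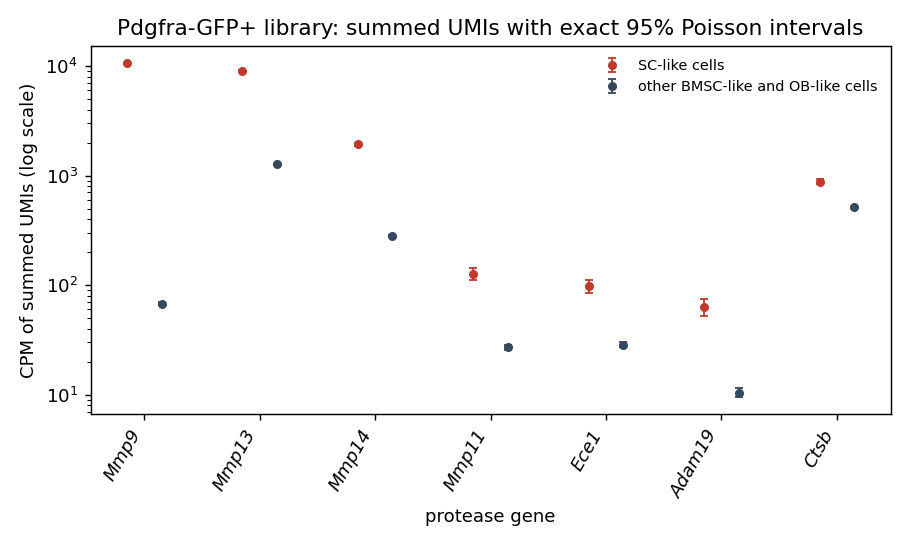
CPM of summed UMIs, on a log axis, for the 7 protease genes. Red points are SC-like cells and dark points the other BMSC-like and OB-like cells of the same library, with exact 95% Poisson intervals. *Mmp9* shows the widest gap, 10569 against 67.5 CPM, and *Ctsb* the narrowest, 880 against 512 CPM.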

Other highly expressed genes are related to Rho family GTPases (*Rhod*, *Rhoj*), the cytoskeleton (*Tubb2a*, *Myh9*, *Vasp*, *Actn1*, *Tln1*, *Flna*), and cell-matrix interactions (*Fn1*, *Lama4*, *Itgb5*, *Itgav*) (Supplementary Fig. 6c). Consistent with the findings above, immunosignal for MMP9, an important regulator of angiogenesis and osteogenesis^20,21^, decorates FABP5+ cells in the chondro-osseous border zone as well as OCs in the same region (Fig. 3d, e and Supplementary Fig. 6d, e). Similarly, MMP13 and MMP14 are also concentrated in the chondro-osseous border zone containing FABP5+ SCs. Low anti-MMP13 signals mark also other cells in the postnatal metaphysis (Fig. 3e and Supplementary Fig. 6e–g). Previous studies have shown that the inactivation of genes encoding matrix metalloproteinases, namely *Mmp9* (ref. ^20^), *Mmp13* (ref. ^22^), *Mmp14* (ref. ^23^), and the metallopeptidase *Adam19* (ref. ^24^) result in the expansion of hypertrophic chondrocytes and impaired endochondral ossification^25^. Consistent with the known role of MMP9 and MMP13 in the degradation of cartilage collagen and aggrecan^22^, MMP9 immunosignals decorate the surface of hypertrophic chondrocytes (Fig. 3f), which will undergo apoptosis to enable bone growth. Analysis of *Acan-Cre*-labelled, GFP-expressing chondrocytes at the chondro-osseous interface shows GFP+ debris inside FABP5+ and MMP9+ SCs but not inside CD68+ osteoclasts in the same area (Fig. 3g and Supplementary Fig. 6h). Furthermore, FABP5+ SCs show strong immunostaining for lysosomal-associated membrane protein 1 (LAMP1), a major component of lysosomes mediating the breakdown of biomolecules. In contrast, osteoclasts at the chondro-osseous border show comparably little LAMP1+ signal (Fig. 3h). This is supported by electron microscopy in combination with immunogold single and double labelling of LAMP1 and vATPase (see ‘Methods’). SCs stain positive for LAMP1 but are negative for vATPase, whereas the opposite applies to osteoclasts (Fig. 3i and Supplementary Fig. 6i). In addition, when septoclasts and chondrocytes (CHO) are cultured in direct proximity in vitro, SCs show strong MMP9 expression at the SC-CHO border zone (Supplementary Fig. 7a, b). Analysis of sorted cells from these co-cultures show that *Fabp5*, *Mmp9* and *Mmp14* transcripts are primarily found in SCs, whereas Acan+ shows the expected CHO enrichment and *Mmp13* expression is not confined to one cell type (Supplementary Fig. 7c, d). SCs display strong cell shape changes, extend numerous protrusions, show stronger staining of the actin cytoskeleton, and are able, to some extent, to remove calcium phosphate from pre-coated tissue culture surfaces (Supplementary Fig. 7e, f).

**Fig. 3:**
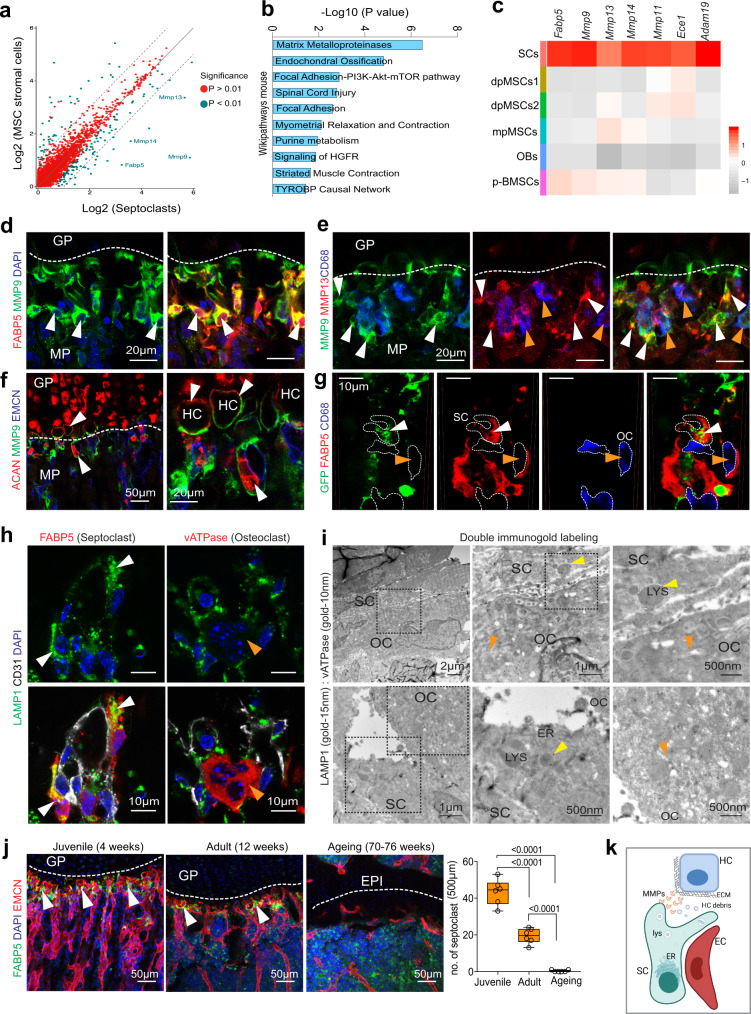
Septoclast function in bone. **a** Scatter plot showing differential gene expression (DGE) in SCs relative to other bone mesenchymal stromal cells. DGE are Log2 fold scale and significant differences are represented by blue dots. **b** Gene-set enrichment analysis for significantly upregulated genes in SCs. **c** Heatmap showing expression of *Fabp5* and various genes encoding metalloproteinases in SCs relative to other cell populations, namely diaphyseal MSCs (dpMSCs1 and dpMSCs2), metaphyseal MSCs (mpMSCs), osteoblasts (OBs), and proliferating bone mesenchymal stromal cells (p-BMSCs). **d**, **e** Maximum intensity projection of 3-week-old wild-type femur showing high MMP9 staining in SCs (arrowheads) (**d**). MMP13 (red) expression in MMP9+ (green) CD68- cells (white arrowheads) but also in CD68+ (blue) OCs (orange arrowheads) (**e**). **f** Confocal image showing MMP9 (green) immunosignals around ACAN+ (cartilage-specific proteoglycan core protein aggrecan) (red) hypertrophic chondrocytes (HC, arrowheads). **g** *Acan-CreERT2*-labelled (GFP, green) chondrocyte fragments in FABP5+ (red) SCs (white arrowheads) but not in CD68+ OCs (orange arrowheads) in proximity of the growth plate. **h** High magnification confocal images showing strong LAMP1 (green) signal in FABP5+ SCs (red, white arrowhead) relative to vATPase+ (red, orange arrowheads) OCs. DAPI (blue). **i** Double immunogold labelling showing strong LAMP1 staining (15 nm gold, yellow arrowheads) in SCs relative to vATPase-labelled (10 nm gold, orange arrowheads) OCs. ER, endoplasmic reticulum; LYS, lysosome. **j** FABP5+ SCs (arrowheads) decline in adult and ageing femurs relative to juvenile metaphysis. GP, growth plate; EPI, ephiphyseal line. Quantitation is shown on the right (*n* = 6 biologically independent samples; data are presented as mean values ± SEM, *p*-values. Statistical analysis was performed using Tukey multiple comparison test (one-way Anova). Source data are provided in a Source data file. **k** Schematic summary showing MMP secretion by EC-associated SCs to degrade growth plate matrix, and phagocytosis of hypertrophic chondrocytes (HC) debris. Independent animals, **d**–**h** (*n* = 5–6) and **i** (*n* = 3).

Further arguing that SCs secrete MMPs and thereby degrade cartilage matrix and phagocytose hypertrophic chondrocytes, the high abundance of FABP5+ and MMP9+ SCs in development mirrors active growth plate remodelling when hypertrophic chondrocytes are degraded during endochondral ossification (Supplementary Fig. 7g, h). In contrast, SCs and MMP9 expression are reduced in adult long bone and immunosignals are absent in aging animals where the growth plate has been converted into an epiphyseal line (Fig. 3j and Supplementary Fig. 7i, j). Together the data above demonstrate that FABP5+ SCs are distinct from classical osteoclasts and participate in cartilage degradation by providing secreted proteases and by phagocytosis of chondrocyte fragments (Fig. 3k).

### Endothelial–septoclast interactions

To gain insight into the interactions between SCs and surrounding cells, we spatially separated the metaphysis region from 3-week-old wild-type long bone and performed scRNA-seq after depletion of haematopoietic lineage and progenitor cells (see ‘Methods’) (Fig. 4a). 

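Metaphyseal cells depleted of haematopoietic cells gave 2 libraries, replicates 1 and 2, from 3-week-old mice. The authors processed them as the *Pdgfra-GFP* library and deposited raw UMI counts over 55422 genes for each barcode, without removing empty droplets. Replicate 1 held 25243314 UMIs on 428087 barcodes and replicate 2 held 22082735 UMIs on 426579 barcodes. Near-empty barcodes held 8.51% and 9.91% of these UMIs. Cells needed at least 1500 genes here, as in the study, with the same limits on mitochondrial and ribosomal UMIs. In replicate 1, 2389 cells with 19243507 UMIs passed, with a mean of 2670 genes and a median of 6257 UMIs. In replicate 2, 2011 cells with 16617684 UMIs passed, with a mean of 2690 genes and a median of 6458 UMIs. The paper's mean for its second replicate is 2676 genes. Mitochondrial UMIs made up a median of 3.71% and 3.80% per cell, against 0.903% in the GFP-sorted cells. Simulated doublets marked 25 cells (1.05%) and 19 cells (0.945%), which were kept, against expected rates of 1.91% and 1.61%. The replicates were integrated as in the study with canonical correlation anchors (40 principal components), then clustered with 20 principal components at a resolution of 0.4, and shares are given for each library.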

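The filters kept 4400 metaphyseal cells in both libraries together. EC-like cells with raised *Emcn*, *Pecam1* and *Cdh5* made up 47.3% of replicate 1 (1129 cells, exact binomial interval 45.2 to 49.3%) and 44.5% of replicate 2 (895 cells, 42.3 to 46.7%), so the interval of each replicate overlapped that of the other. BMSC-like cells made up 35.2% (840 cells, 33.2 to 37.1%) and 37.9% (763 cells, 35.8 to 40.1%), and OB-like cells 9.59% (229 cells, 8.43 to 10.8%) and 9.65% (194 cells, 8.39 to 11.0%). Of the BMSC-like cells, 665 in replicate 1 and 604 in replicate 2 were dpMSC-like, and 175 and 159 were mpMSC-like. No SC-like cluster was named at this step. Cells outside these classes were erythroid-like (63 and 41), haematopoietic-like (59 and 50), chondrocyte-like (33 and 25), proliferating chondrocyte-like (19 and 25) and mural-like (17 and 18). The EC-like share, on average 45.9%, moved most when the genes discussed by the paper were allowed among the variable genes, to 42.1%.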

We sequenced 4386 metaphyseal cells, which were clustered and identified as ECs, BMSCs and OBs according to gene expression (Fig. 4b–d). Next, we merged this dataset and the *Pdgfra-GFP* scRNA-seq results (see ‘Methods’) before SC, mpMSC, OB and EC populations were extracted from the merged dataset for further analysis (Fig. 4e and Supplementary Fig. 8a–c). 

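The metaphyseal libraries and the re-clustered *Pdgfra-GFP* cells were joined with the same anchors, clustered with 25 principal components at a resolution of 0.4 and, after SC, mpMSC, OB and EC classes had been kept, with 15 principal components. At the resolutions 0.3, 0.4 and 0.5 there were 0 SC-like cells in each library, and at 0.6 there were 16 in metaphyseal replicate 1, 13 in replicate 2 and 175 in the *Pdgfra-GFP* library. Their sums held 148384, 111820 and 1228764 UMIs. Each part of a merged cluster that came from 1 library needed at least 10 cells. It kept the name of the merged cluster if its own highest marker list was of the same class, and otherwise stayed unnamed. The classes were stromal or osteoblastic, endothelial, and other. This rule was chosen after cluster names and cell numbers were seen and before any gene was tested. The SC-like parts raised 5, 6 and 6 of the 6 SC markers, though in both metaphyseal parts the mpMSC markers as a list scored highest. The SC-like name of these 2 parts therefore came from the merged cluster. mpMSC-like cells numbered 106, 80 and 1456, and OB-like cells 180, 155 and 1575.

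Cells are not replicates, so raw UMIs were summed per library and population. The sums were normalized by TMM and tested over 11720 genes with edgeR's quasi-likelihood model, with the library as a block. SC-like, mpMSC-like and OB-like cells had sums in 3 libraries and EC-like cells in the 2 metaphyseal libraries. The EC-like level of a library is the mean over its EC-like sums. Standard errors were taken as the log2 fold change over the square root of its F statistic. SC-like cells differed from mpMSC-like cells in 1314 genes, 663 higher and 651 lower, and 2671 genes had an unadjusted p under 0.05. The number was 436 when the *Pdgfra-GFP* library was left out. It was lowest, at 271, when merged clusters were named over all libraries together, an alternative chosen after the data were seen. On sums simulated for this comparison with 200 genes changed 4-fold, the test found 99% of them and called 20 of the unchanged genes (0.178%), out of 11459 genes.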

Cluster-specific expression of marker genes identified 3 distinct EC sub-clusters, namely arterial ECs (aECs), metaphyseal ECs (mpECs) resembling the previously published CD31^high^ EMCN^high^ (type H) endothelial subpopulation^16^, and bone marrow ECs (bmECs) of the sinusoidal vasculature in the BM cavity in addition to *Fabp5*+ SCs, mpMSCs and OBs (Supplementary Fig. 8d, e). 

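EC-like cells of the merged data came from the metaphyseal libraries. Arterial (aEC-like) cells with raised *Gja4*, *Gja5* and *Sema3g* numbered 102 in replicate 1 and 76 in replicate 2, sinusoidal bmEC-like cells with *Stab2* and *Mrc1* numbered 310 and 242, and metaphyseal mpEC-like cells with *Aplnr* and *Ramp3* numbered 312 and 264. Another 288 and 224 EC-like cells carried the general endothelial markers without the markers of 1 of the 3 subtypes. Proliferating BMSC-like cells numbered 16, 19 and 76 in the 3 libraries. In the *Pdgfra-GFP* library 114 cells stayed unnamed, and parts of fewer than 10 cells held 8, 15 and 12 cells.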

Confirming our previous results, the matrix metalloproteinases *Mmp9*, *Mmp13*, *Mmp14*, and *Mmp11* are highly expressed by *Fabp5*+ SCs relative to other populations (Fig. 4f). 

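Over the merged libraries, *Mmp9* reached 7824 ± 4128 CPM (SD, n = 3 libraries) in SC-like cells, 140 ± 17.1 CPM (SD, n = 3) in mpMSC-like cells, 16.0 ± 14.9 CPM (SD, n = 3) in OB-like cells and 1.02 ± 0.424 CPM (SD, n = 2) in EC-like cells. It was higher in SC-like than in mpMSC-like cells in 3 of 3 libraries, 25.4, 56.6 and 92.1 times, with a log2 fold change of 5.73 (standard error 0.28, adjusted p = 3.56e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against EC-like cells the log2 fold change was 12.43 and against OB-like cells 8.78. *Mmp13* had 8494 ± 1713 CPM (SD, n = 3) in SC-like, 3505 ± 652 CPM in mpMSC-like, 184 ± 66.0 CPM in OB-like and 40.2 ± 31.1 CPM (SD, n = 2) in EC-like cells. Its log2 fold change against mpMSC-like cells was 1.29 (standard error 0.28, adjusted p = 0.00190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 libraries. The call of *Mmp13* was lost without integration, with DESeq2's Wald test, without the library block and with merged clusters named over all libraries together, and the highest adjusted p over its 15 alternatives was 0.848, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment under the last of these. Without integration the populations changed too, and mpMSC-like cells had sums in 2 libraries only. *Mmp14* had 1754 ± 314 CPM (SD, n = 3) in SC-like and 533 ± 33.8, 253 ± 28.6 and 224 ± 1.45 CPM in mpMSC-like, OB-like and EC-like cells, and *Mmp11* had 109 ± 37.4 CPM (SD, n = 3) against 40.7 ± 7.83, 3.64 ± 0.892 and 3.27 ± 1.42 CPM. Against mpMSC-like cells their log2 fold changes were 1.72 (standard error 0.12) and 1.84 (standard error 0.21), with adjusted p-values of 3.92e-11 and 2.52e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each higher in 3 of 3 libraries. Without the *Pdgfra-GFP* library, the log2 fold change of *Mmp11* was 1.00 and its adjusted p 0.186 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at most 0.768 over its 15 alternatives. The lowest log2 fold change of *Mmp9* over mpMSC-like cells was 4.32, with doublets removed, where the merged resolution was 1.4 in place of 0.6. With merged clusters named over all libraries together it was 5.44 with an adjusted p of 0.242 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest of its 15 alternatives, and *Mmp14* over mpMSC-like and *Mmp11* over EC-like cells also lost their calls. Under that naming EC-like cells had sums in 3 libraries, against 2 in the main fit, so the populations in the shared fit changed too. The cause of the lost calls was not tested.

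**Figure D2:**
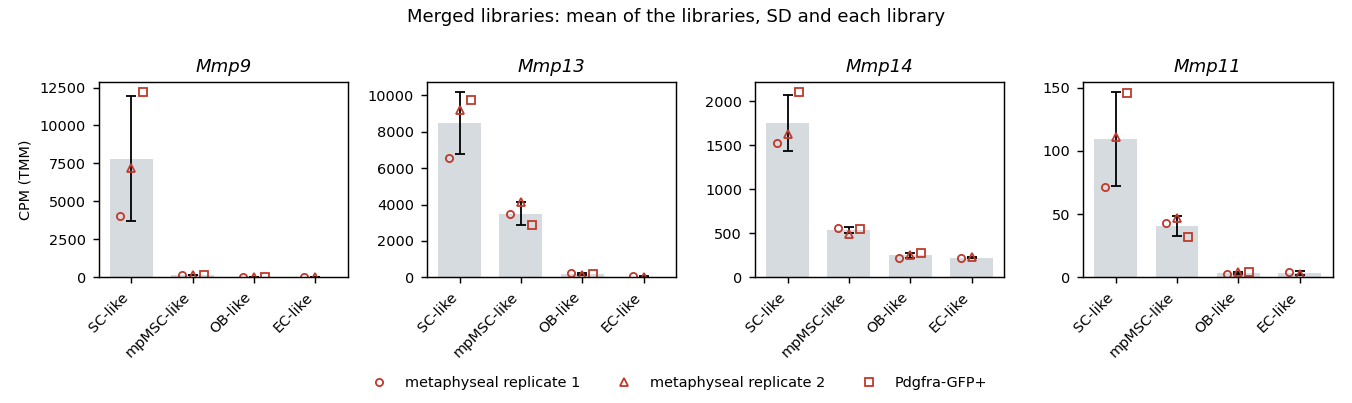
CPM after TMM normalization (y axis, from 0) of *Mmp9*, *Mmp13*, *Mmp14* and *Mmp11* in SC-like, mpMSC-like, OB-like and EC-like cells. Bars are the mean of the libraries, error bars the SD, and open symbols each library. For *Mmp9* the SC-like libraries lie at 4049, 7193 and 12232 CPM, above every library of the other populations.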

We also observed that the Notch pathway genes Hairy/enhancer-of-split related with YRPW motif protein 1 (*Hey1*) and *Hey-like* (*Heyl*) are highly expressed by SCs (Fig. 4g). 

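*Hey1* (ENSMUSG00000040289) lies on chromosome 3 of GRCm38 from 8663359 to 8667256 on the minus strand, and *Heyl* (ENSMUSG00000032744) on chromosome 4 from 123233556 to 123249875 on the plus strand. *Heyl* had 137 ± 69.6 CPM (SD, n = 3 libraries) in SC-like, 64.8 ± 12.1 CPM (SD, n = 3) in mpMSC-like, 3.73 ± 1.69 CPM (SD, n = 3) in OB-like and 0.579 ± 0.588 CPM (SD, n = 2) in EC-like cells. Its log2 fold change in SC-like against mpMSC-like cells was 1.23 (standard error 0.17, adjusted p = 5.04e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SC-like cells had 2.47 times the *Heyl* CPM of mpMSC-like cells in metaphyseal replicate 1 (Poisson interval 1.49 to 3.96) and 2.55 times in the *Pdgfra-GFP* library (2.20 to 2.95). In replicate 2 the ratio was 1.12 (0.482 to 2.33, 9 and 45 UMIs), so no difference was detectable there. When the *Pdgfra-GFP* library was left out, this fold change was 0.90 and its adjusted p 0.202 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at most 0.921 over the 15 alternatives. *Hey1* had 127 ± 35.8 CPM (SD, n = 3) in SC-like and 125 ± 77.6 CPM (SD, n = 3) in mpMSC-like cells, a difference smaller than the spread between libraries (log2 fold change -0.18, standard error 0.17, adjusted p = 0.629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries went opposite ways: SC-like cells had 1.50 times the *Hey1* CPM of mpMSC-like cells in metaphyseal replicate 1 (Poisson interval 0.898 to 2.40, 22 and 97 UMIs), 1.22 times in replicate 2 (0.612 to 2.24, 13 and 60 UMIs) and 0.752 times in the *Pdgfra-GFP* library (0.647 to 0.870, 200 and 1986 UMIs). Before TMM normalization the ratios were 1.57, 1.49 and 0.776. Both metaphyseal ratios were above 1 in 3 of the 5 clusterings with both populations in all libraries. The log2 fold change was 0.47 without the *Pdgfra-GFP* library and lowest, at -0.53, with thinned sums, and the lowest adjusted p over its 15 alternatives was 0.0570 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with doublets removed (-0.45). *Hey1* had 11.9 ± 7.15 CPM (SD, n = 3) in OB-like and 34.1 ± 2.25 CPM (SD, n = 2) in EC-like cells. Against OB-like cells the log2 fold change was 3.22 for *Hey1* and 5.23 for *Heyl*, and against EC-like cells 3.28 and 8.59, with adjusted p-values up to 5.82e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With merged clusters named over all libraries together, *Heyl* over EC-like cells had a log2 fold change of 3.71 and an adjusted p of 0.0547 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest of its 13 alternatives. Within EC-like cells *Hey1* was at 125 ± 9.58 CPM (SD, n = 2) in aEC-like cells, 7.71 ± 0.874 CPM in mpEC-like and 1.63 ± 0.558 CPM in bmEC-like cells. Against mpMSC-like cells 1 of the 2 genes passed over all genes tested, and 1 when adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries.

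**Figure D3:**
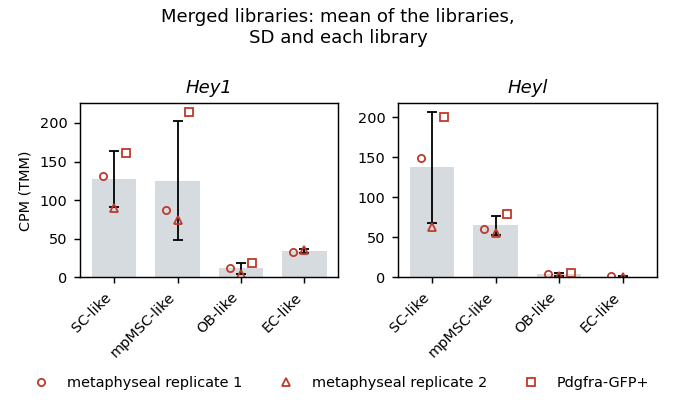
CPM after TMM normalization (y axis, from 0) of *Hey1* and *Heyl* in the merged libraries. Bars are the mean of the libraries, error bars the SD, and open symbols each library. *Hey1* in mpMSC-like cells spreads from 74.1 CPM in metaphyseal replicate 2 to 215 CPM in the *Pdgfra-GFP* library.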

Transcripts for the Notch ligands *Dll1, Dll4, Jag1, Jag2* are predominantly expressed in ECs, while *Jag1* is also found in mpMSCs (Fig. 4h). 

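Among the ligands, *Dll4* (chromosome 2 of GRCm38, 119325784 to 119335962, plus strand) had 85.8 ± 2.61 CPM (SD, n = 2 libraries) in EC-like, 4.29 ± 3.75 CPM (SD, n = 3) in SC-like and 0.636 ± 1.01 CPM (SD, n = 3) in mpMSC-like cells. In UMIs summed over libraries, before TMM normalization, there were 856 in EC-like cells, 2 in SC-like cells (a CPM ratio of 56.8, Poisson interval 15.7 to 470) and 3 in mpMSC-like cells (a ratio of 287, 97.8 to 1393). The few *Dll4* UMIs of SC-like and mpMSC-like cells came mostly from the metaphyseal libraries. Most of the total UMIs by which they were divided came from the *Pdgfra-GFP* library, which held no EC-like sum. These ratios therefore lean on that library. In metaphyseal replicates 1 and 2, *Dll4* was at 87.7 and 84.0 CPM in EC-like cells after TMM normalization. It was at 5.95 and 6.93 CPM in SC-like cells there (1 UMI each), a narrower gap, and at 1.80 and 0 CPM in mpMSC-like cells. *Dll1* (chromosome 17, 15367354 to 15376872) had 42.8 ± 0.695 CPM (SD, n = 2) in EC-like, 7.68 ± 5.52 CPM (SD, n = 3) in SC-like and 2.37 ± 0.387 CPM in mpMSC-like cells. *Jag2* (chromosome 12, 112907819 to 112929776) had 49.7 ± 4.16 CPM (SD, n = 2) in EC-like cells and 0 UMIs in SC-like and mpMSC-like cells, at least 18.2-fold and at least 138-fold lower at the limit of 3 UMIs, by the sums over libraries. These limits also lean on the *Pdgfra-GFP* library. They are weaker in the metaphyseal libraries alone, where the SC-like sums held 148384 and 111820 UMIs and the mpMSC-like sums 1026167 and 766854. The log2 fold changes of EC-like over the mean of SC-like and mpMSC-like cells were 4.93 (standard error 0.37) for *Dll4* and 3.23 (standard error 0.39) for *Dll1*, with adjusted p-values of 5.36e-12 and 7.08e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Jag2* also passed, with an adjusted p of 4.05e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For these 3 ligands each EC-like library lay above every SC-like and mpMSC-like library.

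*Jag1* (chromosome 2, 137081456 to 137116644, minus strand) had 50.5 ± 11.5 CPM (SD, n = 2) in EC-like, 43.6 ± 29.2 CPM (SD, n = 3) in SC-like, 30.2 ± 6.31 CPM (SD, n = 3) in mpMSC-like and 7.27 ± 2.45 CPM (SD, n = 3) in OB-like cells. Its log2 fold change for EC-like against the mean of SC-like and mpMSC-like cells was 0.18 (standard error 0.23, adjusted p = 0.556 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference within the spread between libraries. Against mpMSC-like cells alone it was 0.32 (standard error 0.21, adjusted p = 0.211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although both EC-like libraries lay above every mpMSC-like library. The UMIs summed over libraries gave a CPM ratio of 1.76 for this pair before TMM normalization (Poisson interval 1.52 to 2.04). Most mpMSC-like UMIs in this sum also came from the *Pdgfra-GFP* library. The comparison with the mean of both populations passed with the genes discussed by the paper among the variable genes (0.53, adjusted p = 0.0486) and without integration (0.63, adjusted p = 0.0358, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with adjusted p-values from 0.0358 to 1 over the 14 alternatives. Without the *Pdgfra-GFP* library it was -0.0020. Of the EC-like subpopulations, aEC-like cells held the most *Dll4* (185 ± 3.56 CPM), *Jag1* (101.2 ± 33.1 CPM) and *Jag2* (147 ± 11.5 CPM), and mpEC-like cells the most *Dll1* (72.8 ± 9.61 CPM, all SD, n = 2). In all, 3 of the 4 ligands passed over all genes tested and 3 adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries.

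**Figure D4:**
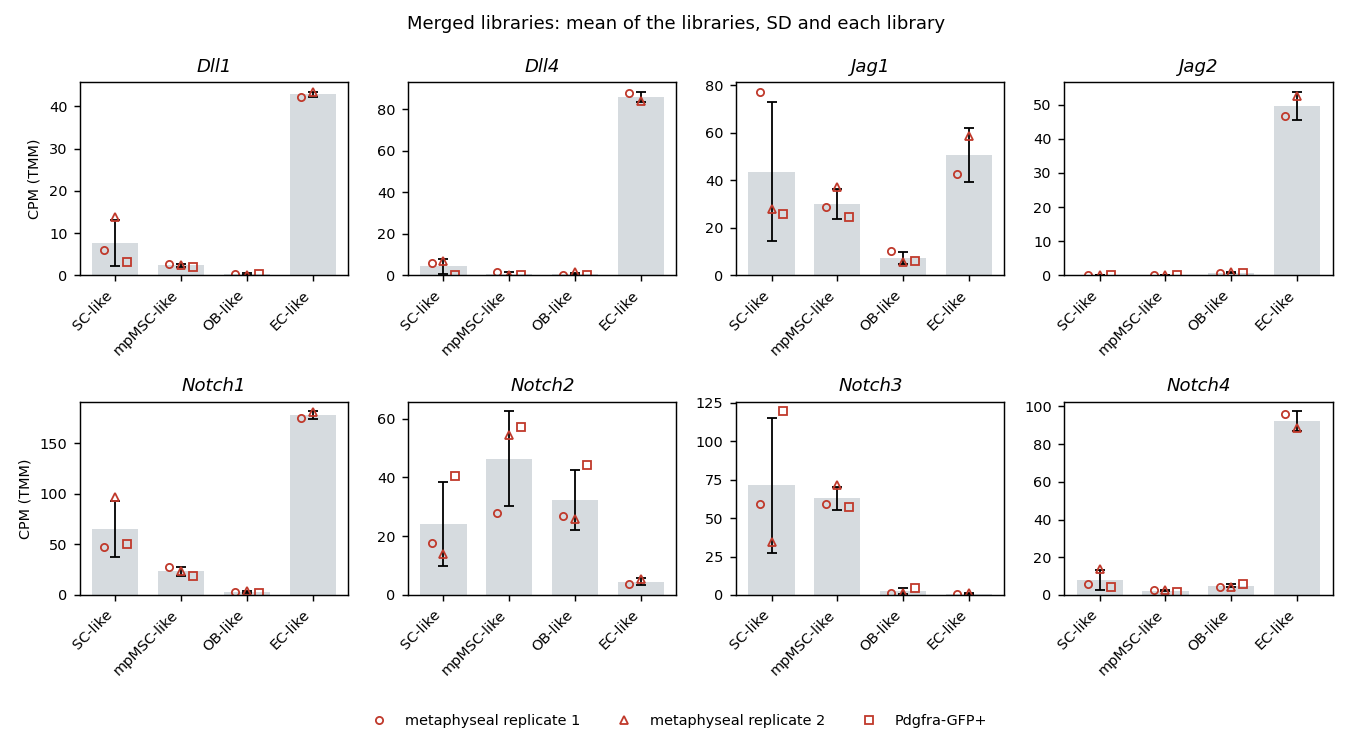
CPM after TMM normalization (y axes, from 0) of 4 Notch ligands in the upper panels and 4 Notch receptors in the lower panels, by population. Bars are the mean of the libraries, error bars the SD, and open symbols each library. *Jag1* reaches 77.3 CPM in SC-like cells of metaphyseal replicate 1, above both EC-like libraries (42.4 and 58.7 CPM).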

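The receptor gene *Notch4* (chromosome 17 of GRCm38, 34564268 to 34588503) had 92.4 ± 5.15 CPM (SD, n = 2 libraries) in EC-like, 7.95 ± 5.21 CPM (SD, n = 3) in SC-like and 2.34 ± 0.447 CPM (SD, n = 3) in mpMSC-like cells. *Notch1* (chromosome 2, 26457903 to 26516663) had 178 ± 4.10 CPM (SD, n = 2) in EC-like, 65.1 ± 27.7 CPM (SD, n = 3) in SC-like and 23.5 ± 4.33 CPM (SD, n = 3) in mpMSC-like cells. EC-like cells lay above the mean of SC-like and mpMSC-like cells by log2 fold changes of 4.72 (standard error 0.26) and 2.00 (standard error 0.15), with adjusted p-values of 5.36e-15 and 2.11e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Notch3* (chromosome 17, 32120820 to 32166852) had 71.2 ± 43.6 CPM (SD, n = 3) in SC-like and 62.8 ± 7.66 CPM (SD, n = 3) in mpMSC-like cells, 0.928 ± 0.443 CPM (SD, n = 2) in EC-like cells and 2.39 CPM on average in OB-like cells. *Notch2* (chromosome 3, 98013527 to 98150361) had 24.0 ± 14.3 CPM (SD, n = 3) in SC-like, 46.4 ± 16.1 CPM (SD, n = 3) in mpMSC-like and 4.50 ± 1.12 CPM (SD, n = 2) in EC-like cells. For EC-like cells the log2 fold change of *Notch3* was -6.52 (standard error 0.43) and that of *Notch2* -2.99 (standard error 0.26), with adjusted p-values of 2.63e-13 and 1.13e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These 4 directions held in all 14 alternatives. In EC-like cells 11 UMIs of *Notch3* were counted in all, and in SC-like cells 163.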

Consistent with the important role of Notch signalling in the vasculature^26,27^, transcripts for the receptors *Notch1* and *Notch4* are abundant in ECs, whereas *Notch3* but also *Notch1* and *Notch2* are expressed by SCs (Fig. 4h). Furthermore, staining of bone sections shows that expression of the *Hey1-GFP* Notch reporter strongly labels SCs in addition to mpMSCs (Fig. 4i and Supplementary Fig. 8f). *Hey1-GFP*+ FABP5+ SCs are located close to endothelial buds, the most distal protrusions of growing CD31^high^ EMCN^high^ vessels in direct proximity of the growth plate, and bud ECs show substantial Dll4 immunostaining (Fig. 4j and Supplementary Fig. 8f). Further arguing for a role of Notch signalling, stimulation of FACS-isolated *Hey1-GFP*+ metaphyseal cells (Supplementary Fig. 8g) with immobilized recombinant Dll4 protein in vitro leads to significant increases in Notch target gene expression but also *Fabp5* and *Mmp9* transcripts (Fig. 4k). In vivo, both Dll4+ bud ECs and *Hey1-GFP*+ SCs are reduced in adult mice and disappear during ageing (Supplementary Fig. 9a). Our previous work has shown that inactivation of *Dll4* in EC impairs both bone angiogenesis and osteogenesis^28^ (Fig. 5a and Supplementary Fig. 9b). Indicating direct crosstalk between Dll4+ ECs and *Hey1-GFP*+ SCs, GFP reporter signal is lost and FABP5+ cells are strongly reduced in EC-specific *Dll4* mutants (*Dll4*^iΔEC^) relative to Cre-negative littermate controls (Fig. 5b–d and Supplementary Fig. 9c). The reduction in FABP5+ SC number is accompanied by significantly reduced MMP9 expression in *Dll4*^iΔEC^ mutants, whereas hypertrophic chondrocytes and unresorbed chondrocyte fragments in the metaphysis are increased (Fig. 5e, f and Supplementary Fig. 9d). In contrast, CD68+ osteoclasts are not lost in *Dll4*^iΔEC^ mutant bone samples (Supplementary Fig. 9e). These findings indicate that septoclasts are controlled by Dll4-expressing ECs through Notch signalling (Fig. 5g).

**Fig. 4:**
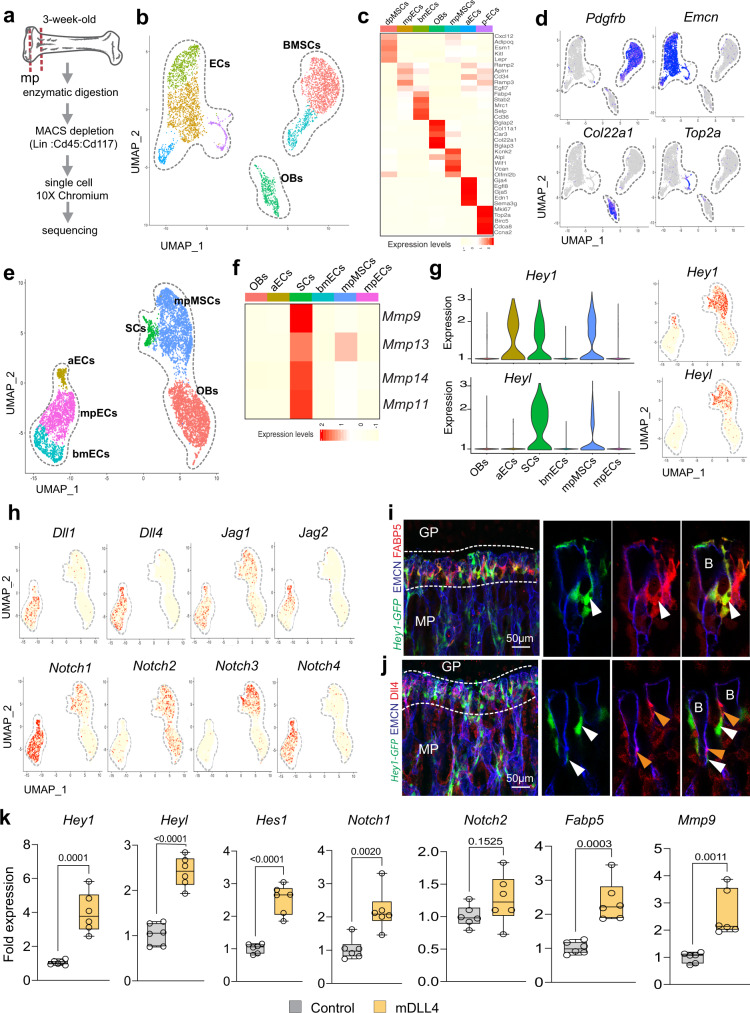
Identification of Notch as mediator of EC–SC interactions. **a** Preparation of non-haematopoietic bone stromal cells for scRNA-seq analysis. **b**–**d** UMAP plot showing colour-coded cell clusters in bone stromal cells (**b**). Top 5 marker genes shown in heatmap (**c**). Feature blots of cell type-specific markers: *Emcn*—Endothelial cells (ECs); *Col22a1*—osteoblastic cells (OBs); *Pdgfrb*—bone mesenchymal stromal cells (BMSCs); *Top2a*—proliferating cells (**d**). **e**, **f** Visualization of subclusters in merged scRNA-seq data from *Pdgfra-GFP*+ cells and non-haematopoietic stromal cells. Indicated are arterial (aECs), metaphyseal (mpECs) and bone marrow (bmECs) ECs in addition to SCs, OBs and metaphyseal MSCs (mpMSCs) (**e**). Heatmaps of *Mmp9*, *Mmp13*, *Mmp14*, and *Mmp11* expression in SCs relative to other cell populations (**f**). **g**, **h** Violin and UMAP plots showing high expression of Notch target genes *Hey1* and *Heyl* in SCs and lower levels in mpMSCs (**g**). Expression of Notch ligand transcripts and *Notch1* and *Notch4* by ECs. Multiple Notch receptor transcripts are also found in SCs and mpMSCs (**h**). **i**, **j** Confocal image showing *Hey1-GFP* (green) in FABP5+ (red) SCs (white arrowheads) near vessel buds (B) but also in mpMSCs in 3-week-old femur (**i**). DLL4 (red) marks bud ECs (orange arrowheads) next to *Hey1-GFP*+ perivascular SCs (white arrowheads) (**j**). Independent animals, **i**, **j** (*n* = 4). **k** RT-qPCR analysis shows that Notch target genes *Hey1*, *Heyl*, *Hes* and expression of *Fabp5* and *Mmp9* are significantly increased ex vivo by stimulation of SCs with immobilized recombinant mouse DLL4 (*n* = 6 control and mDll4 treated samples in three independent experiments. Data are presented as mean values ± SEM. Statistical analysis was performed using Mann–Whitney test (two-tailed). Source data are provided in a Source data file.

**Fig. 5:**
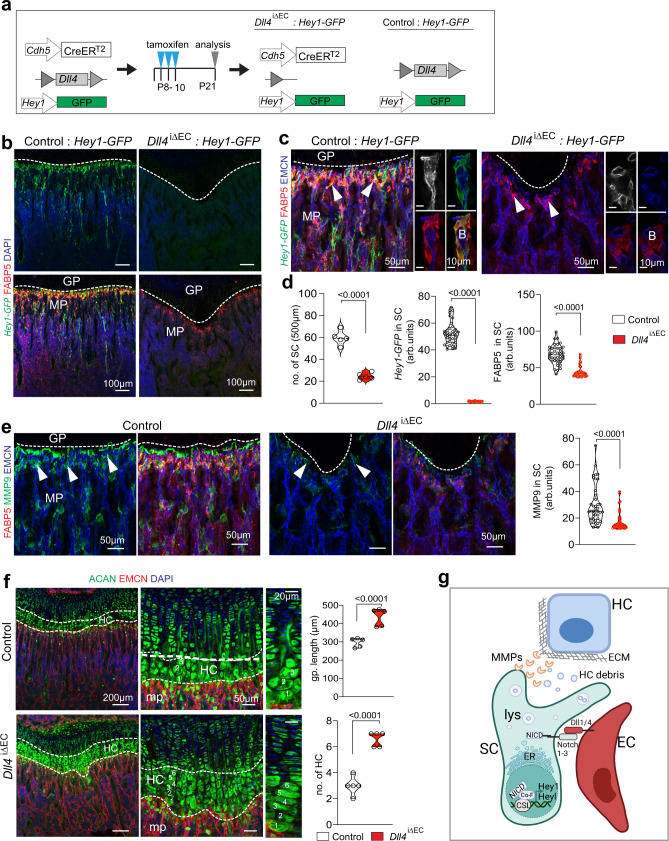
Endothelial Notch ligand Dll4 controls SC functions. **a** Experimental scheme showing tamoxifen-inducible *Dll4* inactivation in ECs with *Cdh5-CreERT2* transgenic mice in the *Hey1-GFP* reporter background. **b** Representative confocal images showing strongly reduced *Hey1-GFP* expression after *Dll4* inactivation in ECs (*Dll4*^iΔEC^) compared to *CreERT2*-negative control. Growth plate (GP, dashed line), metaphysis (MP) and distal vessel buds (B) are indicated. SCs, FABP5 (red); nuclei, DAPI (blue). Independent animals, **a**, **b** (*n* = 5). **c**, **d** Septoclast number and *expression of Hey1-GFP* and FABP5 (red) are reduced in *Dll4* ^iΔEC^ mutant bone metaphysis compared to control (arrowheads) (**c**). Quantification of data (arbitrary units) (**d**). (no. of SC *n* = 5 control and mutant bones; expression in SCs *n* = 4 bones × 10 cells; data are presented as mean values ± SEM. Statistical analysis performed using Mann–Whitney test (two-tailed). **e** Confocal images showing reduction of total and SC-associated (green, arrowheads) MMP9 immunostaining in *Dll4*^iΔEC^ mutants relative to control. Graph shows quantification of MMP9 expression in SCs (arbitrary units) *n* = 4 bones × 10 SCs; data are presented as mean values ± SEM. Statistical analysis performed by Mann–Whitney test (two-tailed). **f** Confocal images showing accumulation of hypertrophic chondrocytes (HC) in *Dll4*^iΔEC^ growth plate (GP). EMCN, ECs (red); DAPI, nuclei (blue). GP length and HC number are increased in mutants (*n* = 5 control and mutant bone; data are presented as mean values ± SEM, Statistical analysis performed using Mann–Whitney test (Two-tailed). **g** Proposed model of Dll4-controlled interactions between bud ECs and SCs in the regulation of MMP9 expression and resorption of hypertrophic chondrocytes. d-f, source data are provided in a Source data file.

### Septoclasts in fracture healing

The repair of fractured long bone is a multistep procedure involving haematoma formation, angiogenesis, formation of a chondrocyte and matrix-rich soft callus, and its gradual conversion into new bone^2,29^. scRNA-seq analysis of non-haematopoietic stromal cells during the bone repair phase at post-fracture day 14 (PFD14) and age-matched, unfractured controls resulted in data for 45,321 cells (Fig. 6a and Supplementary Fig. 10a). Cluster-specific marker genes were used to characterize different cell types and establish a map defining stromal heterogeneity and the changes during fracture repair (Fig. 6b–e and Supplementary Fig. 10b, c). Chondrocytes and fibroblasts are strongly increased in fractured bone, while dpMSCs are decreased relative to other populations at PFD14. The latter might reflect that part of the marrow in the fractured femur is blocked by the insertion of a stabilizing pin. EC number is comparable in PFD14 bone and control samples, whereas the number of proliferating cells is substantially increased in fracture bone stromal cells (Fig. 6d, e and Supplementary Fig. 10d, e). Consistent with the decline of SCs in adult and ageing mice, *Fabp5*+ *Mmp9*+ cells were scarce in the control mpMSC cluster but increased during fracture repair (Fig. 6f, g). This was confirmed by subclustering analysis of mpMSCs, which also showed upregulation of *Fabp5* and *Mmp9* expression in SCs of PFD14 samples (Fig. 6h, i and Supplementary Fig. 10f). *Mmp13* expression is strongly increased and expands to different cell populations in fractured bone relative to control (Supplementary Fig. 10g). Trajectory analysis of cells in the PFD14 scRNA-seq data is consistent with the conversion of dpMSCs into mpMSCs, which, in turn, give rise to osteoblast lineage cells, fibroblasts, chondrocytes, and SCs (Fig. 7a, b and Supplementary Fig. 10h).

**Fig. 6:**
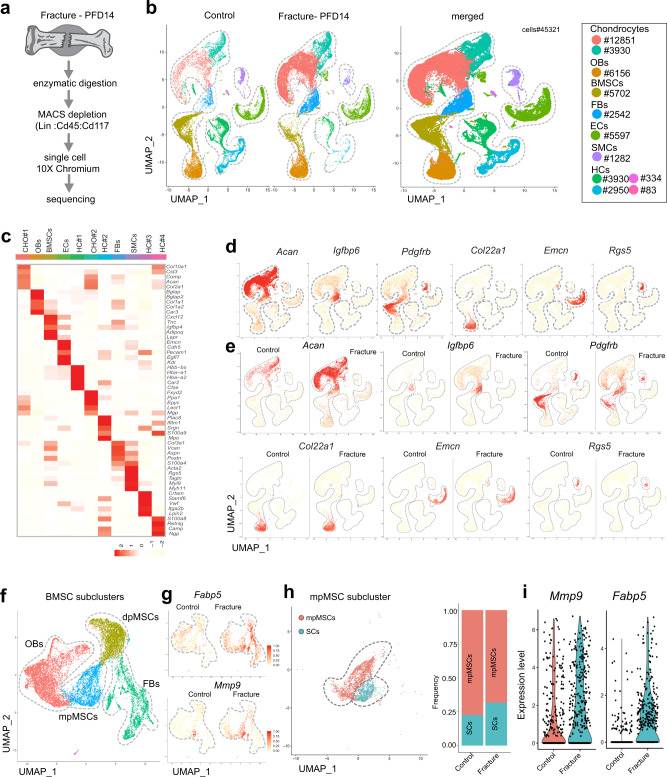
Single cell RNA-sequencing analysis of healing bone fractures. **a** Preparation of non-haematopoietic stromal cells from PFD14 and control bone for scRNA-seq analysis. **b** UMAP plots showing colour-coded cell clusters from control and PFD14 bone. Cell types and numbers per cluster are displayed on the right. **c**–**e** Heatmap showing the top 5 marker genes for each cluster (**c**). Feature blots showing markers for non-haematopoietic bone cells: *Acan*—chondrocytes (CHO); *Igfbp6*—fibroblasts (FB); *Pdgfrb*—bone mesenchymal stromal cells (BMSCs); *Col22a1*—osteoblast lineage cells (OBs); *Emcn*—ECs; *Rgs5*—Smooth muscle cells (SMCs) (**d**). Comparison of marker gene expression in PFD14 and control samples (**e**). Haematopoietic cells (HCs-1,2,3,4). **f**, **g** UMAP plots showing colour-coded BMSC subclusters from control and PFD14 bone (**f**). *Fabp5* and *Mmp9* expressing cells are increased in PFD14 samples (**g**). **h**, **i** UMAP plot showing mpMSCs and SCs in the control and PFD14 mpMSC subcluster (**h**). Fracture-derived SCs show higher expression of *Mmp9* and *Fabp5* (**i**).

**Fig. 7:**
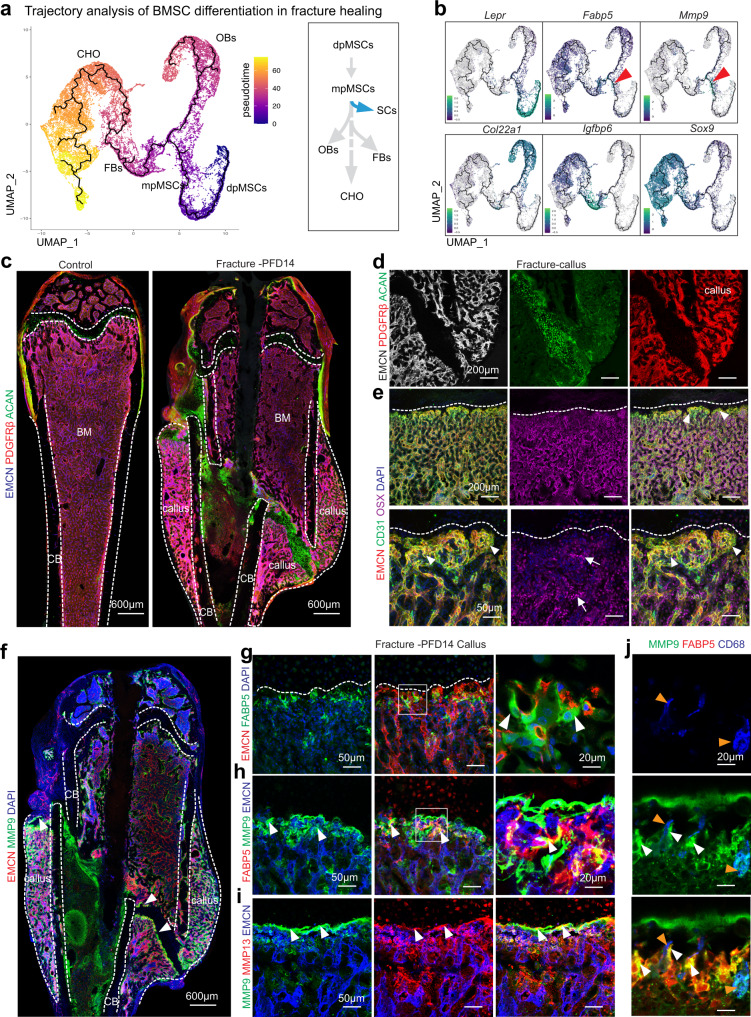
Septoclasts in fracture healing. **a**, **b**. Monocle trajectory analysis of BMSC lineage cell differentiation path during fracture repair (**a**). Expression of marker genes is displayed in trajectory. Red arrowhead indicates *Mmp9*+ and *Fabp5*+ cells in proximity of mpMSC cluster (**b**). **c**–**e** Tile scan confocal images of PFD14 and age-matched control femur showing ECs (EMCN, blue), BMSCs (PDGFRβ, red) and chondrocytes (ACAN, green) (**c**). High magnification images showing avascular regions of callus containing ACAN+ chondrocytes and PDGFRβ+ BMSCs associated with vessels (**d**). Low and high magnification images showing CD31^hi^ (green) and EMCN^hi^ (red) vessels and endothelial buds (arrowheads) in proximity of callus chondrocytes. OSX+ (purple) cells (arrows) are abundant around vessels (**e**). **f**–**j** Tile scan confocal image of PFD14 femur showing MMP9 (green) at the vessel front in the callus (arrowheads) and, at lower level, in the metaphysis near growth plate. Dashed lines mark cortical bone (CB), bone marrow (BM), callus area, and growth plate (**f**). Representative confocal image of PFD14 callus with FABP5+ (green) SCs associated with distal EMCN+ (red) vessels (arrowheads) (**g**). High magnifications images show MMP9 and MMP13 immunosignals in the region containing SCs (arrowheads) (**h**, **i**). Weaker MMP9 signals relative to SCs (white arrowheads) mark CD68+ (blue) OCs (orange arrowheads) in the PFD14 callus (**j**). **c**–**i** (control = 5 and fracture = 4) independent biological samples.

Consistent with the scRNA-seq data, immunostaining of PFD14 bone confirms extensive accumulation of chondrocytes and PDGFRβ+ mesenchymal cells in the callus together with active blood vessel growth (Fig. 7c, d and Supplementary Fig. 11a). Common features shared by PFD14 samples and growing, 3-week-old femoral metaphysis include the bud-shaped morphology of CD31^high^ EMCN^high^ vessels invading the avascular, chondrocyte-rich regions of the callus, the association of distal vessels with PDGFRβ+ mesenchymal cells, and the abundance of Osterix+ osteoblast lineage cells around the growing vasculature (Fig. 7e and Supplementary Fig. 11b–d). Consistent with the increases seen in the scRNA-seq results, SCs are abundant in healing bone fractures and are associated with vessel buds in proximity of callus chondrocytes (Fig. 7f–h). The same region also shows high expression of MMP9 and MMP13 in fracture repair bone sections (Fig. 7h, i and Supplementary Fig. 11e). While CD68+ osteoclasts are seen in proximity of SCs and chondrocytes, these cells are found throughout the newly formed bone, are not concentrated at the chondro-vascular interface, and show comparably weaker MMP9 immunostaining (Fig. 7j). In addition, expression of the transcription factor Runx2 and the angiogenic growth factor VEGF-A are strongly increased in BMSCs and chondrocytes of the callus (Supplementary Fig. 11f, g). These data support that regenerating bone recapitulates major features of developmental osteogenesis including the re-emergence of FABP5+ SCs as well as budding angiogenesis and high abundance of vessel-associated Osterix+ cells.

## Discussion

Fractures typically result from trauma or bone-weakening diseases such as osteoporosis, which affects more than 10% of the population above the age of 50 years in the USA and Europe^30,31^. The degradation of cartilage in the fracture callus is essential for ossification, but the nature of cartilage-resorbing cells during regeneration as well as developmental osteogenesis has been a long-standing and controversial question. Based on the data presented above, we propose that cartilage resorption is mediated by mononuclear septoclasts, which express FABP5^11^ but also, as we show, multiple secreted proteases and genes controlling extracellular matrix organization. Unlike osteoclasts, SCs are not associated with calcified bone and show no expression of vATPase, which is critical for local pH changes allowing the dissolution of calcium phosphate. This argues that septoclasts are unlikely to mediate the resorption of calcified bone. Furthermore, multiple lines of evidence, including scRNA-seq data, immunostaining for the receptor tyrosine kinases PDGFRα and PDGFRβ but also genetic lineage tracing, indicate that SCs are derived from BMSCs, whereas osteoclasts are polyploid cells emerging from the haematopoietic lineage. 

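The scRNA-seq part of this evidence can be read from the SC-like cells of the merged libraries, here in CPM before TMM normalization. *Pdgfrb* (chromosome 18 of GRCm38, 61045150 to 61085061) had 539, 546 and 581 CPM in SC-like cells of metaphyseal replicate 1, replicate 2 and the *Pdgfra-GFP* library (80, 61 and 714 UMIs), and 311, 295 and 228 CPM in mpMSC-like cells. *Cspg4*, which encodes NG2, had 148, 98.4 and 106 CPM in SC-like and 25.3, 26.1 and 17.8 CPM in mpMSC-like cells. *Pdgfra* (chromosome 5, 75152292 to 75198215) was lower, at 20.2, 35.8 and 19.5 CPM from 3, 4 and 24 UMIs. Of the haematopoietic gene *Ptprc*, 0 UMIs were counted in SC-like cells of each library, which allows up to 24.9, 33.0 and 3.00 CPM (upper Poisson limits), and of *Cd68* 0, 0 and 1 UMIs. The osteoclast gene *Acp5* had 0, 0 and 12 UMIs and *Atp6v0d2*, which encodes a vATPase subunit, 1, 0 and 3 UMIs. Selection could set these low counts in advance. The metaphyseal cells had been depleted of haematopoietic cells, with CD45 among the targets, and the other library was sorted for GFP. Clusters led by haematopoietic or osteoclast markers were also left out before SC-like cells were named. *Ctsk* had 209, 197 and 252 CPM in SC-like cells, close to mpMSC-like cells (203, 168 and 213 CPM) and OB-like cells (213, 191 and 215 CPM). At least 1 UMI was present in 93.6% of the 204 SC-like cells for *Pdgfrb*, 12.7% for *Pdgfra*, 43.1% for *Cspg4*, 77.5% for *Ctsk*, 5.39% for *Acp5*, 1.96% for *Atp6v0d2* and 0% for *Ptprc*. Thinning, which left out 8 of these cells, gave 65.8%, 4.08%, 20.4%, 35.7%, 2.04%, 0.510% and 0% (upper limit 1.86%). In erythroid-like cells of the *Pdgfra-GFP* library, with a median of 8124.5 UMIs, the background share was 25.0% for *Pdgfrb*, 8.33% for *Pdgfra*, 2.78% for *Cspg4*, 18.1% for *Ctsk*, 56.9% for *Acp5* and 0% for *Atp6v0d2* and *Ptprc*. After thinning it was 15.5%, 2.82%, 1.41%, 0%, 31.0%, 0% and 0%. For *Acp5* these cells give no background, since they held 253 CPM of it against 8.39 CPM in SC-like and 6.53 CPM in dpMSC-like cells of the re-clustered library. The share of *Pdgfra* after thinning (interval 1.78 to 7.88%) was not separate from the background. This share does not show that *Pdgfra* was absent. In the re-clustered *Pdgfra-GFP* library, the transcript of the H2B-GFP reporter of *Pdgfra* was at 603 CPM in SC-like cells. It was at 190 CPM in mpMSC-like and 26.1 CPM in erythroid-like cells of that library. In 17 cells of the *Pdgfra-GFP* library with osteoclast markers, *Acp5* was at 19150 CPM and *Atp6v0d2* at 1171 CPM.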

Signalling by PDGFRβ in response to secreted platelet-derived growth factor B (PDGF-B) triggers the activation of skeletal stem and progenitor cells for bone regeneration^32^, which raises the interesting possibility that the formation of bone-forming cells and septoclasts are coupled during callus remodelling. Consistent with our findings, it was previously reported that septoclasts express PDGFRβ and NG2 in the developing murine tibia^14^. The same study has also proposed that septoclasts emerge from pericytes. However, scRNA-seq studies have so far failed to identify a distinct pericyte population in developing and adult bone^33–35^, whereas the sum of our findings, including genetic fate tracking experiments, supports that septoclasts have a non-hematopoietic origin and are derived from mpMSCs. This conclusion is also consistent with our previous characterization of *Pdgfrb-CreERT2*-expressing cells in developing bone, which showed that the transgene initially labels mesenchymal stromal cells in the metaphysis, which later give rise to other mesenchymal cell populations including reticular cells in marrow and adipocytes^35^.

Furthermore, we propose that septoclasts are controlled by Notch signalling through interactions with Dll4+ vessel buds at the chondro-osseous interface. Our previous work had revealed that EC-specific inactivation of *Dll4* or of *Rbpj*, which encodes an essential mediator of Notch-induced target gene expression, impairs developmental osteogenesis and leads to the accumulation of hypertrophic chondrocytes in the mutant growth plate^28^. Later work has attributed this defect to the high expression of proteinases by ECs relative to osteoclasts, arguing for role of the endothelium in cartilage resorption^10^. scRNA-seq data presented in our current study, however, indicate that the expression of bone protease genes is far higher in FABP5+ septoclasts than in ECs or BMSCs (Figs. 3c, 4f and Supplementary Fig. 6c). 

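In the merged libraries *Ece1* had 84.8 ± 20.2 CPM (SD, n = 3 libraries) in SC-like, 35.3 ± 8.31 CPM (SD, n = 3) in mpMSC-like, 15.0 ± 2.93 CPM (SD, n = 3) in OB-like and 215 ± 0.917 CPM (SD, n = 2) in EC-like cells. It was higher in SC-like than in mpMSC-like cells (log2 fold change 1.64, standard error 0.19) but lower than in EC-like cells (log2 fold change -0.96, standard error 0.18), with adjusted p-values of 2.92e-07 and 8.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ctsb* had 712 ± 285 CPM (SD, n = 3) in SC-like, 672 ± 142 CPM (SD, n = 3) in mpMSC-like, 292 ± 96.2 CPM (SD, n = 3) in OB-like and 872 ± 15.1 CPM (SD, n = 2) in EC-like cells. Its difference from mpMSC-like cells was within the spread between libraries (log2 fold change 0.07, standard error 0.13), and against EC-like cells the log2 fold change was -0.44 (standard error 0.12), with adjusted p-values of 0.830 and 0.00507 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the *Pdgfra-GFP* library, the log2 fold change of *Ctsb* against mpMSC-like cells was -0.09, and with no filter on low counts it was -0.00021. Its highest value over the 15 alternatives was 0.40, and no alternative called it over all genes tested. Adjusted over the list alone, it passed with starting resolutions 2 times as high. *Adam19* had 81.9 ± 25.2 CPM (SD, n = 3) in SC-like, 19.0 ± 4.92 CPM (SD, n = 3) in mpMSC-like and 51.6 ± 0.888 CPM (SD, n = 2) in EC-like cells, and its log2 fold changes for SC-like against mpMSC-like and EC-like cells were 2.23 (standard error 0.21) and 0.85 (standard error 0.21), with adjusted p-values of 6.72e-09 and 0.00193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ece1* and *Adam19* were higher in SC-like than in mpMSC-like cells in 3 of 3 libraries. The EC-like subpopulations differed, and none was tested by itself. *Adam19* was at 84.6 CPM in mpEC-like cells, near its SC-like level, and at 36.5 CPM in bmEC-like and 24.3 CPM in aEC-like cells. *Ctsb* was at 720 CPM in mpEC-like cells, also near its SC-like level, and at 1325 CPM in bmEC-like and 411 CPM in aEC-like cells.

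Over the list, 6 of the 7 protease genes were higher in SC-like than in mpMSC-like cells, and 7 of 7 than in OB-like cells. Against the mean of the EC-like subpopulations 5 of 7 were higher, with *Ece1* and *Ctsb* lower. These numbers of the main fit are the same when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Without the *Pdgfra-GFP* library 4 of the 7 genes passed against mpMSC-like cells over all genes tested, and 6 over the list alone. Over all genes tested, *Ece1* (log2 fold change 0.95, adjusted p = 0.158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest of its 15 alternatives) and *Mmp11* did not pass. The call of *Adam19* over EC-like cells was lost under 4 of its 13 alternatives, with adjusted p-values up to 0.849 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The calls of *Ece1* and *Ctsb* below EC-like cells were lost under 2 and 5 alternatives, with adjusted p-values up to 0.0709 and 0.875 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper sets its expression data against earlier work that attributed a cartilage defect to proteinases of ECs.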

While this does obviously not rule out that ECs can actively contribute to cartilage resorption, we propose that ECs use the ligand Dll4 to activate Notch in septoclasts, which increases SC number and expression of *Mmp9* in these cells.

While it is appreciated that developmental and regenerative ossification share important features and involve active growth of blood vessels^2,36^, we now show that the presence of vessel buds in direct proximity of callus chondrocytes resembles budding angiogenesis in the postnatal metaphysis. Moreover, we show that SCs are another common hallmark of both developmental and regenerative endochondral osteogenesis. Our study also provides a map of non-haematopoietic cells during fracture repair, which offers insight into the molecular profile of critical cell populations and interconversion processes. Our findings will be instrumental for the understanding of pathologies that impair bone growth and regeneration but also for the development of therapeutic strategies aiming at improved fracture healing.

## Methods

### Animal models

C57BL/6J male mice were used for all wild-type bone analysis. *Pdgfra-H2B-GFP* heterozygous knock-in reporter mice^18^ were used for single cell RNA sequencing and labelling of BMSCs. *Pdgfrb(BAC)Cre-ERT2* (ref. ^35^) or *Vav1-Cre*^37^ transgenic mice were interbred with *Gt(Rosa26) ACTB-tdTomato-EGFP* reporter animals^19^ for cell fate tracking. Chondrocytes were targeted using *Acan-CreERT2* (ref. ^38^) mice. *Hey1-GFP (Tg(Hey1-EGFP)ID40Gsat)* reporter heterozygotes (http://www.gensat.org) were used as readout for Notch signalling. Mice carrying loxP-flanked alleles of Dll4 (*Dll4*^flox/flox^) mice^39^ were bred to *Cdh5(PAC)Cre-ERT2* transgenic animals^40^ to generate EC-specific and tamoxifen-inducible mutants (*Dll4*^iΔEC^). Cre-negative control littermates were subjected to the same tamoxifen administration regime as mutants. For inducible Cre*-*mediated recombination, pups received daily intraperitoneal injections (IP) of 50 μg of tamoxifen from postnatal day 1 (P1) to P3. Tamoxifen stocks were prepared as described previously^40^.

For studies in embryos, *Pdgfra-H2B-GFP* males were mated with wild-type females, and vaginal plugs were checked every day in the morning. Embryos were harvested at gestational time points E15.5 to E17.5. For ageing study, wild-type and *Hey1-GFP* reporter males were analysed as juveniles (3–4 weeks), adults (11–12 weeks) and ageing mice (70–80 weeks), respectively.

For fracture healing experiments, 10-week-old female mice were anesthetized by intraperitoneal injection of a ketamine hydrochloride/xylazine mixture (100 mg/kg and 10 mg/kg body weight, respectively) before the left leg was fractured by three-point bending. Fractures were stabilized with an intramedullary nail (MouseScrew, 15.2 mm length custom made, RISystems AG, Landquart, Switzerland) as described previously^41^. Carprofen (4 mg/kg subcutaneously) was given as an analgesic for 3 days and further on at 24-h intervals as required. Mice were sacrificed by cervical dislocation at PFD14 and age-matched (12-week-old) wild-type females were used as control.

Mice were kept in individually ventilated cages (IVC), with constant access to food and water under a 12 h light and 12 h dark cycle regime. Air flow, temperature (21–22 °C) and humidity (55–60%) were controlled by an air management system. Animals were checked daily and maintained in specific pathogen-free (SPF) conditions. Sufficient nesting material and environmental enrichment was provided. All animal experiments were performed according to the institutional guidelines and laws, approved by local animal ethical committee and were conducted at the University of Münster and the Max Planck Institute for Molecular Biomedicine with necessary permissions (02.04.2015.A185, 84-02.04.2016.A160, 81-02.04.2017.A238, 81-02.04.2019.A164) granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany. Mouse lines and other unique biological materials described in this article are either available through stock centres, commercial suppliers or, upon reasonable request, the lead author.

### Sample processing and immunostaining

Mice were sacrificed and long bones (femur and tibia) were harvested and fixed immediately in ice-cold 2% paraformaldehyde (PFA) for 6–8 h under gentle agitation. Bones were decalcified in 0.5 M EDTA for 16–24 h at 4 °C under gentle shaking agitation, which was followed by overnight incubation in cryopreservation solution (20% sucrose, 2% PVP) and embedding in bone embedding medium (8% gelatine, 20% sucrose, 2% PVP). Samples were stored overnight at −80 °C. 60–100 μm-thick cryosections were prepared for immunofluorescence staining^42^.

After dissection, embryos were fixed in 4% paraformaldehyde overnight, then washed in PBS and transferred to cryopreservation solution for 6 h. Later, embryos were embedded in embedding medium, and stored at −80 °C.

Bone immunostaining performed as described previously^40,42^. Bone sections were washed in ice-cold PBS and permeabilized with ice-cold 0.3% Triton-X-100 in PBS for 10 mins at room temperature (RT). Samples were incubated in blocking solution (5% heat-inactivated donkey serum in 0.3% Triton-X-100) for 30 min at RT. Primary antibodies (rat monoclonal anti-Endomucin (V.7C7) (Santa Cruz, Cat# sc-65495, 1:100 dilution), goat polyclonal anti-CD31 (R&D, Cat# AF3628, 1:100 dilution), rabbit-polyclonal anti-Fabp5 (Lifespan Bioscience, Cat#C312991, 1:100 dilution), goat anti-Pdgfrb (R&D, Cat# AF1042, 1:100 dilution), rat monoclonal anti-CD68 (Abcam, Cat# ab53444, 1:200 dilution), rabbit-polyclonal anti-Osterix (Abcam, Cat#ab22552, 1:300 dilution), rabbit polyclonal anti-NG2 (Millipore, Cat#AB5320, 1:100 dilution), rabbit monoclonal anti-CD146 (Abcam, Cat#ab75769, 1:100 dilution), Chicken polyclonal anti-GFP (Abcam, Cat#ab13970, 1:200 dilution), goat polyclonal anti-Mmp9 (R&D, Cat#AF909, 1:200 dilution), rabbit polyclonal anti-Mmp13 (Proteintech, Cat#18165-1-AP, 1:100 dilution), rabbit polyclonal anti-Mmp14 (Invitrogen, Cat#PA5-13183, 1:100 dilution), rabbit polyclonal anti-Acan (Milipore, Cat#AB1031, 1:100 dilution), rat monoclonal anti-Lamp1 (BD Pharmingen, Cat#553792, 1:100 dilution), rabbit anti-vATPaseB1/B2 (Abcam, Cat#200839, 1:100 dilution), rabbit polyclonal anti-Ki67 (Abcam, Cat# ab15580, 1:100 dilution), goat anti-Dll4 (R&D, Cat#AF1389, 1:50 dilution), rabbit monoclonal anti-Runx2 (Abcam, Cat#ab192256, 1:200 dilution), rabbit monoclonal anti-VEGF-A (EP1176Y) (Abcam, Cat#ab52917, 1:200 dilution) were diluted in 5% donkey serum mixed PBS and incubated overnight at 4 °C. Next, slides were washed 3–5 times in PBS in 5–10 min intervals. Species-specific Alexa Fluor secondary antibodies Alexa Fluor 488 (Thermo Fischer Scientific, Cat#A21208), Alexa Fluor 546 (Thermo Fischer Scientific, Cat#A11056), Alexa Fluor 594 (Thermo Fischer Scientific, Cat#A21209), Alexa Fluor 647 (Thermo Fischer Scientific, Cat#A31573 or Cat#A21447) diluted 1:100 in PBS were added and incubated for 3 h at RT.

### Safranin O staining

Long bones from control and *Dll4*^iΔEC^ mutants were harvested, fixed and decalcified as described above. Bone was dehydrated and embedded in paraffin wax by stranded histology methods. Bone paraffin block cut at 5 microns, slides were deparaffinize, and hydrate. Next, stain with 0.1% Safranin O for 8 min, washed with water. Next, slides were dehydrated and dried, mounted with non-aqueous mounting medium (Entellan, Sigma).

### Electron microscopy and immunogold labelling

Femurs were removed from 3-week-old wild-type mice and directly cut into half in fixative. For ultrastructural analysis, the fixative comprised 2% glutaraldehyde, 2% paraformaldehyde, 20 mM CaCl_2_, 20 mM MgCl_2_ in 0,1 M cacodylate buffer, pH 7,4. For immunogold labelling, the sample was mildly fixed in 2% paraformaldehyde, 0,2% glutaraldehyde, 20 mM CaCl_2,_ 20 mM MgCl_2_ in 0,1 M PHEM-buffer, pH 6,9 to preserve antigenicity.

The stronger fixed material was post-fixed in 1% osmium tetroxide containing 1.5% potassium ferrocyanide, dehydrated, including uranyl-en-bloc staining and embedded stepwise in epon. Ultramicrotomy was performed until reaching the area of interest, where 60 nm ultrathin sections were collected on formvar-coated 1 slot copper grids. Sections were further stained with lead citrate and finally analysed with a transmission electron microscope (Tecnai-12-biotwin, Thermo Fisher Scientific).

Mildly fixed samples were processed for cryo-immunogold labelling according to the Tokuyasu method^43^. For better orientation, bone was first sectioned with a vibratome and the sections were embedded in a layer of 10% gelatin. Samples were infiltrated with 2.3 M sucrose, put on pins and frozen in liquid nitrogen. From the area of interest, 50 nm ultrathin sections were cut at −110 °C. Sections were picked up with a mixture of sucrose/methylcellulose and thawed on formvar coated copper grids (200mesh, hexagonal). Double-immunogold labelling was accomplished using antibodies against Lamp1 (BD Biosciences, Cat#553792) and vATPase (Abcam, Cat#ab200839), and detected by 15 nm and 10 nm protein A gold, respectively (CMC, Utrecht, Netherlands). Representative images were taken with a 2K CCD camera (Veleta, EMSIS, Münster, Germany).

### Bone stromal cells preparation for scRNA-seq

To enrich septoclasts, we used 3-week-old *Pdgfra-H2B-GFP* heterozygous males for single cell RNA sequencing analysis. Femur and tibia were harvested, cleaned from attached surrounding tissue, the metaphysis region was dissected and collected in digestion enzyme solution (Collagenase type I and IV, 2 mg/ml). Next, bones were cut into small pieces and crushed using mortar and pestle. Samples were digested for 20 min at 37 °C under gentle agitation. Digested samples were transferred to 70 μm strainers in 50 ml tubes to obtain a single–cell suspension, which was resuspended in blocking solution (1% BSA, 1 mM EDTA in PBS without Ca^2+^/Mg^2+^), centrifuged at 300 × *g* for 5 mins, washed 2–3 times with ice-cold blocking solution, and filtered through 50 μm strainers. Pellets were resuspended in respective volume of blocking solution. GFP+ cells were sorted from the single cell suspension with a FACS Aria II sorter (BD Bioscience), collected in blocking buffer and used for scRNA-seq.

For scRNA-seq of non-haematopoietic bone stromal cells, 3-week-old C57BL/6J male metaphysis segments were spatially dissected and single cell suspension was prepared as described above. Single cell suspensions were subjected to lineage depletion using lineage cell depletion kit (MACS, cat#130-090-858) following the manufacturer’s instructions. Next, lineage negative cells were depleted by CD45 and CD117 using microbeads (MACS, cat#130-052-301 and cat#130-091-224) from lineage negative (lin-) bone cells to enrich bone stromal cells. The remaining cells were resuspended to final concentration of 10^6^ cells/ml in 0.05% BSA in PBS, examined by microscopy and used for scRNA-seq.

For fracture bone scRNA-seq experiments, PFD14 and control femurs were harvested, cleaned from surrounding tissue and the nail insert was removed from fracture samples. Control and PFD14 bone single cell suspensions and non-haematopoietic stromal cells were prepared for scRNA-seq as described above.

Single cell suspensions were subjected to droplet-based scRNA-seq. Single cells were encapsulated into emulsion droplets using Chromium controller (10X Genomics). scRNA seq libraries were prepared using the Chromium single cells 3′ regent kit (V3) (10X Genomics, cat#PN-10000075) according to the manufacturer’s protocol. scRNAseq libraries were evaluated and quantified by Agilent Bioanalyzer using High sensitivity DNA kit (cat#5067-4626) and Qubit (ThermoFisher Scientific, Cat# Q32851). Individual libraries were diluted to 4 nM and pooled for sequencing. Pooled libraries were sequenced by using High Output kit (150 cycle) (Illumina cat#TG-160-2002) with a NextSeq500 sequencer (Illumina).

### Fluorescence-activated cell sorting (FACS)

Single cell suspensions were prepared from 3-week-old *Pdgfra-H2B-GFP* reporter mice femur and tibia bone as described above. Co-culture Chondrocytes (*AcanCre-tdTomato*) and septoclasts single cell were prepared. Next, Cell sorting was performed on a FACS Aria II cell sorter (BD Biosciences). Dead cells and debris were excluded by FSC, SSC and DAPI positive signal. Sorted GFP positive cells were collected in blocking buffer for scRNA-seq.

### Isolation, culture and co-culture of septoclasts and chondrocytes

For septoclasts, Femur and tibia were harvested from 3-week-old *Hey1-GFP* reporter mice. Metaphyseal (mp) region was separated and removed marrow cells by rinsing with ice-cold PBS. Single cells suspensions were prepared from mp and sorted GFP^high^ cells by FACS. Sorted GFP cells cultured and expanded in MesenCult expansion medium (StemCell technology) at 37 °C in 5% CO_2_ in a humidified atmosphere. 2–3 passages were used for all experiments.

Chondrocytes were isolated from wild-type and *AcanCre-dTtomato* femur and tibia of postnatal day 6 (p6) C57BL/6J pups growth plate. Growth plates were cut into small pieces and digested with Collagenase type I and II (2 mg/ml) for 45 min at 37 °C. Single cell suspensions were prepared as described above. Chondrocytes were cultured in DMEM medium (ThermoFisher Scientific) supplement with 10% FBS+ 2 mM L-Glutamine and 5 ml penicillin-streptomycin for 500 ml medium at 37 °C in 5% CO_2_ in a humidified atmosphere.

For co-culture of septoclasts and chondrocytes, cells were seeded in 4 well insert micro-dish (ibidi). Inserts were removed at day 3 and cells were cultured 5 more days allowing direct cell-cell interactions. Next, cells were washed with PBS and fixed for immunofluorescence staining.

For experiments with culture-treated and calcium phosphate-treated Osteo assay surface 24 well plates (Corning, CLS3987), septoclasts were kept for 5 days at 37 °C in 5% CO_2_ in a humidified atmosphere. Next, cells were washed with PBS and fixed with 4% PFA for 30 min at room temperature and followed by Von Kossa staining. Fixed septoclasts were washed with PBS and water, cells were stained with 5% silver nitrate for 30 min under UV light. To stop the silver nitrate development, cells were washed with water two times and treated with a 5% sodium thiosulfate solution. Following another water wash, samples were air dried and resorption areas were visualized using light microscopy.

### Activating Notch signalling in septoclasts

For the stimulation of Notch signalling, 6-well plates were incubated with anti-His (zymed) antibodies for 45 min at 37 °C. Plates were washed with PBS and blocked with 10% FCS in DMEM for 45 min at 37 °C. Next, Plates were washed with PBS and recombinant Dll4 (mouse Dll4-His, R&D; #1389-D4) was diluted in PBS to a concentration of 2ug/ml and 700ul of ligand mix were added per wells to a 6-well plate and incubated for 2 h at 37 °C and washed with PBS. Septoclasts were plated for 8 h at 37 °C in 5% Co_2_ in a humidified atmosphere.

### Quantitative PCR (qPCR)

For gene expression analysis, total RNA was isolated from septoclast by using RNA Plus mini kit (Qiagen, Cat#74134) according to the manufacturer’s instructions. RNA was reverse-transcribed using the iScript cDNA synthesis kit (Bio-Rad, Cat#1708890). Quantitative PCR was carried out using gene specific Taqman probes (Thermofisher), Hey1 (Mm00468865_m1), Heyl (Mm00516558_m1), Hes1 (Mm01342805_m1), Notch1 (Mm00435245_m1), Notch2 (Mm00803077_m1), Mmp9 (Mm00442991_m1), Fabp5 (Mm00783731_s1), Acan (Mm00545794_m1), Mmp14 (Mm00485054) and Mmp13 (Mm00439491). Gene expression was normalized to eukaryotic 18 s rRNA (Thermofisher, 4319413E). Quantitative PCR were performed in C1000 Touch Thermal cycler (BIORAD).

### Single cell RNA sequencing data analysis

#### Read data pre-processing and read mapping

Sequencing results were demultiplexed and converted to FASTQ format using Illumina’s bcl2fastq software. Raw reads were processed using fastp^44^ (version 0.20) excluding reads with an average quality score of less than 20, trimming the ends of reads base by base with a quality score less than 20 and requiring all reads to be their minimum expected length, based on the number of cycles during sequencing for the first read, containing the cellular barcode and UMI.

Pre-processed read data were aligned to the mouse reference genome (mm10, Gencode M23 with H2B-GFP added) with STAR^45^ (version 2.7.3a) through its single-cell functionality STARsolo, using parameters to mirror unfiltered 10x Genomics CellRanger 3 output for sample demultiplexing, barcode processing and transcript counting. The official 10× Genomics whitelist for the respective Chromium version was used.

#### Count matrix pre-processing

Datasets were analysed with default settings of the respective tools, if not specified otherwise. Preprocessing of the feature-count-matrix output by STARsolo was performed in R^46^ (version 3.6.0) using the *scran*^47^ (version 1.14.6), *scater*^48^ (version 1.14.6), *SingleCellExperiment*^49^ (version 1.8) and *ggplot2*^50^ (version 3.3.2) packages. All visualisation was done using ggplot2 functions. Raw count matrices were loaded into SingleCellExperiment objects for storage and manipulation. The *EmptyDrops* function from the DropletUtils package^51^ was used to pre-filter the feature-count-matrix. Per cell and per feature metrics were calculated with the appropriate functions of the scater package and used to exclude low-quality cells. Cells with less than 1500 (mpMSCs) or 1000 (*Pdgfra-GFP*) features, respectively, as well as more than 15% transcripts of mitochondrial origin and 30% of ribosomal origin were filtered out. By these strict thresholds mostly remaining cells of the haematopoietic lineage and low-quality cells were removed. Repeating the analysis without these cut-offs revealed no additional desired cell types (not shown). Only features present in more than 10 cells were retained. A total of 4,386 cells for the mpMSCs datasets and 11,242 for the Pdgfra-GFP dataset were used for further analysis. The mean numbers of detected genes per cell ranged from 2120 in the *Pdgfra-GFP* dataset to 2676 in the second replicate of the mpMSCs dataset.

#### Clustering and visualisation

Default settings were used, if not specified otherwise. Data normalisation was performed using the *normalize* function provided by the scran package. The identification of highly variable genes, Cell cycle scoring, UMAP^52^ dimensionality reduction, Louvain^53^ clustering with multilevel refinement and the identification of marker genes were performed using Seurat^54^ (version 3.1.5). Always the top 5000 highly variable features were reported and used for principal component analysis (PCA)^55,56^. All clustering steps were done using 500 starts and 100 iterations per start. Marker genes were calculated with Seurats *FindAllMarkers* function, using its implementation of the non-parametric Wilcoxon Rank sum test. Cell identities were manually annotated based on known marker genes^33,57^.

#### Pdgfra-GFP datasets

Variable genes were determined and then used for PCA. Cell cycle phases were classified and all genes were scaled and centred. For this scaling step only, the sum of mitochondrial reads per cell and the difference between the G2M and S phase scores as calculated earlier were regressed out. The first 30 principal components (PCs) were chosen and used for UMAP visualisation and clustering with multilevel refinement (resolution set to 0.6). Based on manually determined cell identities, the dataset was subset. Scaling, PCA, UMAP visualisation and Louvain clustering were rerun on the subset *Pdgfra-GFP* dataset using the first 15 PCs with a resolution of 0.3. Filtering this way had to be repeated once more, with the same settings, to remove a small proliferative cell population that was not properly captured in the clustering steps before.

#### mpMSCs dataset

The procedure was highly similar to the analysis of the *Pdgfra-GFP* dataset. To account for possible systematic technical effects between the replicates, the two pre-processed replicates were integrated using Seurat’s alignment method for data integration^58,59^ using the first 40 PCs. Briefly, this method uses canonical correlation analysis to learn the shared gene correlation structure across two datasets and then aligns them in lower-dimensional space thereby correcting for batch-effects. After integration, all genes were scaled and centred and the first 20 PCs were chosen for UMAP visualisation and Louvain clustering at a resolution of 0.4. Cell identities were determined as before and only cell identities of interest were retained. Scaling, PCA, UMAP visualisation and Louvain clustering were rerun, using the first 20 PCs and a clustering resolution of 0.4.

#### Merged datasets

The pre-processed mpMSCs and the final subset *Pdgfra-GFP* datasets were integrated using Seurat’s integration method as before. Scaling, PCA, UMAP visualisation and Louvain clustering were run on the merged dataset using the first 25 PCs and a clustering resolution of 0.4. In this fashion also the following final clustering step was performed. After removing all cell identities not of interest for further analysis, a dimensionality of 15 PC was used for UMAP visualisation and a resolution of 0.3 for Louvain clustering.

### Fracture datasets

For initial quality control of the extracted gene-cell matrices, we filtered cells with parameters low.threshold = 500, high.threshold = 6000 for number of genes per cell (nGene), high. threshold = 25% for percentage of mitochondrial genes (percent.mito) and genes with parameter min.cell = 3. Filtered matrices were normalized by LogNormalize method with scale factor = 10,000. Variable genes were found with parameters of selection.method = vst and nfeatures = 2000, trimmed for the genes related to cell cycle (GO:0007049) and then used for data integration (IntegrateData), data scaling (ScaleData) and principal component analysis (RunPCA). Statistically significant principal components were determined by JackStraw method and the first 12 principal components were used for non-linear dimensional reduction (UMAP) and clustering analysis (FindNeighbors) with resolution = 0.1.

For subclustering analysis of BMSCs, corresponding clusters were isolated using subset function, split into samples and then re-analysed from the variable feature identification (FindVariableFeatures). The first 13 principal components were used for downstream analyses. Resolution = 0.08 was used for the clustering of major cell populations and Resolution = 0.5 was used to annotate the population of SCs separately.

#### Trajectory analysis

Monocle^60^ (version 2.14) and Monocle3 (version 1.0.0) was used for pseudotime trajectory analysis. Using monocle, we imported all information from Seurat objects to Monocle CDS objects and then performed dimensionality reduction using its DDRTree method with parameters max_components=2 and norm_method = ”vstExprs”. The top 100 marker genes as determined earlier by log2 fold-change for each cluster were used as ordering genes for the trajectory. The resulting Trajectory was then plotted with default settings. For trajectory analysis of BMSCs using Monocle3, expression matrix, cell names and gene names were extracted from Seurat object and then converted to Monocle3 object (new_cell_data_set). We calculated size factors (estimate_size_factor), performed principal component analysis computing 10 principal component (preprocess_cds) and dimensionality reduction using UMAP (reduce_dimension). Trajectory of single cells was constructed using functions, learn_graph and order_cells with default parameters. Results were visualized by plot_cells function.

### Statistics and reproducibility

Immunostained bone sections were imaged with a Leica SP8 confocal microscope. Images were analysed, quantified and processed using Volocity (Perkin Elmer), Adobe Photoshop and Illustrator software 2020.

Statistical analysis was performed using Graphpad Prism 9 software or the R statistical environment (http://r-project.org). All data are presented as mean values ± SEM unless indicated otherwise. All box plots show whiskers down to the minimum and up to maximum value, and median with error bar. Comparisons between two groups were performed with unpaired two-tailed Mann–Whitney test. Comparisons between more than two groups were made by Tukey multiple comparison test to determine statistical significance. *P* < 0.05 was considered significant unless stated otherwise. Sample numbers are indicated in figure legends and were chosen based on experience from previous experiments. Reproducibility was ensured by several independent experiments. No animals were excluded from analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting summary

## Data Availability

The *Pdgfra-GFP* and metaphyseal bone stromal cell scRNA-seq data generated in this study have been deposited in the gene expression omnibus (GEO) database under the accession number “GSE154076”. Bone fracture scRNA-seq data is available under accession number “GSE154247”. The mouse reference genome (mm10, Gencode M23, https://www.gencodegenes.org/mouse/release_M23.html) was used for mapping the reads in this study. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mesenchymal stromal cell-derived septoclasts resorb cartilage during developmental ossification and fracture healing
**Source:** Nat Commun. 2022 Jan 28;13:571. doi: 10.1038/s41467-022-28142-w
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary information:**

**Mesenchymal stromal cell-derived septoclasts resorb cartilage during  
developmental ossification and fracture healing**

Kishor K Sivaraj<sup>1</sup>, Paul-Georg Majev<sup>1</sup>, Hyun-Woo Jeong<sup>1</sup>, Backialakshmi Dharmalingam<sup>1</sup>,  
Dagmar Zeuschner<sup>2</sup>, Silke Schröder<sup>1</sup>, M. Gabriele Bixel<sup>1</sup>, Melanie Timmen<sup>3</sup>, Richard Stange<sup>3</sup>,  
and Ralf H. Adams<sup>1#</sup>

## Supplementary Figures

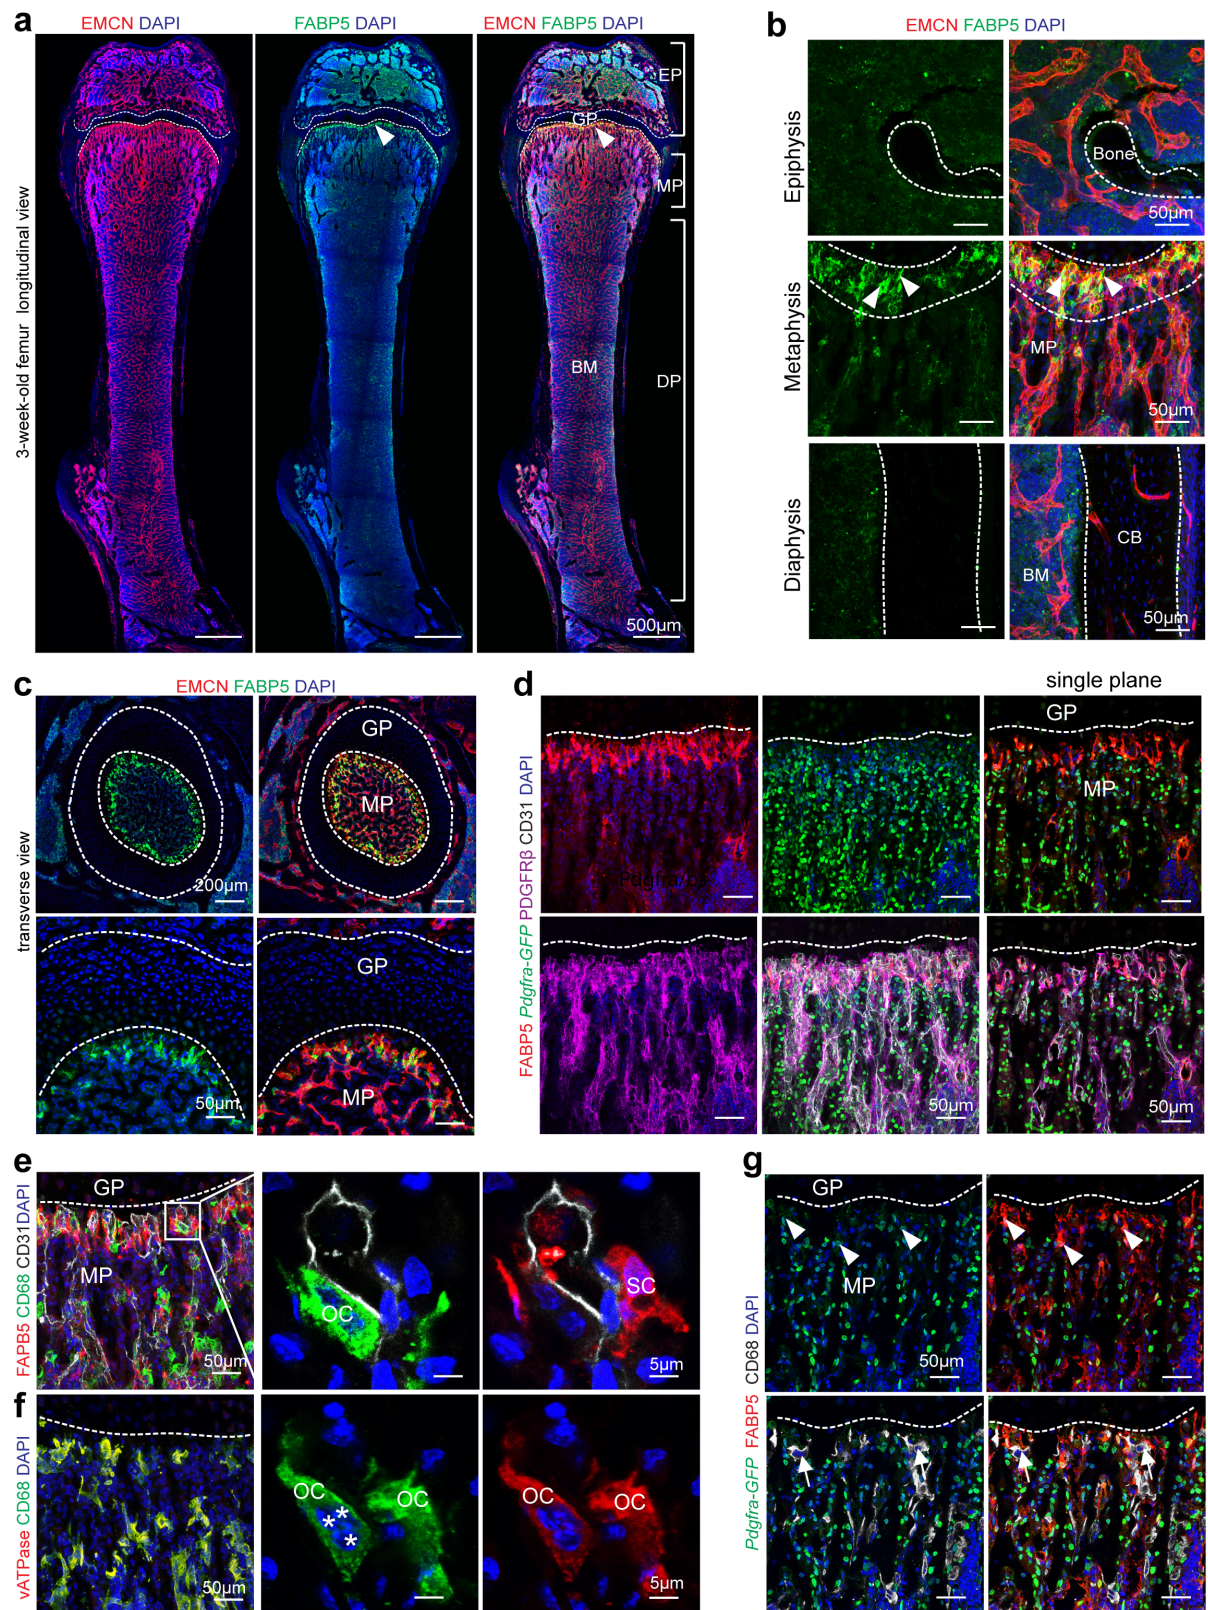

**Supplementary Figure 1. Localization and features of SCs.** a and b. Tile scan confocal images of longitudinal sections of 3-week-old wild-type femoral metaphysis. FABP5+ (green,

arrowhead) SCs are associated with distal EMCN<sup>+</sup> (red) bud ECs. DAPI (blue) (**a**). Representative confocal images show different region of femur, epiphysis (EP), metaphysis (MP), and diaphysis (DP). FABP5<sup>+</sup> (green) SCs are mainly present at the chondro-osseous border near growth plate (GP) (**b**). Bone marrow (BM), cortical bone (CB). **c**. Representative confocal images of transverse sections of epiphysis showing metaphyseal vessels (EMCN, red) associated with SCs (FABP5, green). **d**. 3-week-old *Pdgfra-GFP* metaphysis with GFP signal and PDGFR $\beta$  immunostaining (magenta) in FABP5<sup>+</sup> (red) SCs near growth plate (GP). ECs, CD31 (gray). DAPI in blue. Overview image for Figure 1c. **e** and **f**. Confocal images showing FABP5<sup>+</sup> (red) SCs close to CD68<sup>+</sup> (green) OCs and CD31<sup>+</sup> ECs (gray) (**e**). OCs contain multiple DAPI-stained (blue) nuclei (asterisks), and express vATPase (red) and CD68 (green) (**f**). **g**. Representative confocal images of 3-week-old *Pdgfra-GFP* metaphysis. SCs (FABP5, red) are GFP<sup>+</sup> (green; arrowheads), whereas CD68<sup>+</sup> osteoclasts (gray) lack GFP signal (arrow). DAPI in blue. Supplementary figure 1a to g (n =5-6) independent biological samples.

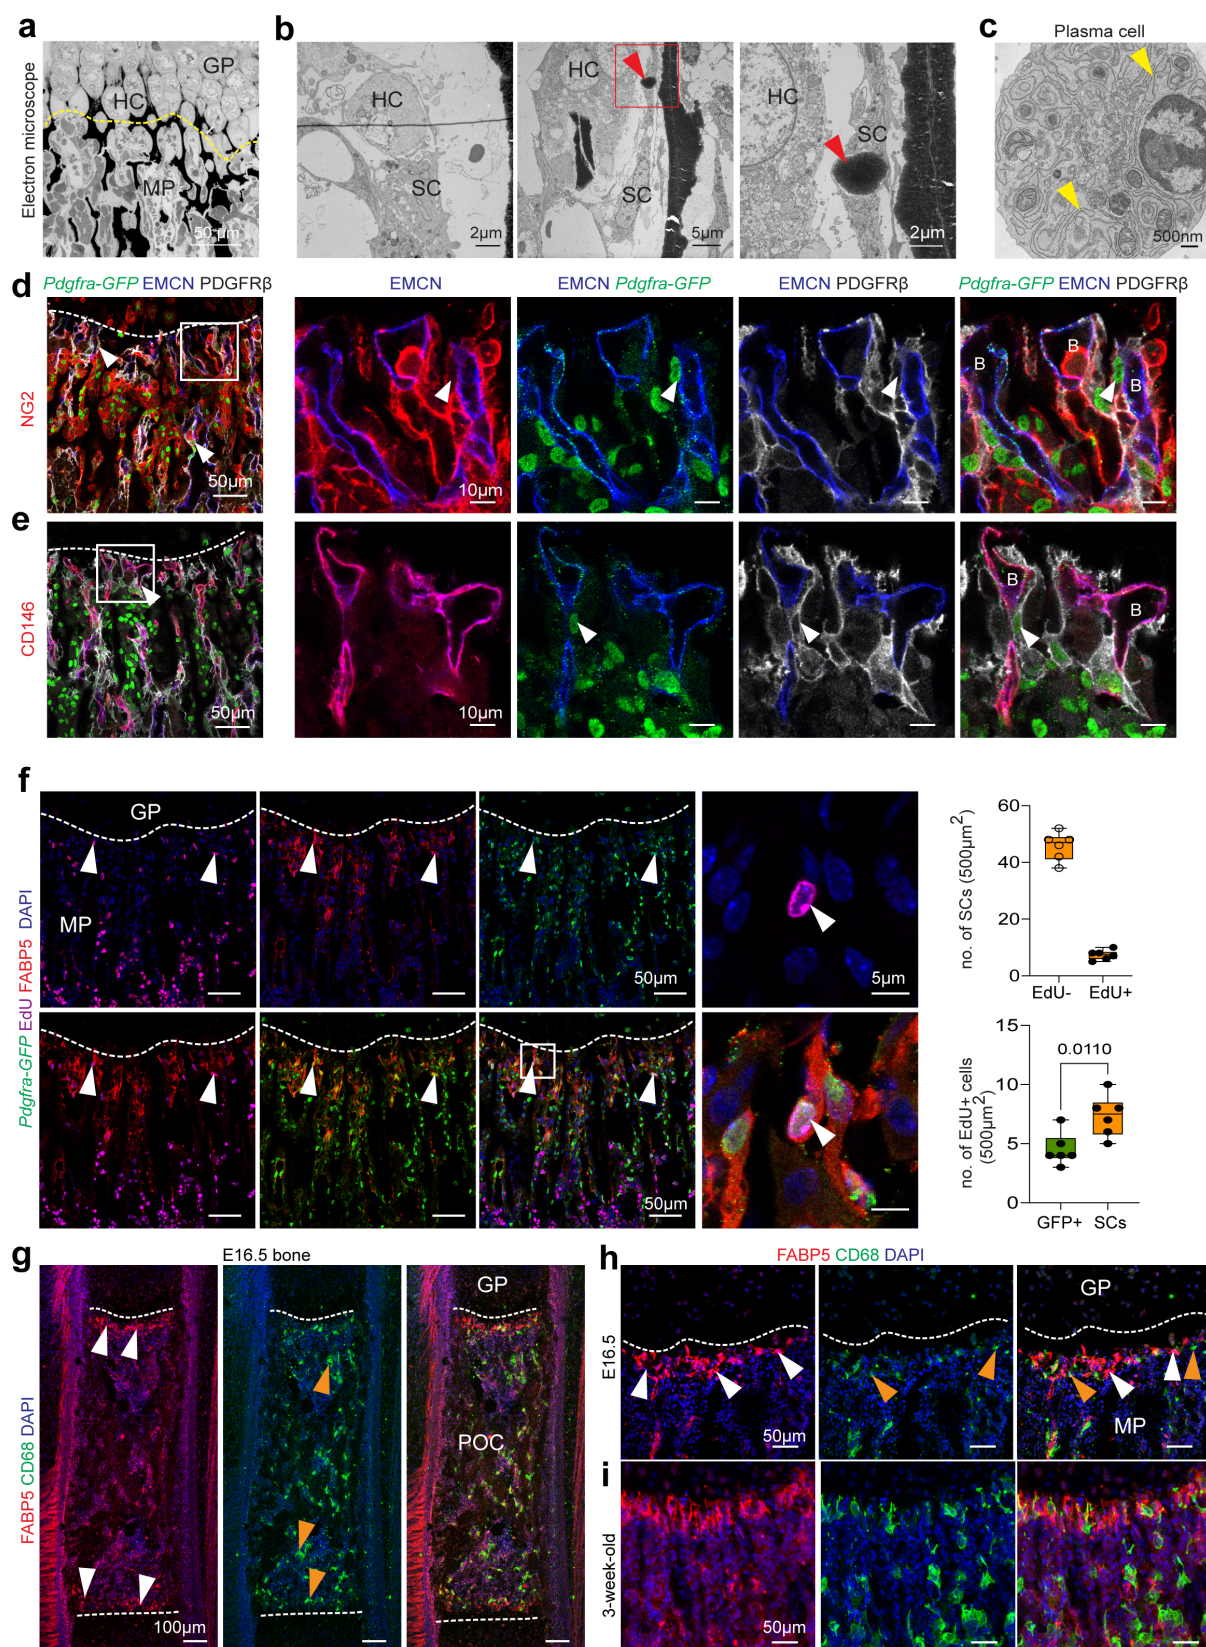

**Supplementary Figure 2. Characterization of septoclasts.** **a** and **b**. Electron micrographs of metaphysis region. SCs are located close to ECs and hypertrophic chondrocytes (HC) in the metaphysis (MP) (**a**). SCs physically interact with chondrocytes and contain electron dense

particles (right image) **(b)**. **c**. Electron micrograph image of plasma cell from murine spleen with enlarged ER. **d** and **e**, Confocal images showing expression of NG2 **(d)** and CD146 **(e)** in 3-week-old *Pdgfra-GFP* femur. NG2 (red) marks bone cells, BMSCs and SCs. Signal partially overlaps with *Pdgfra-GFP* (green) and PDGFR $\beta$  (white) immunostaining (arrowheads) **(d)**. CD146 is mainly expressed by metaphyseal endothelial cells (arrowheads) **(e)**.

**f**. Representative confocal images showing EdU+ (magenta) FABP5+ (red) proliferating SCs (arrowheads) near vessel buds (B) in 3-week-old *Pdgfra-GFP* (green) femur. Images on the right show higher magnifications of boxed area. Upper graph on the right shows numbers of non-proliferating (EdU-) and proliferating (EdU+) FABP5+ SCs. The number of EdU+ metaphyseal GFP+ FABP5- and GFP+ FABP5+ cells is shown at the bottom (n=6 independent biological samples; data are presented as mean values +/- SEM, Statistical analysis performed using two-tailed Mann-Whitney test). Source data are provided in Source Data file. **g** and **h**. Confocal image of E16.5 bone sections showing CD68+ (green; orange arrowheads) OCs throughout the primary ossification centre (POC) **(g)**, whereas FABP5+ (red) SCs (white arrowheads) are concentrated at the vascular front near growth plate (GP). **i**. Confocal images of 3-week-old bone show that FABP5+ SC are highly concentrated near the growth plate compared to CD68+ OCs. Supplementary figure 2a to c (n=3) and d, e, g-i (n=4) independent biological samples.

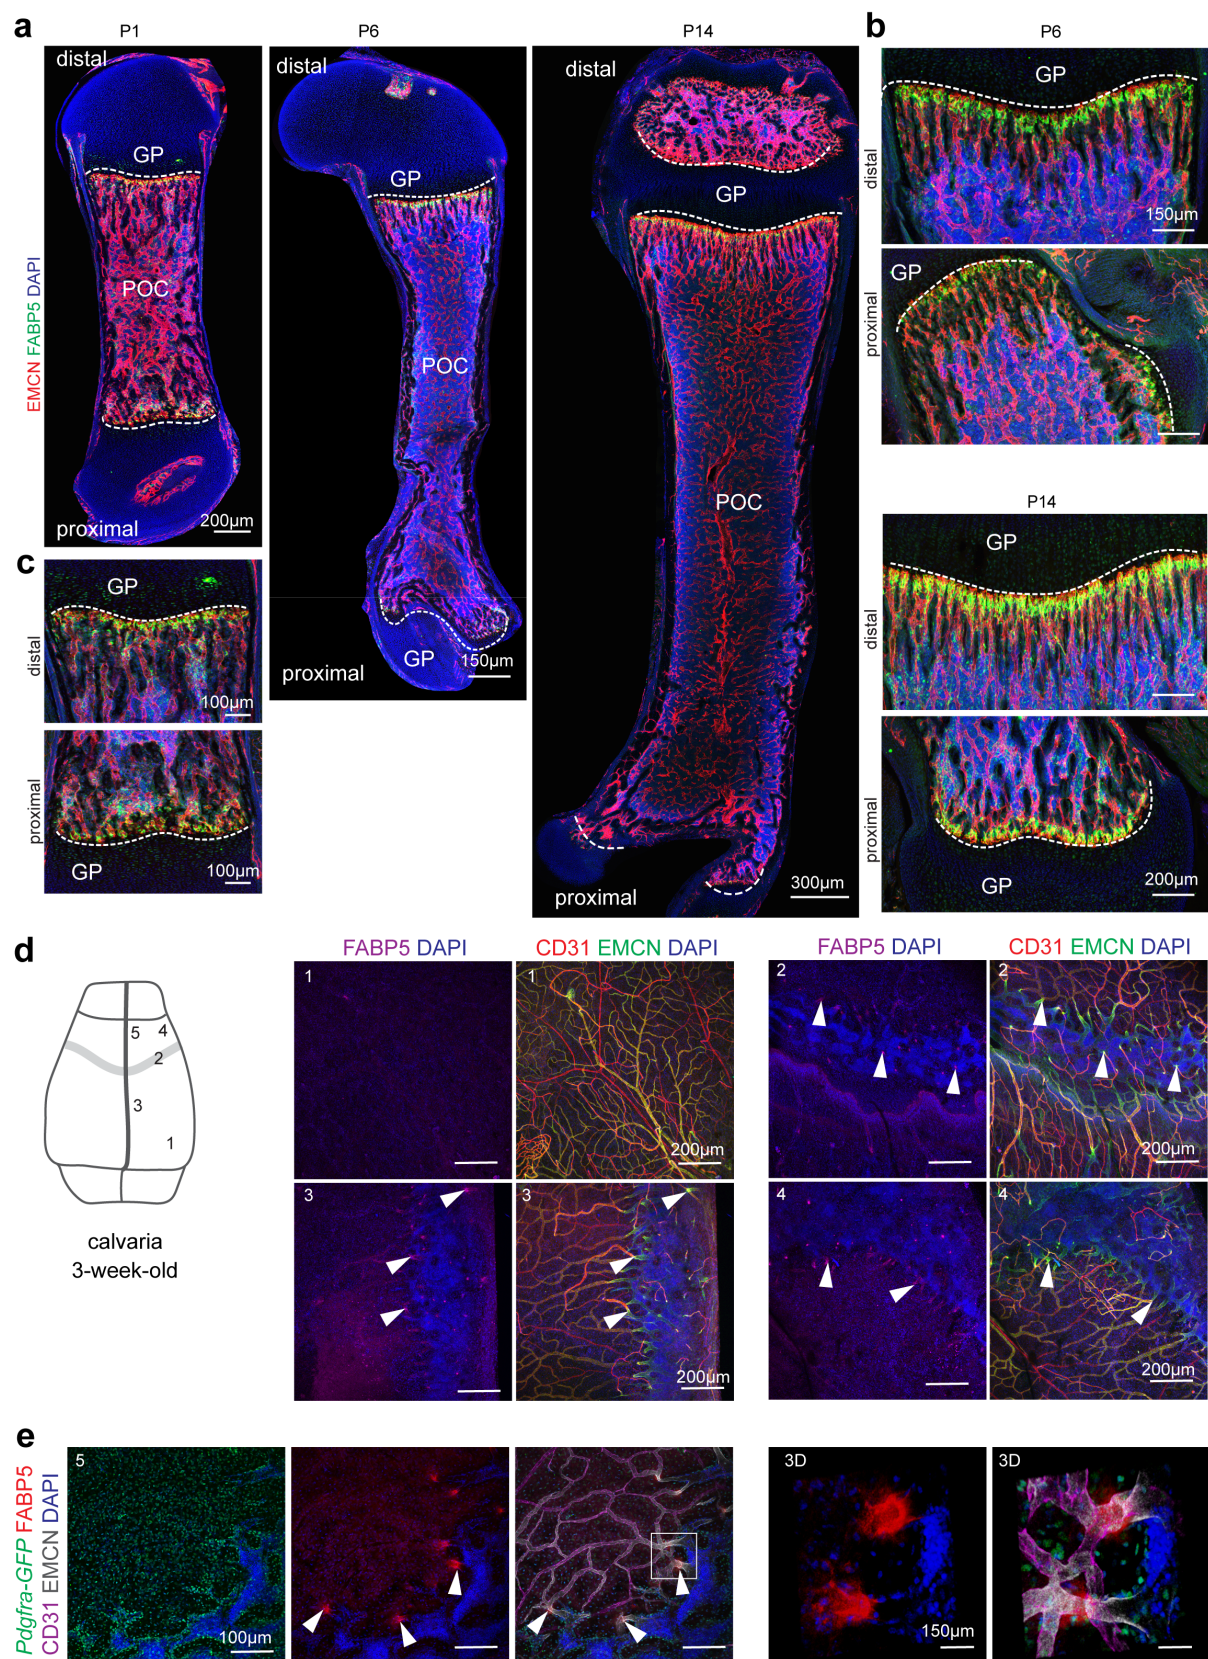

**Supplementary Figure 3. Distribution of FABP5+ cells in long and flat bone. a to c.** Tile scan confocal longitudinal image of femur at postnatal day 1 (P1), P6 and P14. SCs (FABP5,

green), ECs (EMCN, red) and nuclei (DAPI, blue) are stained (**a**). High magnifications of distal and proximal metaphysis with vessel-associated SCs near growth plate (GP, dashed lines) (**b**, **c**). **d**. FABP5<sup>+</sup> cells in flat bone. Confocal images of different regions of 3-weeks-old calvaria show absence of cells with expression of FABP5 (magenta). Sparse cells with low FABP5 expression (arrowheads) are seen in association with CD31<sup>+</sup> (red) or EMCN<sup>+</sup> (green) vessels. Nuclei, DAPI (blue). **e**. Representative confocal image of 3-week-old *Pdgfra-GFP* calvaria with FABP5<sup>+</sup> (red, arrowhead) cells. Higher magnification 3D images shown on the right. Supplementary figure 3a to e (n =4) independent biological samples.

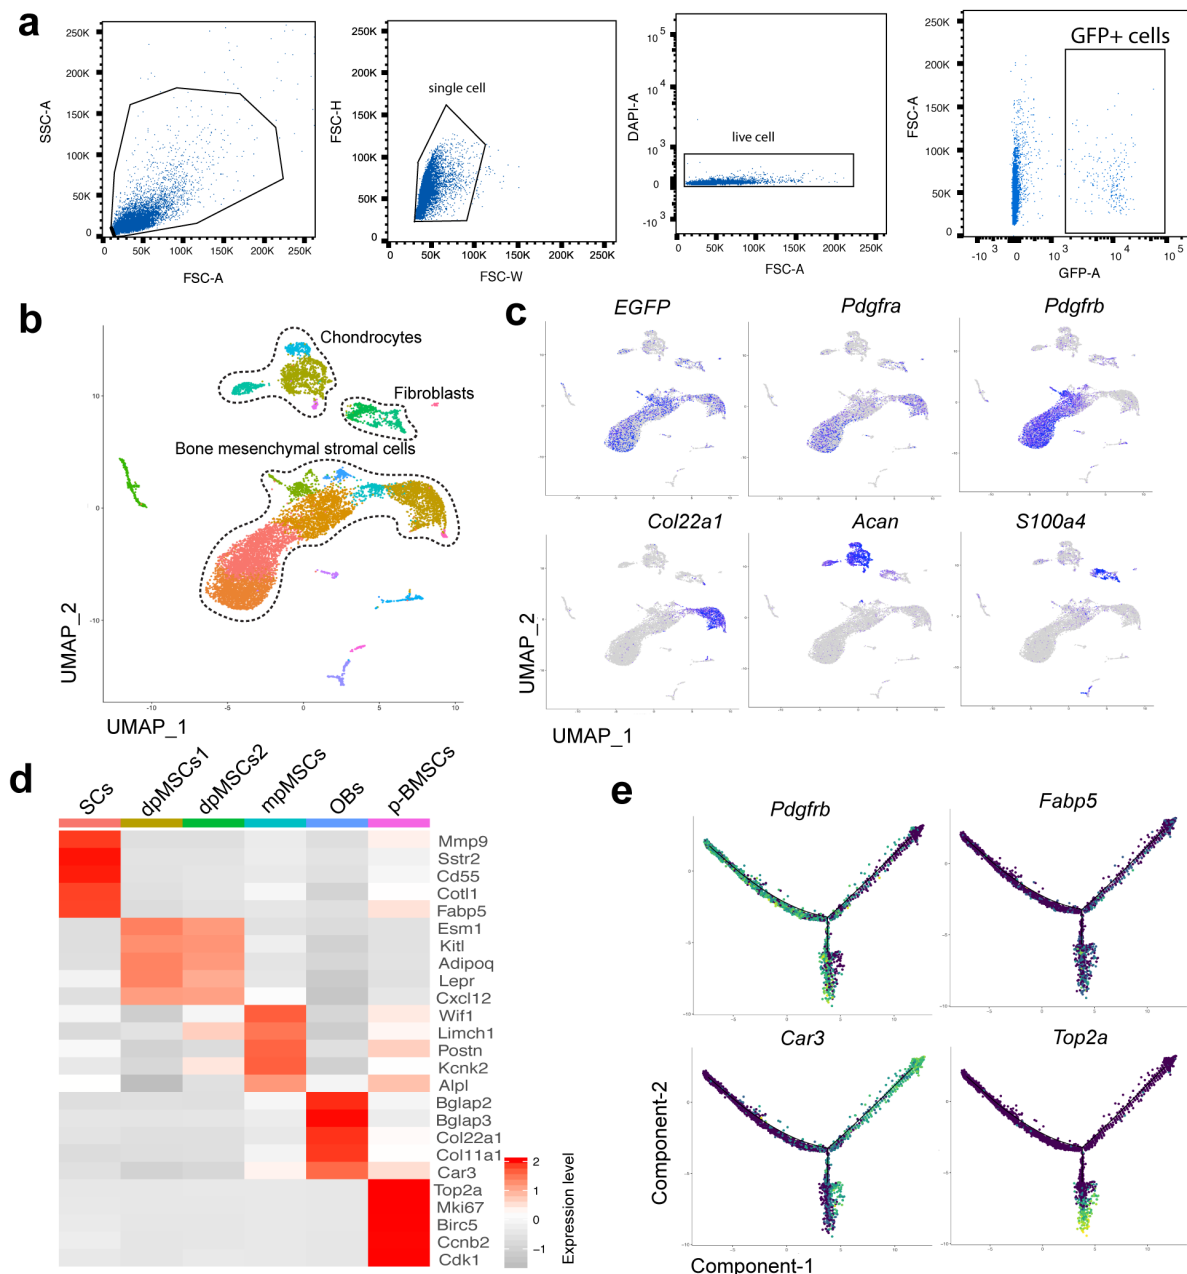

**Supplementary Figure 4. scRNA sequencing of septoclasts.** **a.** Representative gating strategy for the FACS isolation of GFP+ cells from 3-week-old *Pdgfra*-GFP metaphysis and epiphysis for scRNA-sequencing. **b** and **c.** UMAP plot of *Pdgfra*-GFP scRNA-seq data with colour-coded cell clusters (**b**). *Pdgfra*-GFP expression and cell type-specific marker genes are displayed in feature plots (**c**). **d.** Subclustering of non-haematopoietic bone-derived cells based on highly expressing 5 marker genes shown in heatmap. **e.** Monocle trajectory analysis of bone mesenchymal stromal cell differentiation. Relative expression of the indicated genes displayed in pseudo-time.

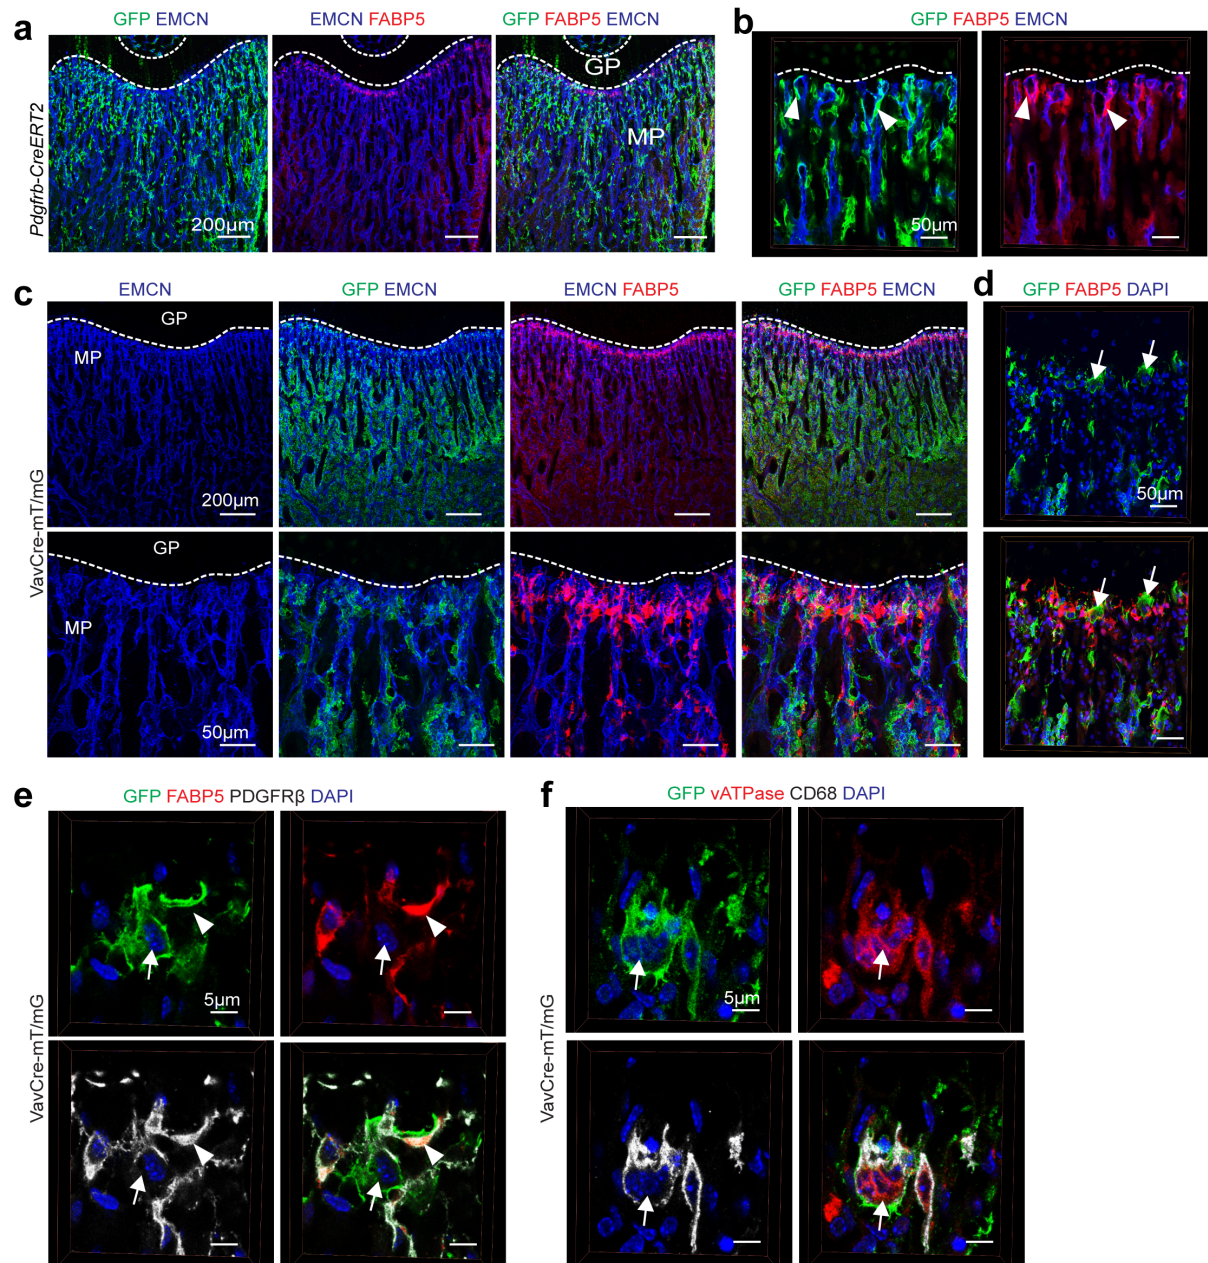

**Supplementary Figure 5. Genetic lineage tracing of septoclasts.** **a** and **b**. Representative confocal images for lineage tracing with inducible *Pdgfrb-CreERT2* *R26-mTmG* mice after tamoxifen treatment from P1-3 and analysis at P21. FABP5+ SCs show GFP labelling (**a**). High magnification images (**b**). **c** and **d**. Haematopoietic cell labelling in *Vav1-Cre* *R26-mTmG* mice. GFP (green) expression does not mark FABP5+ SCs (red, arrowheads) (**c**), whereas osteoclasts are GFP+ (arrow) but FABP5- (**d**). **e** and **f**, Confocal high magnification and single plane images showing *Vav1-Cre*-labelled GFP+ cells lack PDGFRβ (gray, arrowhead) or FABP5 (red) immunostaining (**e**) but express the osteoclast markers vATPase (red) and CD68 (gray) (**f**). Nuclei, DAPI (blue). Supplementary figure 4a to f (n =4) independent biological samples.

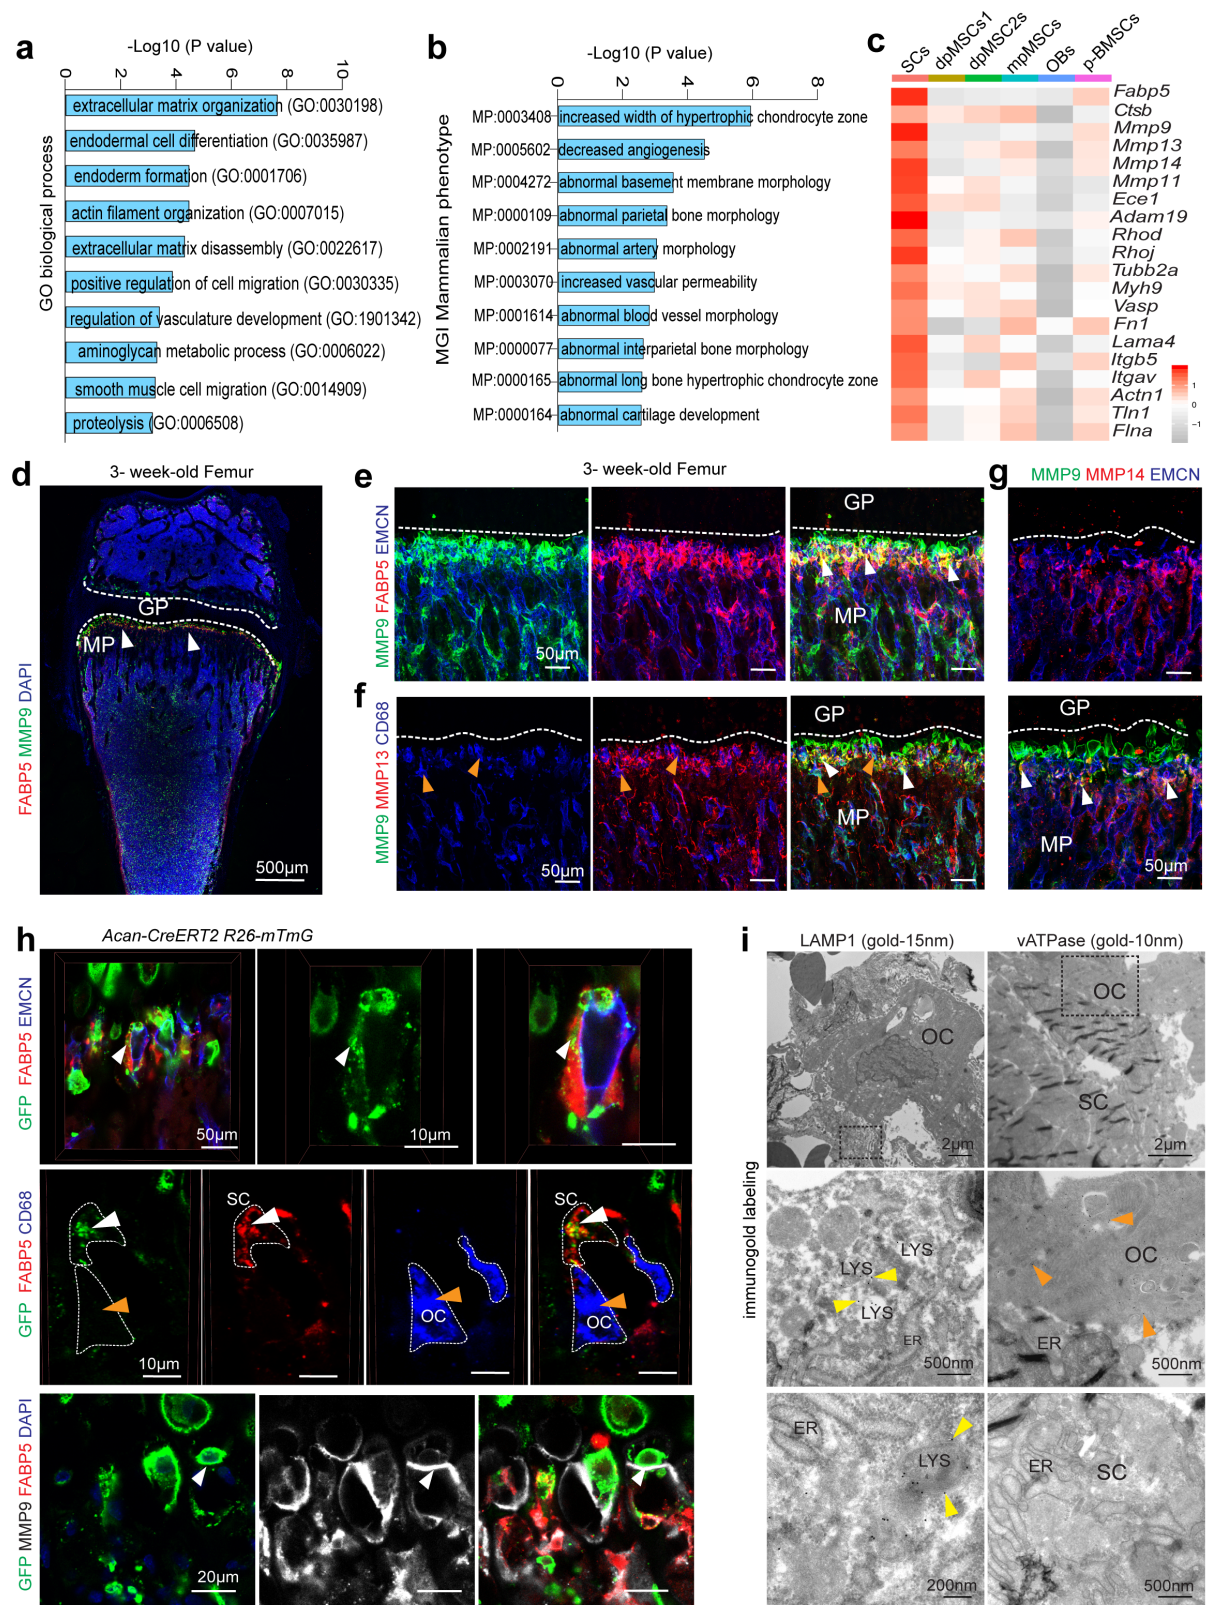

**Supplementary Figure 6. Septoclast function and MMP expression in bone. a and b.** Gene-set enrichment analysis of upregulated genes in SCs. Gene ontology (GO) analysis listing enriched biological processes (**a**). Association of SC-enriched genes with MGI mammalian

phenotypes **(b)**. Size of the bar graph represents significance (p-value). **c**. Heatmap of highly upregulated genes in SCs. **d** to **e**. Tile scan confocal overview images of 3-week-old wild-type femur and higher magnification of metaphysis (right panels) showing high MMP9 (green) staining and FABP5+ (red) SCs at the chondro-osseous interface facing the growth plate (GP) **(d)**. Higher magnifications show MMP9 (green) immunosignals in FABP5+ (red) SCs (arrowheads) and potentially secreted MMP9 in proximity of growth plate (GP) **(e)**. **f** and **g**. Confocal images showing enrichment of MMP13 (red) and MMP9 (green) expression (white arrowheads) in proximity of growth plate (GP, dashed line). Lower MMP9 signals mark CD68+ (blue) OCs (orange arrowheads) **(f)**. MMP14 (MT-MMP1, red, arrowheads) signal partially overlaps with high MMP9 (green) staining **(g)**. According to scRNA-seq data, SCs express MMP9, MMP13 and MMP14. **h**. *Acan-CreERT2*-controlled recombination of the *R26-mTmG* reporter labels chondrocytes expressing the cartilage-specific proteoglycan core protein (Aggrecan). FABP5+ (red) SCs are not targeted by *Acan-CreERT2*. GFP+ chondrocytes fragments (arrowheads in top and middle row) inside FABP5+ (red) SCs but not CD68+ (blue) osteoclasts (OC, orange arrowheads). MMP9 (grey) signal associated with GFP+ hypertrophic chondrocytes (bottom panels). **i**. Electron micrographs with immunogold labelling showing strong LAMP1 (15nm gold particles; yellow arrowheads) in lysosome-rich (LYS) SCs with a large ER relative to vATPase-labelled (10nm gold; orange arrowheads) OCs. Supplementary figure 6d to h (n =4-5) and i (n=3) independent biological samples.

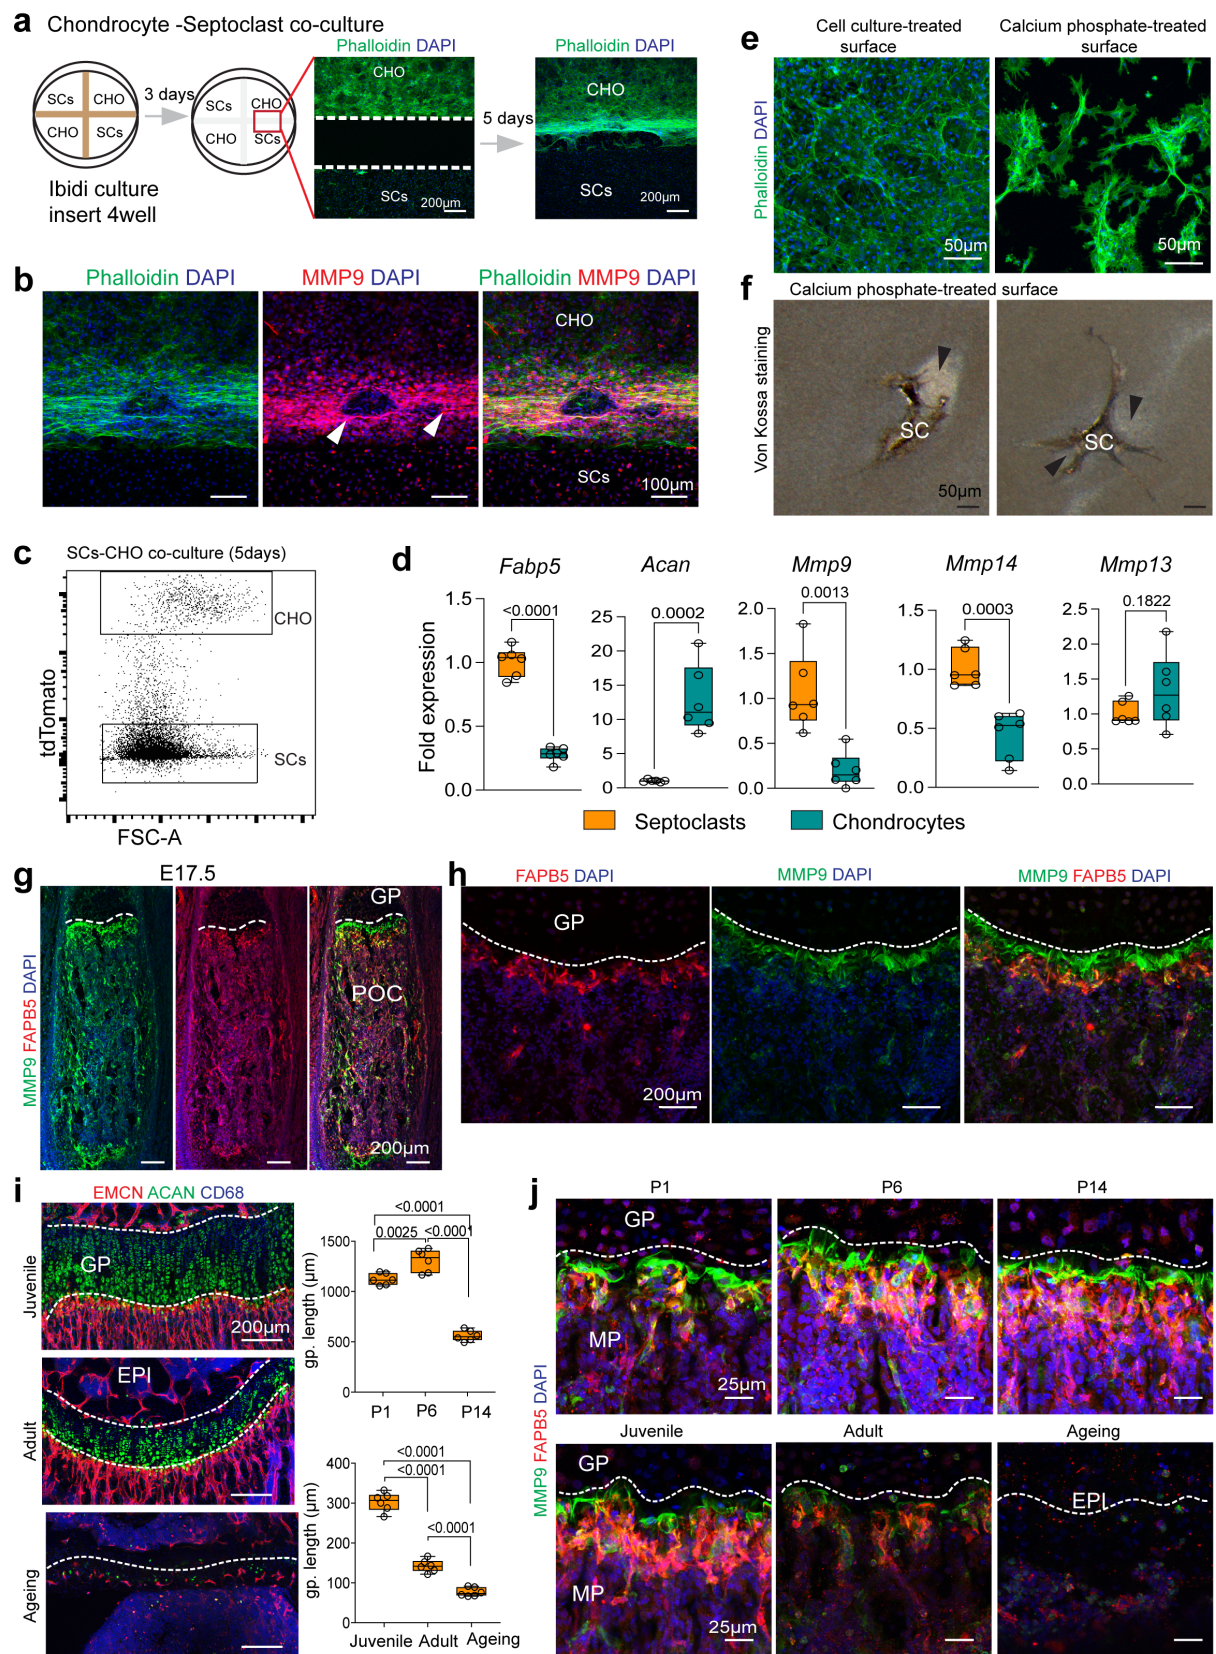

**Supplementary Figure 7. Septoclasts MMP9 expression and resorption of cartilage.**

**a** and **b**. Culture of septoclasts (SC) and chondrocytes (CHO) in 4-well insert micro dishes. Analysis of SC-CHO interactions 5 days after removal of insert (right image) (**a**). High

expression of MMP9 at the SC-CHO interface (red, arrowhead) **(b)**. Phalloidin (green), DAPI (blue). **c** and **d**. FACS gating strategy for sorting of septoclasts (SCs, tdTomato-) and chondrocytes (tdTomato+) cells (**c**). RT-qPCR analysis shows that cell type specific marker gene *Fabp5*, *Acan*, and *Mmp9*, *Mmp14*, *Mmp13* expression in coculture septoclasts and chondrocytes (n=6 samples of three independent experiments; data are presented as mean values +/- SEM. Statistical analysis by Mann-Whitney test (two-tailed). Source data are provided in Source Data file. **(d)**. **e** and **f**. Septoclasts on regular and calcium phosphate-treated culture substrate (osteo assay surface). Higher phalloidin staining and increased protrusion formation (**e**). Removal of calcium phosphate (arrowheads) by OCs (**d**). **g** and **h**. Tile scan confocal image of E17.5 long bone stained for FABP5 (red) and MMP9 (green). High expression of MMP9 decorates the edge of the primary ossification centre (POC) near growth plate cartilage. **i**. Representative confocal image showing changes in the growth plate (GP) during bone ageing. Chondrocytes (*Acan*, green), ECs (*EMCN*, red) and nuclei (DAPI, blue) labels. Graphs show alteration in length of growth plate during postnatal development and ageing (n=6 independent biological samples; data are presented as mean values +/- SEM, p-values, Statistical analysis performed using Tukey multiple comparison test (one-way Anova). Source data are provided in Source Data file. **j**. Representative confocal images of wild-type metaphysis at P1, P6 and P14. Note increase of FABP5+ (red) SCs and robust MMP9 immunosignal during postnatal development but profound decrease in adult and ageing samples (bottom row). Metaphysis (MP), growth plate (GP) and epiphyseal line in aged bone (EPI) are indicated. Supplementary figure 7a, b, e, f (n=4) independent in vitro experiments, and g, h, j (n=4) independent biological samples.

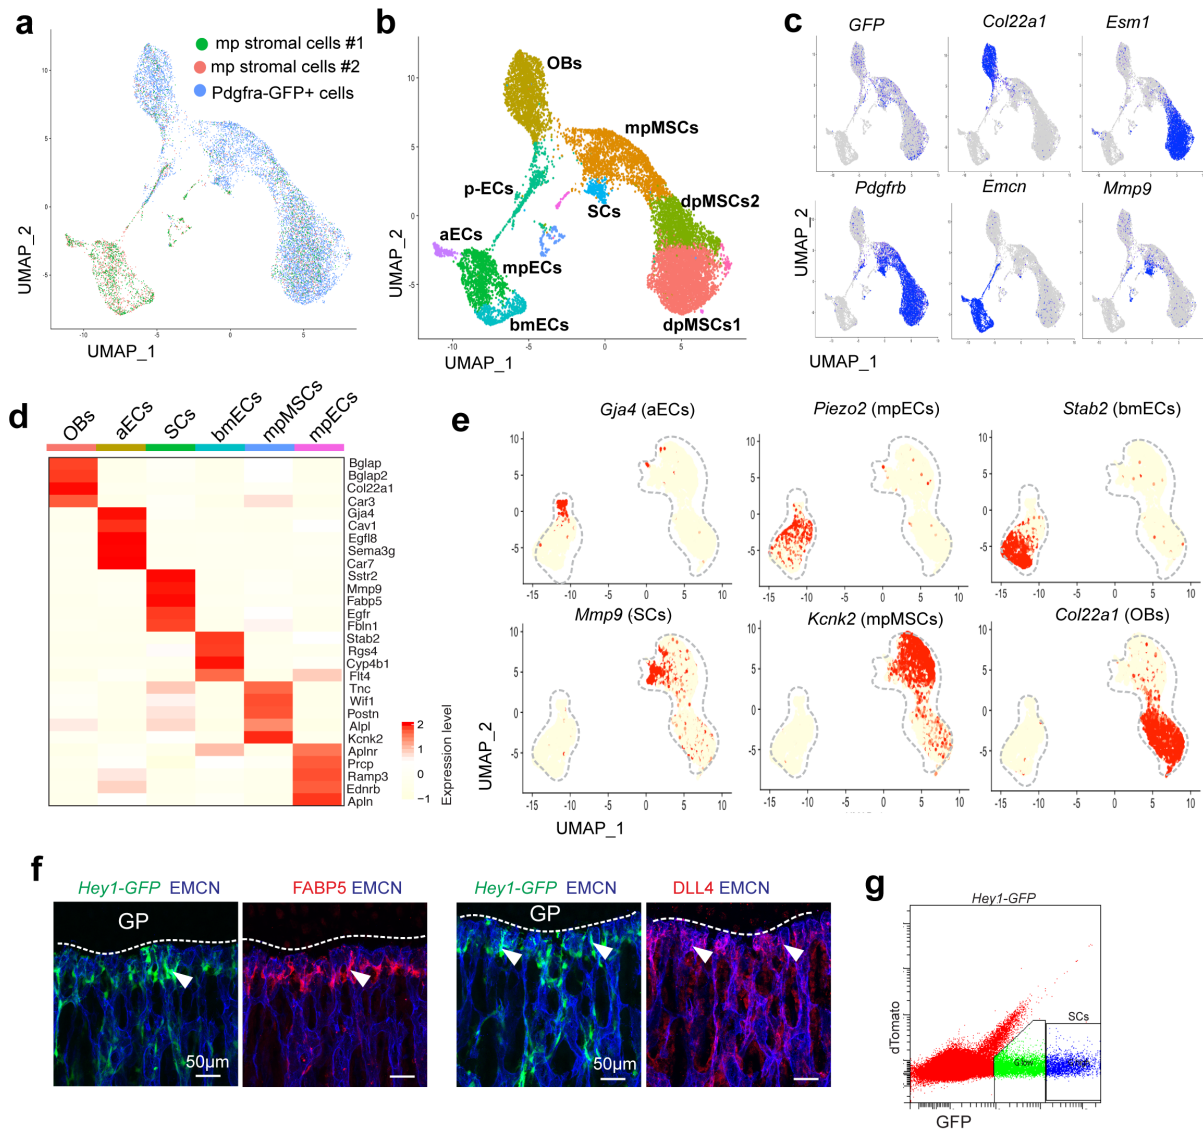

**Supplementary Figure 8. Analysis of metaphyseal bone stromal cells.**

**a to c.** UMAP plots of merged *Pdgrfa-GFP*<sup>+</sup> and BMSC scRNA-seq data sets (**a**) and colour-coded clustering of cell populations (**b**) with expression of selected cell-type-specific marker genes (**c**). Osteoblast lineage cells (OBs), septoclasts (SCs), arterial ECs (aECs), bone marrow ECs (bmECs), metaphyseal ECs (mpECs), proliferating ECs (p-ECs), metaphyseal mesenchymal stromal cells (mpMSCs), and diaphyseal mesenchymal stromal cells (dpMSCs1, dpMSCs2). **d** and **e**. Heatmap with 5 top marker genes for OBs, SCs, aECs, bmECs, mpECs, and mpMSCs (**d**). Feature blots of population-specific markers: *Gja4* – aECs; *Piezo2* – mpEC; *Stab2* – bmEC; *Mmp9* – SCs; *Kcnk2* – mpMSCs; *Col22a1* – OBs (**e**). **f**. Representative confocal images of 3-week-old femur showing expression of *Hey1-GFP* (green) Notch reporter in *FABP5*<sup>+</sup> (red) SCs (arrowheads). *DLL4* (red) immunosignals in bud ECs (**f**). Growth plate

(GP) is indicated. **g.** Representative gating strategy for the FACS sorting of GFP<sup>high</sup> cells from 3-week-old *Hey1-GFP* metaphysis for SCs isolation. Supplementary figure 8f (n =4) independent biological samples.

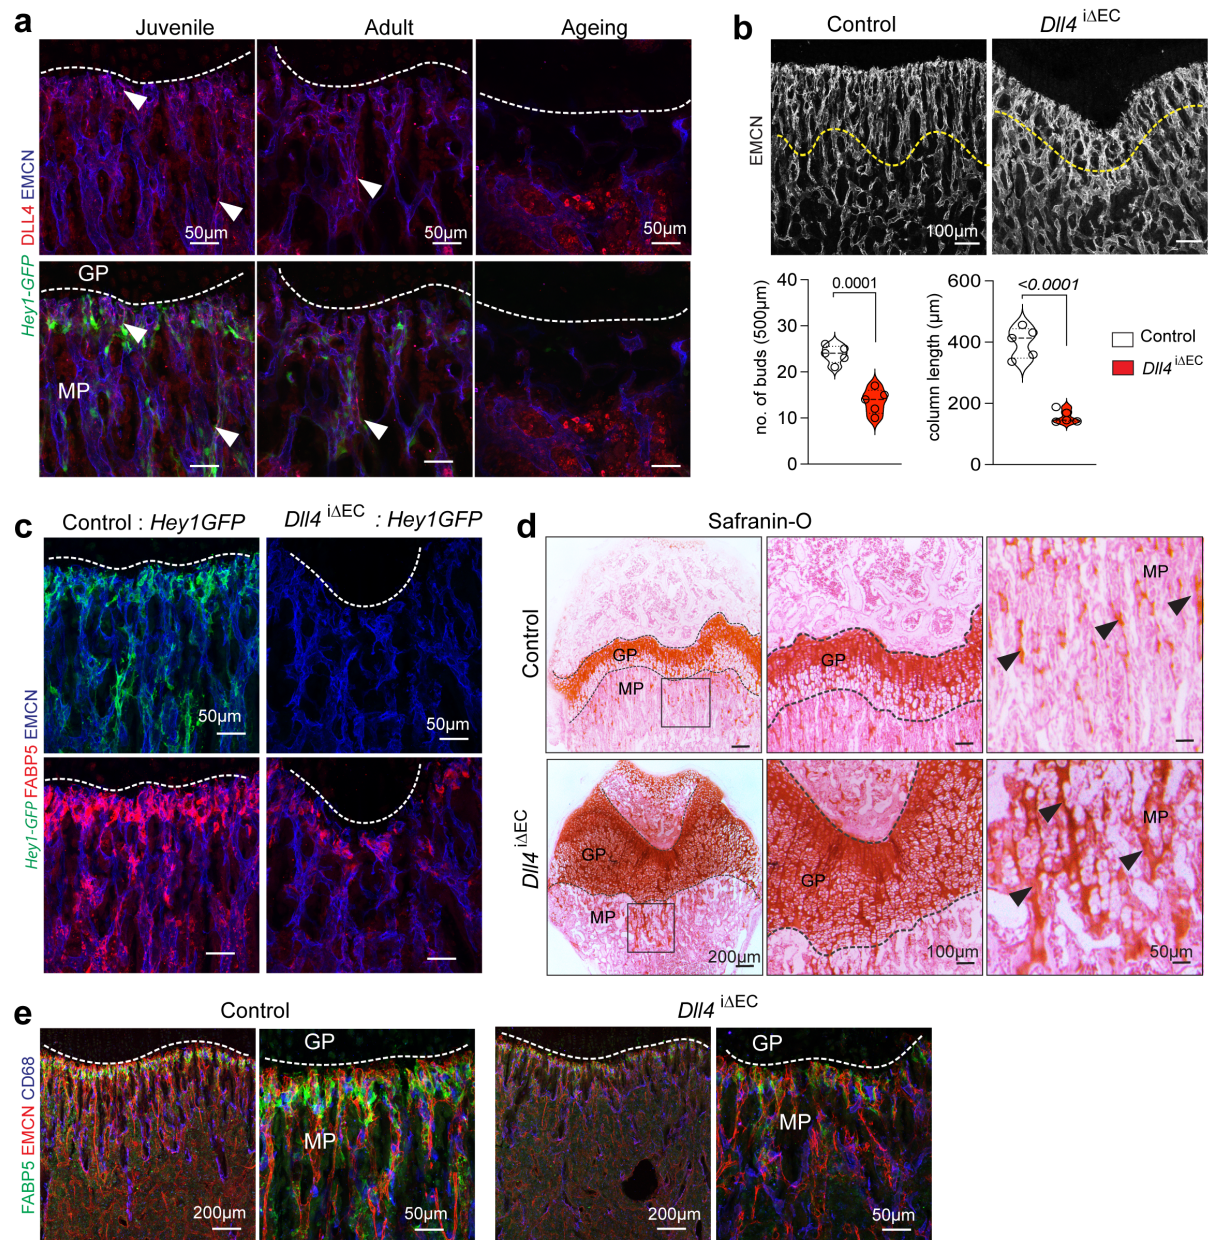

### Supplementary Figure 9. Endothelial DLL4 activate Notch signalling in septoclasts.

**a.** DLL4 (red, arrowheads) immunostaining and *Hey1-GFP* reporter expression in femurs from different age groups. ECs, EMCN (blue). **b.** Representative confocal images showing metaphyseal bone vasculature (Emcn, gray) of 3-week-old *Dll4*<sup>iΔEC</sup> mutant and littermate control. Quantitation of vessel buds and column length in *Dll4*<sup>iΔEC</sup> mutants relative to controls. n=5 control and mutant bone; data are presented as mean values +/- SEM. Statistical analysis by Mann-Whitney test (two-tailed). Source data are provided in Source Data file. **c.** *Hey1-GFP* expression and FABP5 signals are reduced in *Dll4*<sup>iΔEC</sup> mutants. **d.** Safranin-O staining showing increase of growth plate area and cartilage remnants (arrowheads) in the *Dll4*<sup>iΔEC</sup> mutant metaphysis compared to control. Panels on the right show higher magnification of boxed area

on the left. **e.** Reduction of FABP5<sup>+</sup> (green) but not CD68<sup>+</sup> (blue) OCs in *Dll4*<sup>iΔEC</sup> mutant bone. ECs, EMCN (red). Supplementary figure 9a, c, d, e (n =5) independent biological samples.

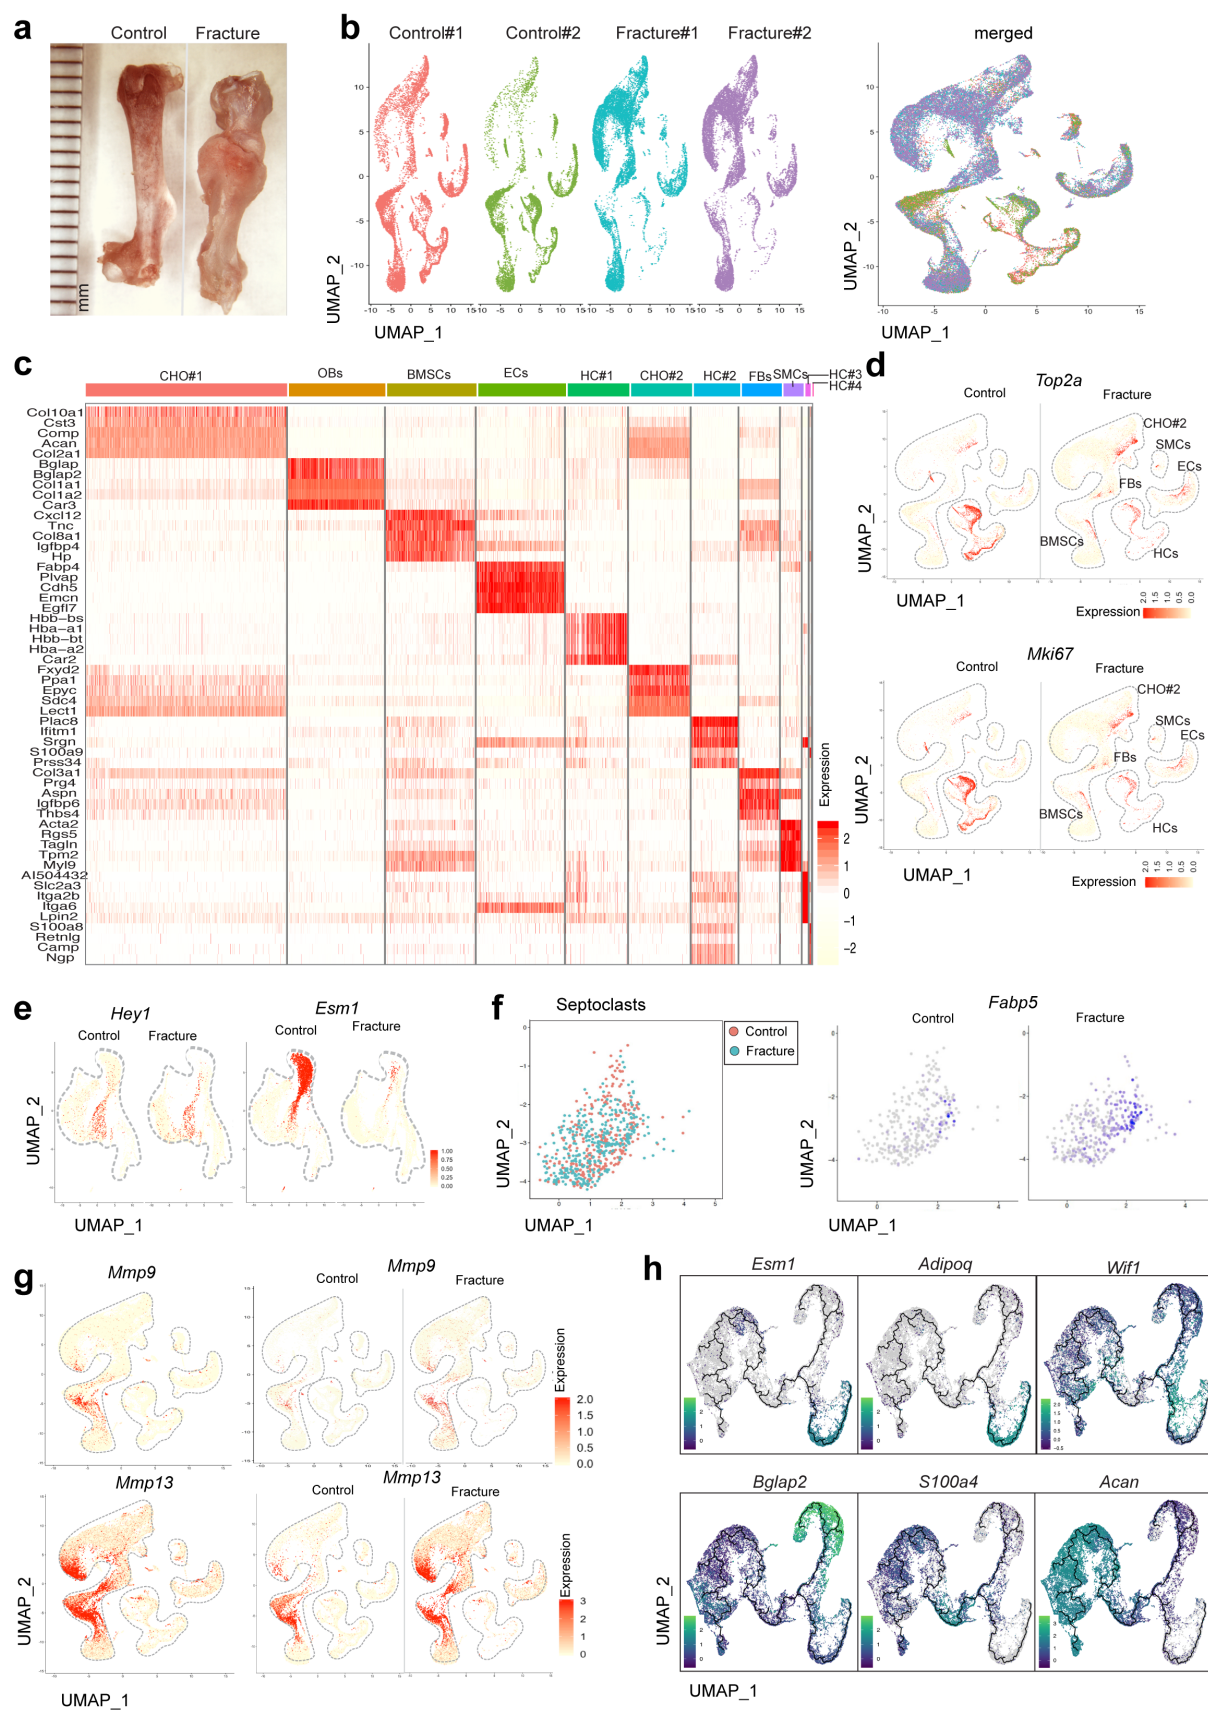

**Supplementary Figure 10. scRNA-seq analysis of healing bone fractures. a.** Freshly isolated 12-week-old control and PFD14 femurs. **b.** Independent control and PFD14 scRNA-

seq replicates displayed in individual and merged UMAP plots. **c** and **d**. Heatmap showing the top 5 marker genes for each cluster (**c**). Cell proliferation markers *Top2a* and *Mki67* are displayed in feature plots. Proliferating cells are increased in CHO#2, SMCs, ECs, FBs and BMSCs are increased in fracture compared to control scRNA-seq data (**d**). **e**. BMSC subcluster in UMAP plots shows reduction of *Esm1*+ dpMSCs but not of *Hey1*+ mpMSCs in PFD14 bone relative to control. **f**. Control and PFD14 SCs cluster together but *Fabp5* expression is increased after fracture. **g**. Fracture BMSC sc-RNA seq data shows elevated *Mmp9* and *Mmp13* expression in PFD14 samples. **h**. Monocle trajectory analysis of BMSC differentiation during callus formation. Expression of marker genes is displayed in trajectory.

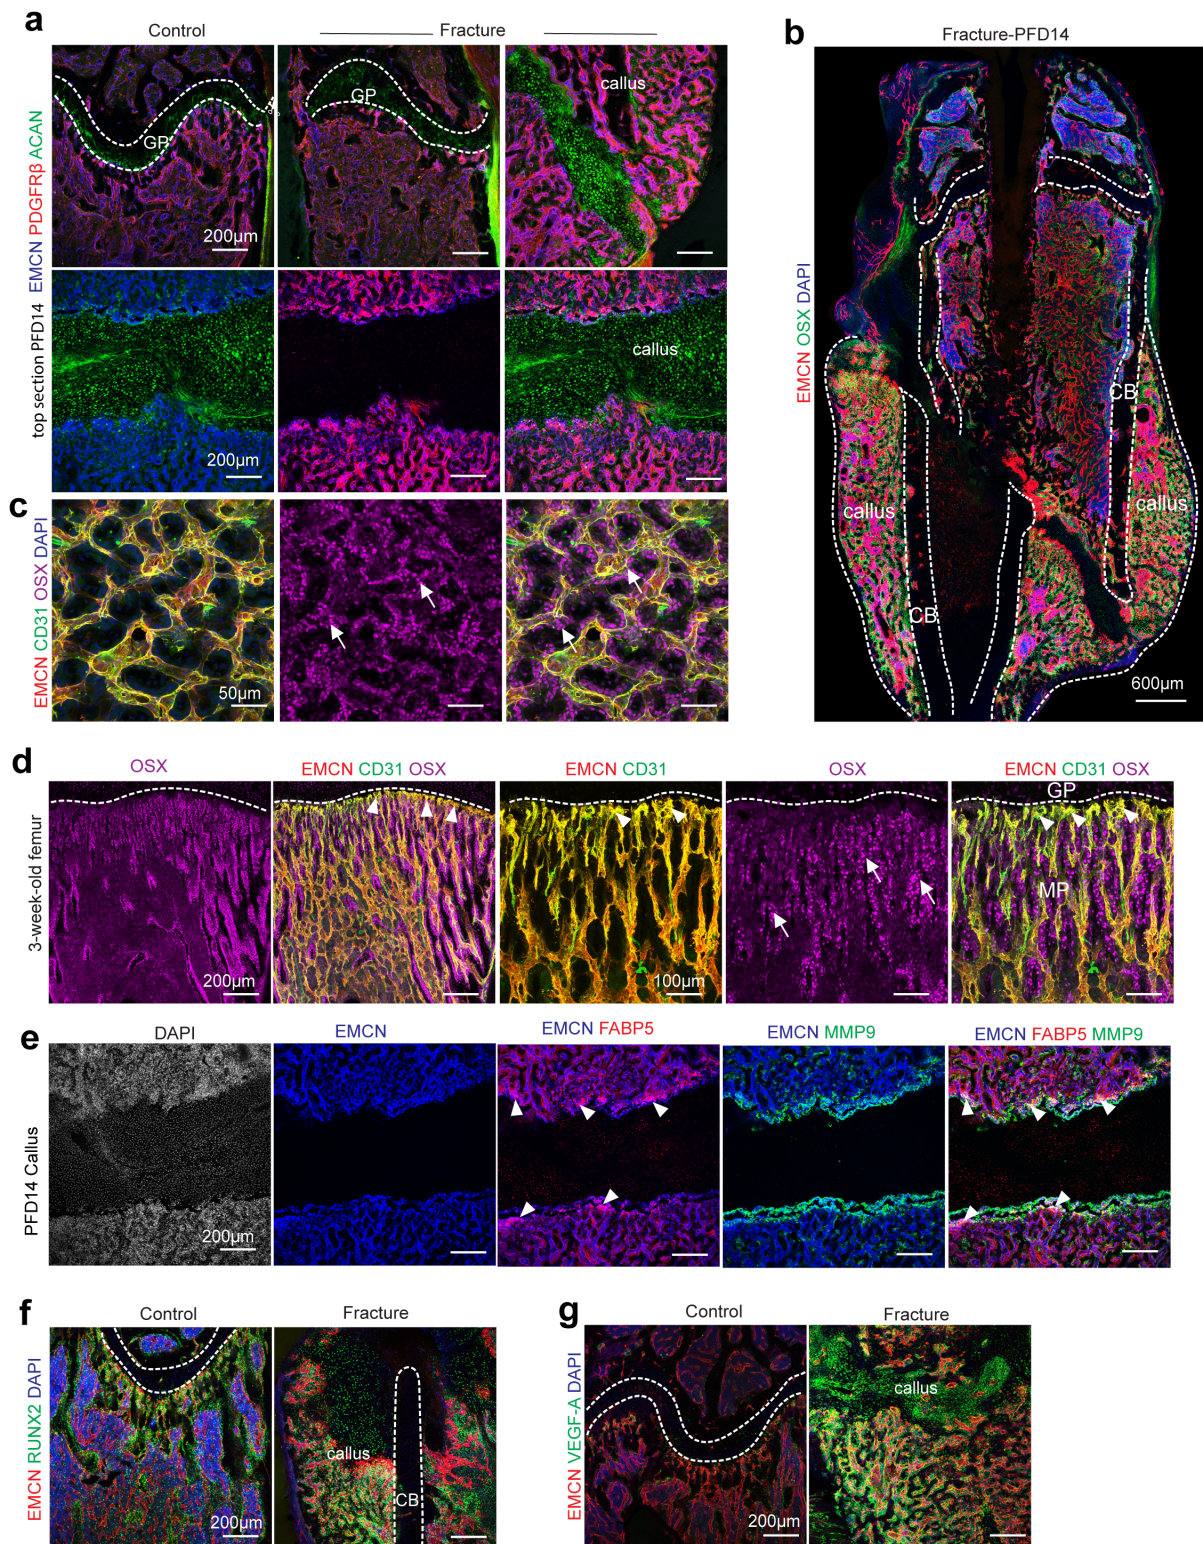

**Supplementary Figure 11. Fracture repair and SC expansion.** **a.** Confocal image showing control and PFD14 metaphysis area as well as the PFD14 callus. ECs (EMCN, blue), BMSCs (PDGFRβ, red) and callus (ACAN, green). **b** and **c.** Tile scan confocal image of PFD14 bone showing EMCN+ (blue) ECs and OSX+ (green) osteoprogenitor cells. Nuclei, DAPI (blue)

(b). High magnification images showing CD31<sup>hi</sup> (green) and EMCN<sup>hi</sup> (red) vessels (arrowheads) in proximity of callus chondrocytes. OSX+ (purple) cells (arrows) are abundant around vessels (c). d. Section of 3-week-old wild-type metaphysis showing CD31<sup>high</sup> (green) and EMCN<sup>high</sup> (red) distal vessel buds (arrowheads) in proximity of growth plate chondrocytes. OSX+ (purple) osteoprogenitors (arrows) are associated with vessel columns.e. Confocal images of PFD14 callus with FABP5+ (red) SCs (arrowheads), high MMP9 (green) signal at the leading edge of the callus vasculature (Emcn, blue). f and g. Representative confocal image of control metaphyseal region and PFD14 callus showing RUNX2+ cells (f) and increase of VEGFA signal (g) in PFD14 callus chondrogenic area relative to control metaphysis. Supplementary figure 11a to g (control =5 and fracture =4) independent biological samples.

# Supplementary material for: Mesenchymal stromal cell-derived septoclasts resorb cartilage during developmental ossification and fracture healing
**Source:** Nat Commun. 2022 Jan 28;13:571. doi: 10.1038/s41467-022-28142-w
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

RNA sequencing by NextSeq500, MiSeq (Illumina); Confocal immunofluorescence image were collected from leica TCS-SP8; Cell sorting and analyzed by FACS Aria II cell sorter (BD Bioscience); GraphPad Prism (version 7). Adobe Photoshop 2020 and Adobe illustrator 2020.

Data analysis

Data analysis and statistical tests were done using GraphPad Prism (Version 9). Confocal images were analyzed with Volocity 6.3 (Quorum Techonology) or imageJ (Version: 2.0.0-re-69/1.52p).

Single cell RNA sequencing data analysis

Read Data pre-processing

Sequencing results were demultiplexed and converted to FASTQ format using Illumina 's bcl2fastq software. Raw reads were processed using fastp (version 0.20) excluding reads with an average quality score of less than 20, trimming the ends of reads base by base with a quality score less than 20 and requiring all reads to be their minimum expected length, based on the number of cycles during sequencing for the first read, containing the cellular barcode and UMI.

Read Mapping

Preprocessed read data was aligned to the mouse reference genome (mm10, Gencode M23 with H2B-GFP added) with STAR (version 2.7.3a) through its single-cell functionality STARsolo, using parameters to mirror unfiltered 10x Genomics CellRanger 3 output for sample demultiplexing, barcode processing and transcript counting. The official 10x Genomics whitelist for the respective Chromium version was used.

Count matrix Pre-processing

Datasets were analysed with default settings of the respective tools, if not specified otherwise. Preprocessing of the feature-count-matrix output by STARsolo was performed in R (version 3.6.0) using the scanr (version 1.14.6), scater (version 1.14.6), SingleCellExperiment (version 1.8) and ggplot2 (version 3.3.2) packages. All visualisation was done using ggplot2 functions. Raw count matrices were loaded into

SingleCellExperiment objects for storage and manipulation. The EmptyDrops function from the DropletUtils package was used to pre-filter the feature-count-matrix. Per cell and per feature metrics were calculated with the appropriate functions of the scater package and used to exclude low-quality cells. Cells with less than 1500 (mpMSC) or 1000 (Pdgfra-GFP) features respectively as well as more than 15% transcripts of mitochondrial origin and 30% of ribosomal origin were filtered out. By these strict thresholds mostly remaining cells of the haematopoietic lineage and low quality cells were removed. Repeating the analysis without these cut-offs revealed no additional desired cell types. Only features present in more than 10 cells were retained. A total of 4,386 cells for the mpMSC datasets and 11,242 for the Pdgfra-GFP dataset were used for further Analysis. The mean numbers of detected genes per cell ranged from 2,120 in the Pdgfra-GFP dataset to 2,676 in the second replicate of the mpMSC dataset.

#### Clustering & Visualisation

Default settings were used, if not specified otherwise. Data normalization was performed using the normalize function provided by the scan package. The identification of highly variable genes, Cell cycle scoring, UMAP dimensionality reduction, Louvain clustering with multilevel refinement and the identification of marker genes were performed using Seurat (version 3.1.5). Always the top 5000 highly variable features were reported and used for principal component analysis (PCA). All clustering steps were done using 500 starts and 100 iterations per start. Marker genes were calculated with Seurat's FindAllMarkers function, using its implementation of the non-parametric Wilcoxon Rank sum test. Cell identities were manually annotated based on known marker genes.

#### Pdgfra-GFP Datasets

Variable genes were determined and then used for PCA. Cell cycle phases were classified and all genes were scaled and centered. For this scaling step only, the sum of mitochondrial reads per cell and the difference between the G2M and S phase scores as calculated earlier were regressed out. The first 30 principal components (PCs) were chosen and used for UMAP visualisation and clustering with multilevel refinement (resolution set to 0.6). Based on manually determined cell identities, the dataset was subset. Scaling, PCA, UMAP visualisation and Louvain clustering were rerun on the subset Pdgfra-GFPs dataset using the first 15 PCs with a resolution of 0.3. Filtering this way had to be repeated once more, with the same settings, to remove a small proliferative cell population that was not properly captured in the clustering steps before.

#### mpBSC Dataset

The procedure was highly similar to the analysis of the Pdgfra-GFPs dataset. To account for possible systematic technical effects between the replicates, the two pre-processed replicates were integrated using Seurat's alignment method for data integration (Butler et al 2018, Stuart et al, 2019) using the first 40 PCs. Briefly, this method uses canonical correlation analysis to learn the shared gene correlation structure across two datasets and then aligns them in lower-dimensional space thereby correcting for batch-effects. After integration, all genes were scaled and centered and the first 20 PCs were chosen for UMAP visualisation and Louvain clustering at a resolution of 0.4. Cell identities were determined as before and only cell identities of interest were retained. Scaling, PCA, UMAP visualisation and Louvain clustering were rerun, using the first 20 PCs and a clustering resolution of 0.4.

#### Merged Datasets

The pre-processed mpMSC and the final subset Pdgfra-GFP datasets were integrated using Seurat's integration method as before. Scaling, PCA, UMAP visualisation and Louvain clustering were run on the merged dataset using the first 25 PCs and a clustering resolution of 0.4. In this fashion also the following final clustering step was performed. After removing all cell identities not of interest for further Analysis, a dimensionality of 15 PC was used for UMAP visualisation and a resolution of 0.3 for Louvain clustering.

#### Trajectory analysis

Monocle was used for pseudotime trajectory analysis. We imported all information from Seurat objects to Monocle CDS objects and then performed dimensionality reduction using its DDRTree method with parameters max\_components=2 and norm\_method="vstExprs". The top 100 marker genes as determined earlier by log2 fold-change for each cluster were used as ordering genes for the trajectory. The resulting Trajectory was then plotted with default settings.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single cell RNA-sequencing datasets are available at Gene Expression Omnibus (GEO, <https://www.ncbi.nlm.nih.gov/geo/>). The accession number GSE154076 and GSE154247. The mouse reference genome (mm10, Gencode M23)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No specific statistical methods were used to predetermine sample size. Sample size were chosen based on previous experience. (ref. kusumbe et al. Nature 2014; Ramasamy et al., Nature 2014; Sivaraj et al., Elife 2020; Sivaraj et al., Cell Report 2021).                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data exclusions | Cells are excluded in the single cell RNA-seq data. Per cell and per feature metrics were calculated with the appropriate functions of the scater package and used to exclude low-quality cells. Cells with less than 1500 (mpMSC) or 1000 (Pdgfra-GFP) features respectively as well as more than 15% transcripts of mitochondrial origin and 30% of ribosomal origin were filtered out. By these strict thresholds mostly remaining cells of the haematopoietic lineage and low quality cells were removed. Repeating the analysis without these cut-offs revealed no additional desired cell types. Only features present in more than 10 cells were retained. |
| Replication     | scRNA-seq experiments was performed duplicate and other all experiments were repeated at least three times and performed independently to ensure reproducibility. All the attempts of replication experiments were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | No formal method of randomization was used. All experiments involving wildtype mice were performed on inbred C57Bl6 strain with male mice of same age group. For mutant studies we used both male and female of same age group, and phenotype were always compared between same age and sex of animals. For fracture model we used age matched female mice.                                                                                                                                                                                                                                                                                                       |
| Blinding        | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All antibody details (clone and manufacturer) are included in methods and also listed below:</p> <p>Antibody Catalog number Manufacturer Concentration</p> <p>Endomucin sc-65495 Santa Cruz Biotechnology 1:100</p> <p>CD31 AF3628 R&amp;D 1:100</p> <p>FABP5 C312991 Lifespan Bioscience 1:100</p> <p>CD68(FA-11) ab53444 abcam 1:200</p> <p>Pdgfrbeta AF1042 R&amp;D 1:100</p> <p>NG2 AB5320 Milipore 1:100</p> <p>CD146 ab75769 Abcam 1:100</p> <p>Osterix ab22552 abcam 1:300</p> <p>GFP ab13970 abcam 1:200</p> <p>MMP9 AF909 R&amp;D 1:200</p> <p>MMP13 18165-1-AP Proteintech 1:100</p> <p>MMP14 PA5-13183 Invitrogen 1:100</p> <p>ACAN AB1031 Milipore 1:100</p> <p>LAMP1 553792 BD Pharmingen 1:100</p> <p>vATPaseB1/B2 200839 R&amp;D 1:100</p> <p>Ki67 ab15580 Abcam 1:100</p> <p>Dil4 AF1389 R&amp;D 1:50</p> <p>Runx2 ab192256 Abcam 1:200</p> <p>Vegfa (EP1176Y) ab52917 Abcam 1:200</p> <p>Phalloidin Alexa Fluor 488 A12379 Thermo Fischer Scientific 1:100</p> <p>Alexa Fluor 488 A21208 Thermo Fischer Scientific 1:100</p> |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Alexa Fluor 546 A11056 Thermo Fischer Scientific 1:100  
 Alexa Fluor 594 A21209 Thermo Fischer Scientific 1:100  
 Alexa Fluor 647 A31573 Thermo Fischer Scientific 1:100  
 Alexa Fluor 647 A21447 Thermo Fischer Scientific 1:100

## Validation

All antibodies used in the study have been commercially available and previously used by our group (ref. kusumbe et al. Nature 2014; Ramasamy et al., Nature 2014; Sivaraj et al., Elife 2020; Sivaraj et al., Cell Report 2021). The complete information and all validation information for each Ab as well as previous publications that have used each Ab can be found on the manufacturer's website.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

All animals used in this study are Mus musculus species, C57/BL6 background strain independent of genotype. All mice were maintained in pathogen free standard condition as mentioned in the animal guidelines.  
 Transgenic mice were generated from our laboratory, Cdh5(PAC)-CreERT2, Pdgfrb-Cre ERT2, Dll4 lox/lox mice; and following transgenic mice PdgfraGFP, Rosa26-mTG, VavCre, Acan-CreERT2, Hey1GFP were purchased from Jackson Laboratory. 3-week old male and female transgenic mice were used for most of the experiments.

For mutant experiment, mice were bred to Cdh5(PAC)Cre-ERT2 to generate inducible mouse model. Cre negative were used as litter mate control. Most of the experiments were performed at 3 weeks.

Fracture healing experiment were performed on 10-week-old female mice and analyzed in 14 days later.

For septoclast developmental and aging experiments bone were analyzed embryo E15.5, postnatal day1 (p1), P6, P14, and 3, 12, 70-76 weeks old male mice.

## Wild animals

No wild animals were used in the study.

## Field-collected samples

No field collected samples were used.

## Ethics oversight

All animal experiments were performed according to the international guidelines and laws, approved by local animal ethical committee University of Muenster and Max Planck Institute for Molecular Biomedicine with premissions granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Bone marrow isolation was performed using crushing methodology, followed by MACS beads and quadromacs (LS columns) were used for lineage depletion or bone marrow stromal cells enrichment. 3-weeks-old PdgfraGFP male mice were used for isolating septoclasts. We used femur and tibia are separated by surgical dissection and bone marrow were collected. Bones were dissected into small size and digested with Collagenase for 30 min at 37°C. Cells were washed with 1%BSA and filtered to obtained a single cell suspension. The detailed BM isolation protocol is included in the methods section.

## Instrument

FACS Aria II cell sorter (BD Bioscience)

## Software

FACSDiva (BD Bioscience) was used for sorting and analysis.

## Cell population abundance

Sorted cell quality were analysed by confocal microscopy.

## Gating strategy

Single viable cells were gated initially forward and side scatter. GFP + cells were sorted.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

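Droplet scRNA-seq counts of 3 libraries from mice aged 3 weeks were analysed: 2 libraries of metaphyseal cells depleted of haematopoietic cells (replicates 1 and 2) and 1 library of *Pdgfra-GFP*+ sorted cells. The authors trimmed the reads with fastp, aligned them with STARsolo to mm10 with the Gencode M23 annotation and the H2B-GFP transgene, and deposited raw UMI counts per gene and barcode over the whole barcode whitelist, with no cell filter and no normalization. These deposited counts cover 55422 genes. Gene positions were taken from the Gencode M21 annotation of the same genome build, GRCm38, and not from M23. Only the steps after the counts were computed here.

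The libraries held 25243314, 22082735 and 91747759 UMIs. Cells were kept with at least 1500 genes in the metaphyseal libraries and 1000 genes in the *Pdgfra-GFP* library, at most 15% mitochondrial and 30% ribosomal UMIs, and genes were kept when seen in more than 10 cells, as the methods state. This left 2389, 2011 and 11319 cells. EmptyDrops and Monocle were not used here. Doublets were called with Scrublet in scanpy 1.11.5 and kept, and an alternative removed them. Intervals are exact at the 95% level, Poisson for sums of UMIs and binomial for shares, and cover counting error only. With 1 *Pdgfra-GFP* library, differences within it have no replicate check and no test.

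Clustering used Seurat 5.3.0 in R 4.3.3 with 5000 variable genes, from which the 39 genes discussed by the paper were left out. The *Pdgfra-GFP* cells were clustered with 30 principal components at resolution 0.6, and BMSC-like and OB-like cells were re-clustered 2 times with 15 principal components after mitochondrial UMIs and the cell cycle difference were regressed out. Metaphyseal libraries were integrated with canonical correlation anchors over 40 principal components and clustered with 20 at resolution 0.4. All 3 libraries were merged with 25 principal components and the selected populations re-clustered with 15. Where no cluster carried the SC markers, the resolution was raised by 0.1 at a time. A marker counted as raised at 2 times the median cluster after adding 10 CPM and in at least 10% of cells, and a name needed 3 raised markers. Each library's part of a merged cluster needed at least 10 cells. It kept the cluster's name if its own highest marker list was of the same class (stromal or osteoblastic, endothelial, or other). The samples, the marker lists, the gene lists and all but 1 of the alternatives were chosen before the data were examined. The tests were too, except those of free RNA, of mixing between clusters and of counting error, and the counts of other splits. These were chosen only after the result was seen. The tests of osteoclast RNA and of doublets were written before their results were seen. The thresholds for naming, the rule to name each library's part of a merged cluster, and the rule that clusters with raised SC markers were also re-clustered were chosen after several versions had been compared by cluster names and cell numbers, and before any gene was tested. The added alternative names merged clusters over all libraries together, so that every part keeps the name of its cluster whatever its own markers.

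For comparisons across libraries, raw UMI counts were summed per library and population with at least 10 cells. The sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment over 11720 genes, threshold 0.05) in a single model with the library as a block. The populations of a library come from the same cells in suspension, so the sums pair. As a check, deviations of SC-like and mpMSC-like sums from their group means correlated across genes with Pearson's r of 0.0743, 0.120 and 0.454 in metaphyseal replicates 1 and 2 and the *Pdgfra-GFP* library. EC-like levels average 4 subpopulations with equal weight. Genes named beyond those of the paper are the 10 with the largest log2 fold change between SC-like and mpMSC-like cells among those past the threshold, with the same direction in every library, a mean of at least 20 CPM, and no role in clustering or naming. Both statistics were tested on simulated counts first.

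Alternatives changed 1 choice at a time, and those that clustered anew repeated the steps that raise the resolution, so their final resolution could differ too: the variable genes, the starting resolutions, doublets, scran 1.30.0 size factors, regression, integration, the limits on genes and mitochondrial UMIs, the way SC-like cells were picked, thinning to 2000 UMIs per cell, the neighbours counted, DESeq2 1.42.0 as test or for size factors, the filter on low counts, the block, the populations in the fit, the smallest number of cells, and leaving out each library. Sets of Gene Ontology and phenotype terms, the fracture callus, and measurements other than scRNA-seq were not analysed here. The result for 1 list of genes is not reported here.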

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

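Of the tests in this part, those of free RNA, of mixing with SC-like cells and of counting error were chosen only after the result was seen. The test of mixing replaced earlier versions on 4 markers and on the 10 most abundant genes.

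*Hey1* was higher in SC-like than in mpMSC-like cells of both metaphyseal libraries, with ratios of TMM-normalized CPM of 1.50 and 1.22, and lower in the *Pdgfra-GFP* library, with a ratio of 0.752. Before TMM normalization the ratios were 1.57, 1.49 and 0.776. The libraries moved in opposite directions, and the difference between them was not tested. Counting error stays open for the metaphyseal libraries, whose ratio together was 1.37 with a lower limit of 0.922 after TMM normalization and 1.03 before it. The interval of this ratio lay above that of the *Pdgfra-GFP* library (0.647 to 0.870) in 3 of the 5 clusterings with both populations in all libraries and overlapped it in the others. The directions were opposite in the same 3 clusterings. They were not with starting resolutions 2 times as high (1.52, 0.793 and 0.691) or with doublets removed (1.24, 0.649 and 0.672), which ended at merged resolutions of 0.6 and 1.4, so the way the cells were clustered and named cannot be told apart from a difference between the libraries. The sort also differed between these libraries, and this stays open and untested. Whether the tissue differed is not settled, since for the GFP-sorted cells the paper's results name the metaphysis-epiphysis region and its methods the metaphysis.

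*Mmp9* reached 956 CPM in mural-like cells of the *Pdgfra-GFP* library (Poisson interval 863 to 1056, 387 UMIs), a population of this library the paper does not discuss. The value covers 73 of the 77 mural-like cells, since the other 4 went on to the final re-clustering. A few cells carried it: 3 cells held 317 of the 387 UMIs (81.9%), and 61 cells held 0. Free RNA does not explain this level, since erythroid-like cells held 12.3 CPM and near-empty barcodes 275 CPM of *Mmp9*. SC-like cells mixed into this cluster would have to supply 9.05% of its RNA. This was tested on 9 genes at least 4-fold higher in SC-like cells than in mpMSC-like and OB-like cells and in mural-like cells without *Mmp9*. The 12 mural-like cells with *Mmp9* held 36 UMIs of these genes. SC-like cells drawn at random until they held as much *Mmp9* had a median of 83.0 UMIs, and 5.47% of 100000 draws had 36 or fewer. A few SC-like cells in this cluster and expression by mural-like cells therefore cannot be told apart, because SC-like cells vary this much among themselves. No biological explanation was tested.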

How the results depend on the processing

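The naming of merged clusters over all libraries together and the counts of other splits were chosen only after the result was seen. Under each alternative that clustered anew, the resolution was again raised until SC-like cells were named, so the final resolution could also differ. For the merged libraries it was 0.6, and also with no integration and with starting resolutions 2 times as high, but 0.3 with the genes discussed by the paper among the variable genes, 1.4 with doublets removed and 1.3 with a minimum of 1000 genes per cell. For the re-clustered *Pdgfra-GFP* cells it was 0.4, against 0.6 with starting resolutions 2 times as high and 0.3 with doublets removed. With no integration the merged populations differed too: SC-like cells numbered 57 and 43 in metaphyseal replicates 1 and 2. Under it mpMSC-like cells had sums in 2 libraries only, with 11 cells in replicate 2. For every change below the cause was not tested, except where an alternative tests fewer genes or libraries.

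In the *Pdgfra-GFP* library the SC-like share of 3.31% became 3.81% with the genes discussed by the paper among the variable genes, 1.03% with 2000 variable genes, 3.93% with starting resolutions 2 times as high and 3.94% with scran size factors. The mpMSC-like share of the nearest cells, 89.0%, became 83.6% with those genes included, 95.5% with 2000 variable genes, 94.1% with doublets removed and 73.4% with nothing regressed out. The EC-like share of the metaphyseal libraries became 42.1% with the genes discussed by the paper included.

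SC-like and mpMSC-like cells, which were clustered on the same counts, differed in 1314 genes. The number was 613 with no integration, 602 with thinned sums, 735 with only the populations compared and 271 with merged clusters named over all libraries together. It was highest, at 1744, with starting resolutions 2 times as high, followed by 1683 with the genes discussed by the paper among the variable genes and 1502 with no filter on low counts. It ran from 436 to 994 across the 3 fits that each left out a library, lowest without the *Pdgfra-GFP* library. Without the block that pairs the sums of a library it was 574, with *Hey1* in SC-like against mpMSC-like cells at 0.057 on the log2 scale, and *Mmp13* and *Ctsb* below EC-like cells among the lost calls. With merged clusters named over all libraries together, 2 of the 7 proteases passed against mpMSC-like cells and 3 against EC-like cells, and 0 of *Hey1* and *Heyl*, when 1580 genes had an unadjusted p under 0.05. Adjusted over the list alone, these numbers were 4, 5 and 0. Under this naming EC-like cells had sums in 3 libraries, against 2 in the main fit. Leaving out a library gave 4 to 6 proteases against mpMSC-like cells and 0 to 1 of *Hey1* and *Heyl*, lowest in each case without the *Pdgfra-GFP* library. Adjusted over the list alone, it gave 6 and 1 without the *Pdgfra-GFP* library.

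*Hey1* in SC-like against mpMSC-like cells changed direction with DESeq2's Wald test (0.074), and lay between -0.29 and 0.47 across the 3 fits that each left out a library, highest without the *Pdgfra-GFP* library. Its lowest value was -0.53, with thinned sums. *Ctsb* changed direction with no filter on low counts (-0.00021), and lay between -0.091 and 0.18 across the fits that left out a library, lowest without the *Pdgfra-GFP* library. Its highest value over all alternatives was 0.40. *Jag1* in EC-like cells changed direction with doublets removed (-0.18), with a minimum of 1000 genes per cell (-0.13) and without the *Pdgfra-GFP* library (-0.0020). None of these values passed the threshold over all genes tested. Over all alternatives, the 45 single-gene results gave 649 values, of which 593 kept direction and side of the threshold, 46 lost the call, 2 gained it and 8 changed direction. The 7 proteases were higher than in OB-like cells under all 15 alternatives.

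Of the 4 splits of the 6 SC-like and mpMSC-like sums that part the sums of every library, 1 gave as many proteases, 1 as many genes and 2 as many of *Hey1* and *Heyl*, the real split included. The largest number of genes in another of these splits was 45, and in splits that part fewer libraries 32. For SC-like against OB-like cells, 1 of 4 gave as many proteases. With 4 splits no share under 0.05 can be reached.

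A minimum of 30 cells left SC-like cells in 1 library. SC-like cells were then not tested against mpMSC-like, EC-like or OB-like cells, as the SC-like side held 1 library. In the comparison of EC-like cells with the mean of SC-like and mpMSC-like cells, the SC-like part came from that library alone. With a metaphyseal library left out, EC-like cells were not tested, as the EC-like side held 1 library. The 16 and 13 SC-like cells of the metaphyseal libraries limit what these libraries show without the *Pdgfra-GFP* library.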

Differences from the paper's values

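No test in this part was chosen after the result was seen, and the alternatives named here were set before the data were examined.

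The paper's number of proliferating BMSCs in the re-clustered *Pdgfra-GFP* cells is 302, and 145 proliferating BMSC-like cells were found here. With nothing regressed out the number was 291. It was 140 with the genes discussed by the paper among the variable genes, 148 with 2000 variable genes, 140 with starting resolutions 2 times as high and 136 with doublets removed, and no such cluster was named with scran size factors. The names were rebuilt from the counts.

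The paper's figure shows *Hey1* as high in SCs relative to mpMSCs. Here its log2 fold change was -0.18, and no alternative called it higher or lower over all genes tested, with values from -0.53 to 0.47. Adjusted over the list alone, it was called lower under 4 alternatives: starting resolutions 2 times as high (-0.36), doublets removed (-0.45), no integration (-0.42) and thinned sums (-0.53).

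The paper describes the 4 Notch ligands as mainly endothelial and also finds *Jag1* in mpMSCs. Here 3 of the 4 were higher in EC-like than in SC-like and mpMSC-like cells, and *Jag1*, which was present in mpMSC-like cells too, did not pass (log2 fold change 0.18). *Jag1* was called with the genes discussed by the paper among the variable genes (0.53) and with no integration (0.63).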

Other observations

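The tests below of RNA from osteoclasts and of doublets were written before their results were seen, and those of free RNA and of mixing with mural-like cells were chosen only after the result was seen. The other values are given without a test of a hypothesis.

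*Mmp9* in SC-like cells could come from osteoclast RNA. In 17 cells of the *Pdgfra-GFP* library with osteoclast markers, *Mmp9* was at 5827 CPM and *Acp5* at 19150 CPM, so that SC-like cells would need 34735 CPM of *Acp5*, and they had 8.39 CPM. Osteoclast RNA is therefore excluded as the source of this *Mmp9*.

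The paper displays *Pdgfra-GFP* expression over the cells in feature plots (Supplementary Fig. 4c). The H2B-GFP transcript was at 603 CPM in the SC-like cells of the *Pdgfra-GFP* library (Poisson interval 570 to 638, 1222 UMIs). It was 190 CPM in mpMSC-like, 120 CPM in dpMSC-like and 48.8 CPM in OB-like cells, and 919 CPM in mural-like cells. *Pdgfra* itself went the other way, at 20.7 CPM in SC-like and 106 CPM in dpMSC-like cells. Free RNA does not explain the level, since near-empty barcodes held 65.5 CPM of the transcript and erythroid-like cells 26.1 CPM. Mural-like cells mixed into the SC-like cluster would have brought 8416 CPM of *Rgs5*, and 177 CPM were found. After called doublets were removed the level was 599 CPM, against 107 CPM in the other cells. No biological explanation was tested. The 1 library gives no replicate check.

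Among genes the paper does not discuss, *Nrp1* was higher in SC-like than in mpMSC-like cells (log2 fold change 1.84, standard error 0.14, adjusted p = 2.95e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries. *Cst3* (-1.84) and *H2-D1* (-1.66) were lower in 3 of 3 libraries. These 3 passed without the *Pdgfra-GFP* library. With no integration they did not, with adjusted p-values of 0.167, 0.607 and 0.240 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest of their 15 alternatives. Under that alternative mpMSC-like cells had sums in 2 libraries only. Another 7 genes met the same rule and lost the call without the *Pdgfra-GFP* library: *Frmd8*, *Tulp3* and *Antxr2*, which were higher, and *A930005H10Rik*, *Slco3a1*, *Snap47* and *Adamts10*, which were lower.

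*Hes1*, another Notch target, had 192 ± 107 CPM (SD, n = 3 libraries) in SC-like, 116 ± 25.8 CPM (SD, n = 3) in mpMSC-like, 195 ± 17.1 CPM (SD, n = 3) in OB-like and 451 ± 46.6 CPM (SD, n = 2) in EC-like cells. Its log2 fold change in SC-like cells was 0.83 against mpMSC-like cells, with higher CPM in 2 of 3 libraries and lower CPM in metaphyseal replicate 1 (83.2 against 132 CPM). It was lower than in EC-like cells. These comparisons had adjusted p-values of 0.00506 and 6.76e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.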
